# Molecular correlates of muscle spindle and Golgi tendon organ afferents

**DOI:** 10.1038/s41467-021-21880-3

**Published:** 2021-03-01

**Authors:** Katherine M. Oliver, Danny M. Florez-Paz, Tudor Constantin Badea, George Z. Mentis, Vilas Menon, Joriene C. de Nooij

**Keywords:** Molecular neuroscience, Somatic system

## Abstract

Proprioceptive feedback mainly derives from groups Ia and II muscle spindle (MS) afferents and group Ib Golgi tendon organ (GTO) afferents, but the molecular correlates of these three afferent subtypes remain unknown. We performed single cell RNA sequencing of genetically identified adult proprioceptors and uncovered five molecularly distinct neuronal clusters. Validation of cluster-specific transcripts in dorsal root ganglia and skeletal muscle demonstrates that two of these clusters correspond to group Ia MS afferents and group Ib GTO afferent proprioceptors, respectively, and suggest that the remaining clusters could represent group II MS afferents. Lineage analysis between proprioceptor transcriptomes at different developmental stages provides evidence that proprioceptor subtype identities emerge late in development. Together, our data provide comprehensive molecular signatures for groups Ia and II MS afferents and group Ib GTO afferents, enabling genetic interrogation of the role of individual proprioceptor subtypes in regulating motor output.

## Abstract (web summary)

Coordinated movement critically depends on sensory feedback from muscle spindles (MSs) and Golgi tendon organs (GTOs) but the afferents supplying this proprioceptive feedback have remained genetically inseparable. Here the authors use single cell transcriptome analysis to reveal the molecular basis of MS (groups Ia and II) and GTO (group Ib) afferent identities in the mouse.

## Introduction

Sensory feedback from muscle, skin, and joints is critical for the normal execution of voluntary motor tasks. Collectively referred to as the proprioceptive sense, this afferent information informs the central nervous system (CNS) on the position of the body and limbs in space^1–3^. Many decades of study of the intramuscular sense organs and their afferent innervation have led to predictions on how proprioceptive feedback integrates with other sensory modalities to influence central motor circuits and calibrate motor output, yet most of these inferences await further corroboration in behaving animals^4–6^. At present, such studies remain challenging due to the lack of genetic access to individual proprioceptor subtypes.

Proprioceptive feedback derives in large part from specialized mechanoreceptive organs in skeletal muscle. Extensive anatomical and physiological analysis have revealed two types of muscle receptors: muscle spindles and Golgi tendon organs^7^. Muscle spindle (MS) mechanoreceptors are considered the main drivers for the sense of limb position and movement (kinesthetic sense)^8,9^. They are embedded within the belly of skeletal muscles and consist of encapsulated intrafusal muscle fibers that are typically innervated by one primary (group Ia) and several secondary (group II) proprioceptive sensory neurons (pSNs) (Fig. 1a)^7,10^. Both types of afferents are responsive to stretch of the intrafusal fibers, such that voluntary or passive changes in limb position (i.e. muscle length) result in increased or decreased firing rates^11^. Unique among sensory organs, MSs are subject to (CNS-directed) efferent motor control through dynamic and static gamma motor neurons (γMN) which innervate the contractile polar ends of the intrafusal muscle fibers and effectively set the gain for group Ia/II afferent discharge frequency^12,13^. Despite supplying the same sensory end organ, group Ia and group II afferents exhibit distinct intra-spindle innervation patterns, activation thresholds, and conduction velocities, features that appear to render them biased to qualitatively different information of muscle stretch. For instance, while both group Ia and II afferents relay changes in static muscle length, the dynamic sensitivity of group Ia afferents enables them to also signal the rate of change in muscle length^14,15^. Presently, to what extent these properties are intrinsic to the neurons or to their association with different intrafusal muscle fibers remains poorly understood.

**Fig. 1:**
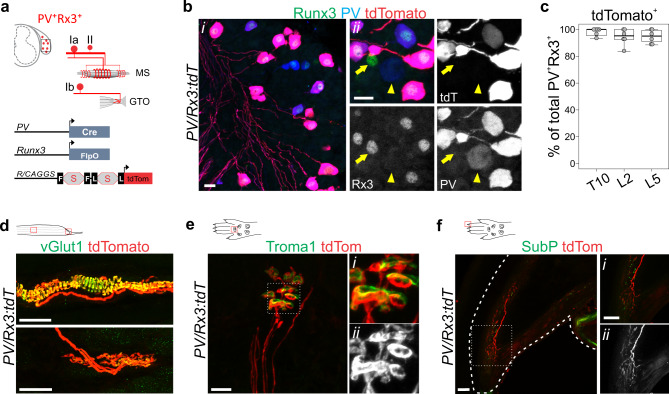
An intersectional genetic labeling strategy for proprioceptive muscle afferents. **a** Schematic rendering of the groups Ia, II and Ib proprioceptor subtypes labeled in mice carrying a *PV:Cre*, *Rx3:FlpO*, and the double stop *Ai65:tdTomato* allele (*PVRx3:tdT*). In sensory neurons that co-express PV and Rx3, the dual activity of Cre and FlpO recombinases will allow expression of the tdTomato reporter. **b** Expression of Runx3, PV, and tdTomato in DRG at p2 indicates efficient induction of the tdTomato reporter in PV^+^Rx3^+^ sensory neurons, but not in PV^+^Rx3^off^ (arrowhead in ii) or PV^off^Rx3^+^ (arrow in ii) neurons (i and ii are independent images). **c** Efficiency of tdTomato reporter induction in T10, L2, and L5 DRG in p2 *PVRx3:tdT* mice. Mean percentage ± S.E.M. of tdT^+^PV^+^Rx3^+^ neurons (of all PV^+^Rx3^+^) per ganglia for T10: 98.0 ± 1.3%, for L2: 94.4 ± 2.5%, for L5: 94.8 ± 1.9%; *n* = 6 DRG per segmental level. Number of sections per T10 DRG: 7, 6, 6, 7, 7, 8; Number of sections per L2 DRG: 7, 3, 6, 5, 8, 7; Number of sections per L5 DRG: 9, 8, 10, 6, 7, 10. **d** tdTomato expression in vGlut1^+^ muscle spindle (MS) and Golgi tendon organ (GTO) afferent terminals in p10 EDL muscle of *PVRx3:tdT* animals. Diagram depicts muscle with red boxes showing areas in images below. Expression of tdTomato in Merkel cell afferents present in hind paw glabrous skin (**e**) and in SubstanceP(SubP)^off^ sensory neurons that appear to innervate the nail of forepaw digits (**f**) of adult (≥p56) *PVRx3:tdT* mice. Diagram depicts foot paw with red boxes showing areas in images below. In **e**, Merkel cells are indicated by expression of Troma1. i, ii show higher magnifications of boxed areas in **e**, **f**; ii shows tdTomato expression. Similar data obtained from at least three (**b**, **d**, **e**) biological replicates. In boxplot (**c**), boxes indicate medians and 25th/75th percentiles, and whiskers extend to the furthest point <1.5 standard deviations from the mean. Scale 20 (**b**) or 50 (**d**–**f**) μm.

In contrast to MSs, Golgi tendon organs (GTOs) are mechanoreceptive organs that are concerned with the sense of effort and respond to changes in muscle load^16^. GTO receptors are located at the myotendinous junction of skeletal muscles and are innervated by a single group Ib afferent. Group Ib afferents have similar activation thresholds and conduction velocities as group Ia MS afferents. They show little activation to muscle stretch but are highly sensitive to contraction of the motor units that are in series with the tendon organ they innervate (Fig. 1a)^17^. Group Ib afferents also exhibit dynamic sensitivity and can signal rapid changes in contractile force^18^. Due to their physiological similarities to Ia MS afferents, selective activation of group Ib GTO afferents has remained challenging, leaving a number of uncertainties regarding their central pathways and physiological role in motor control.

Underscoring their functional differences, MS and GTO afferents engage with different local reflex circuits and projection neurons^15,19,20^. Most notably, MS afferents (and in particular group Ia afferents), but not GTO afferents, establish monosynaptic contacts onto homonymous αMNs that innervate the same muscle target, while GTO afferents mostly inhibit homonymous MNs through di/tri-synaptic connections^21,22^. Most other spinal excitatory or inhibitory reflex circuits receive overlapping input from groups Ia, II, and Ib afferents yet are biased towards a given proprioceptor subtype or combination of these subtypes^19,23,24^. Similarly, information from all three classes of afferents is relayed to higher brain circuits through projection neurons of the DSCT and VSCT but the influence of group Ia, II or Ib feedback appears to be distributed differentially across the different tracts^20^. Thus, the three proprioceptive muscle afferents subtypes (groups Ia, II, and Ib) innervate one of two anatomically and functionally distinct mechanoreceptive organs, exhibit diverse physiological properties and engage with different central targets. Yet, over a century and a half after these afferents were first described (as referenced in ref. ^7^), a definitive molecular signature for functionally distinct proprioceptive muscle afferents remains to be established.

Advances in next generation RNA sequencing (RNAseq) technologies have vastly expanded our general insight into the molecular diversity of adult somatosensory neuron classes, including proprioceptors^25,26^. Nevertheless, since proprioceptors make up only ~10% of the total DRG population, under-sampling of this neuronal class has thus far precluded a molecular classification of MS or GTO afferent subtypes. We here devised an intersectional genetic strategy to label and isolate muscle proprioceptors, which enabled us to maximize their sampling density for single cell transcriptome analysis. Single cell RNAseq of adult proprioceptors and subsequent bioinformatics analysis identified five molecularly distinct neuronal clusters. Validation of these neuronal clusters indicates that one of these clusters corresponds to afferents that morphologically resemble group Ia MS afferent. pSN neurons that belong to a second cluster invariably associate with GTO sensory endings, indicating they correspond to group Ib afferents. By inference, we postulate that the remaining identified molecular clusters may correspond to group II MS afferents. Additional single cell RNAseq analysis of proprioceptors at earlier developmental stages enabled a lineage analysis between transcripts that identify MS or GTO proprioceptor subtypes in the adult with these transcripts at earlier developmental time points. These developmental analyses support the idea that proprioceptor subtype identity is established at a late developmental stage, after the afferents innervate their nascent receptor targets in muscle. Thus, these data offer valuable insights into the functional diversity of proprioceptive MS and GTO afferents, the molecular underpinnings of their physiological properties, and the molecular pathways through which distinct proprioceptor types emerge. Moreover, the identification of molecules that unambiguously delineate MS and GTO afferent subtypes offers a means to genetically dissect the relative contributions of these afferents in the execution of coordinated motor behavior.

## Results

### Intersectional genetic labeling of proprioceptive muscle afferents

Proprioceptive sensory neurons in DRG can be identified by the co-expression of Parvalbumin (PV) and the Runt-domain transcription factor Runx3 (Rx3)^27,28^. In contrast, the singular expression of these molecules marks subsets of low threshold cutaneous mechanoreceptive afferents with rapidly or slowly adapting response properties, respectively^27,29^. To permit the selective isolation of PV^+^Rx3^+^ proprioceptors from these other types of mechanoreceptors, we generated a *Rx3:FlpO* allele, thus enabling an intersectional genetic strategy in conjunction with a previously generated *PV:Cre* allele (Fig. 1a and Supplementary Fig. 1a)^30^. In assessing the accuracy and efficacy of *Rx3:FlpO*-mediated reporter expression in the context of a FlpO-dependent GFP reporter mice (*RCE:FRT*)^31^, we find that, on average, 91.2 ± 1.9% of Rx3^+^ DRG neurons express GFP following FlpO-mediated excision of the transcriptional stop (*n* = 6 L2 DRG) (Supplementary Fig. 1c–g). Induction of GFP expression appears slightly more efficient in Rx3^+^PV^+^ pSNs compared to Rx3^+^PV^off^ neurons (presumed Merkel cell afferents) (Supplementary Fig. 1h, i)^27^. Consistent with the notion that Rx3 is initially more widely expressed in embryonic (e) sensory progenitors (e11–e13.5) (Supplementary Fig. 1b), at postnatal day (p) 0 the number of GFP^+^ neurons exceeded the number of Rx3^+^ neurons (30.9 ± 2.1% of Islet1^+^GFP^+^ neurons lack expression of Rx3; *n* = 6 DRG) (Supplementary Fig. 1d, g). We find, however, that these Rx3^off^GFP^+^ neurons (in which GFP expression is activated by the transient developmental expression of Rx3) do not express PV, suggesting that this population does not include PV^+^ cutaneous mechanoreceptors (Supplementary Fig. 1e). In addition, GFP reporter expression is not detected in spinal interneurons or motor neurons (Supplementary Fig. 1j). Likewise, aside from the expected proprioceptor sensory endings, within muscle only a few GFP^+^ satellite cells were detected (Supplementary Fig. 1k). These data indicate that, at least within DRG, spinal cord, and muscle, the *Rx3:FlpO* reporter faithfully reflects endogenous Rx3 expression and presents a useful tool that enables genetic access to Rx3^+^ DRG sensory neurons.

We next examined the *Rx3:FlpO* allele in the context of a *PV:Cre* driver and the *Ai65:double stop: tdTomato*^*+*^ reporter (hereafter *PVRx3:tdT*)^30,32^. In *PVRx3:tdT* mice, expression of tdTomato is expected to be limited to DRG neurons that express *both* PV and Rx3 at any one stage of their development (Fig. 1a and Supplementary Fig. 2a–e). Indeed, we find that tdT invariably coincides with PV^+^Rx3^+^ neurons at all segmental levels analyzed (T10, L2, L5) and is not observed in neurons that express only Rx3 or PV (Fig. 1b). At p2, an average of 95.7 ± 1.3% of PV^+^RX3^+^ neurons co-express tdT (*n* = 18 DRG) (Fig. 1b, c). Consistent with these observations, we find that tdT^+^ afferents associate with MS and GTO sensory end organs in muscle (Fig. 1d). Expression of tdT is, however, also observed in a few Rx3^+^ neurons with very low levels of PV expression (PV^low^Rx3^+^) (Supplementary Fig. 2c–f), possibly representing a different neuronal subset that either transiently expresses PV, or that express PV at levels much lower than typically observed in proprioceptive muscle afferents. Indeed, while expression of tdTomato in spinal cord is strictly limited to sensory afferent projections (i.e. no expression is observed in spinal neurons or microglia), we noted a few afferents that entered the spinal cord laterally (as opposed to the medial spinal entry of pSN afferent collaterals), suggesting these could represent cutaneous low threshold mechanoreceptive afferents (Supplementary Fig. 2g). To examine this in more detail, we investigated innervation of tdT^+^ axons in the glabrous and hairy skin of the mouse fore- and hindpaws. These analyses revealed that, in addition to muscle afferents, two types of skin projecting afferents appear to express both PV and Rx3 at some point during their development. The first of these corresponds to Merkel cell afferents (characterized by their association with Troma1^+^ Merkel cells) (Fig. 1e and Supplementary Fig. 3b), which were previously known to express Rx3, but not PV^27^. Intriguingly, we only observed tdT^+^ Merkel cell afferents in forelimb skin and not in the skin of the back (Supplementary Fig. 3c), possibly suggesting that their (transient) expression of PV may depend on regional restricted regulatory control. The second class of cutaneous tdT^+^ afferents we detected appears to innervate the nail (Fig. 1f and Supplementary Fig. 3d). The terminals of these neurons resemble slowly-adapting Ruffini endings that have previously been observed in the nailbed in human^7,33^. In contrast, tdT expression was not observed in longitudinal lanceolate endings or in afferents that associate with Meissner or Pacinian corpuscles (Supplementary Fig. 3e–i). Together these data demonstrate that use of the intersectional *PVRx3:tdT* reporter provides an efficient and nearly exclusive means to manipulate or isolate proprioceptive muscle afferents.

### Single cell RNA sequencing of proprioceptors reveals molecularly distinct subtypes

The ability to label pSNs in DRG provides a means to significantly enrich these neurons for single cell transcriptome analysis without losing sequencing power to unrelated cell types. Considering the dynamic nature of proprioceptor subtype development^26,28^, we chose to perform our initial analysis at an adult stage when the sensory system is fully mature. In addition, given that we expected the transcriptional differences between proprioceptors to be fairly limited (compared to differences between proprioceptors and nociceptors), we favored a high-depth method to detect mid- and low-expressed genes, as opposed to profiling more cells at lower depth^34^. For this reason, we selected a plate-based sequencing platform for all our transcriptome analyses—a choice we believe was justified based on a post-hoc analysis of sequencing data obtained from adult proprioceptors sequenced through plate- and droplet-based sequencing platforms (Supplementary Fig. 4a, b). To enable an unbiased molecular analysis of proprioceptor transcriptomes, DRG from all segmental levels were obtained from adult (≥p56) *PVRx3:tdT* mice. 

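Neurons of adult *PVRx3:tdT* mice, in which the reporter tdTomato marks cells that have expressed both *PV* and *Rx3*, were sorted 1 per well into 5 plates of 96 wells. The wells of a plate were told apart by barcodes added during reverse transcription, and the same 96 barcodes served every plate. The authors aligned the reads to mm10 with STAR and the NCBI annotation, and collapsed them by Unique Molecular Identifiers (UMIs). The values used here are the resulting whole-number UMI counts of the genes in each well, without normalization, and the authors' annotation of the cluster of each neuron they kept. All wells of 1 plate together held between 2717982 and 4202745 UMIs, with a median over the plates of 3457614. The kept neurons held between 792516 and 2387288 UMIs per plate, with a median of 1932059. Expression is given in CPM, a gene's share of the UMIs of the neuron on the scale that the paper uses, averaged over the neurons of a plate and then over plates (mean ± SD). Shares of neurons with at least 1 UMI of a gene were averaged in the same way. A cluster counts as present on a plate in these means where it holds at least 2 neurons there. The plates are the replicates, and the animals of a plate are named neither in the paper's text nor in the sample labels. Replicates 1 to 4 held 0, 0, 0 and 2 UMIs of Y-linked genes, while the paper counts 2 adult females. Some of these plates may thus share animals, and the tests over plates treat them as separate. For comparisons, the UMIs of the neurons of 1 cluster on 1 plate were summed, which gave 18 sums with between 62989 and 806852 UMIs in the tested genes. These sums were compared with edgeR's quasi-likelihood F-test after TMM normalization, over the 7370 genes that passed edgeR's filter on low counts. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg). The clusters had been found by the authors in the same neurons, so these tests describe how far the plates repeat a cluster and are not independent evidence for it. Intervals and limits cover counting error only, and coordinates are of GRCm38, the same build as mm10.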

DRG were dissociated and single tdT^+^ neurons were purified through fluorescent activated cell sorting (FACS), followed by plate sequencing (Fig. 2a). Neurons (480 in total) were sampled from three different experiments and derived from animals of either sex (totaling four males and two females). Cells with low gene detection (<2000 genes; 30 cells in total) or with significant contamination from attached satellite cells were eliminated by filtering for the satellite/Schwann cell markers Apoe and Mpz (cells with >10% of the Apoe/Mpz mean transcript level were removed from downstream analysis; 242 cells in total) (Supplementary Fig. 4c). 

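Of the 480 adult wells, 30 had UMIs of fewer than 2000 genes. Of the other 450, the authors' annotation kept 208 and left out 242. In the wells left out, *Apoe* (chromosome 7, 19696244 to 19701310) averaged between 5288 and 9539 CPM per plate. The limits of the Methods, on the CPM of *Mbp* and *Apoe*, kept 2 wells. The values in the other passages use the wells of the annotation.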

After filtering out these contaminated cells we detected a mean of 6688 genes and 44,511 Unique Molecular Identifiers (a proxy for transcripts) per neuron for the remaining neurons (Supplementary Fig. 4d, e). 

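The 208 kept neurons had UMIs of 6689 ± 1575 genes and 44511 ± 25474 UMIs (mean ± SD over neurons). Averaged by plate, the depth was 45005 ± 11463 UMIs per neuron (SD, n = 5 plates). The plate means ran from 33828 in replicate 2 to 59682 in replicate 4. Shares of neurons with a UMI are given at the depth of each neuron, so between groups of different depth they are not compared on equal terms. Where it is stated, they are also given after each neuron was thinned to 7000 UMIs drawn at random.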

With the exception of differences in global reads, we uncovered no qualitative differences between plates, and no batch correction was necessary.

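The plates were compared within clusters 1 and 5, the clusters with at least 2 neurons on all 5 adult plates. Replicates 1 and 2 were set against replicates 3 to 5, a division taken after it was seen that clusters 2 and 4 lay on the first pair of plates alone. Of 8528 genes tested in a fit with a term for each cluster and plate set, 1417 (16.6%) were called, 772 higher and 645 lower in replicates 1 and 2. Cluster 1 alone gave 702 called genes and cluster 5 alone 677. The alternative that moved this count most was thinning each neuron to the same depth, which left 368 called of 2712 tested genes (13.6%). Over the kept neurons, *Zscan26*, named after its values were seen, averaged 239 and 283 CPM in replicates 1 and 2, and 27.9, 17.6 and 13.9 CPM in replicates 3, 4 and 5. Its log2 difference within clusters 1 and 5 was 4.12 (standard error 0.25, adjusted p = 1.36e-11). The 137 genes raised most in replicates 1 and 2 (adjusted p under 0.01, log2 difference over 2) took 3.92% and 4.55% of the UMIs of a well there on average. In replicates 3, 4 and 5 they took 0.685%, 0.700% and 0.573%. Among the wells of replicates 1 and 2 this share followed the well barcode: over 90 barcodes used in both, Pearson's r was 0.838 and Spearman's rho 0.871 (permutation tests, p = 1e-05 for each, the smallest that the permutations can give). After adjustment over 10 such relations between plates, p was 1.40e-05 for r and 1.20e-05 for rho, and without the 2 farthest barcodes r was 0.840. No barcode correction was applied to the values in the passages.

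**Figure D1:**
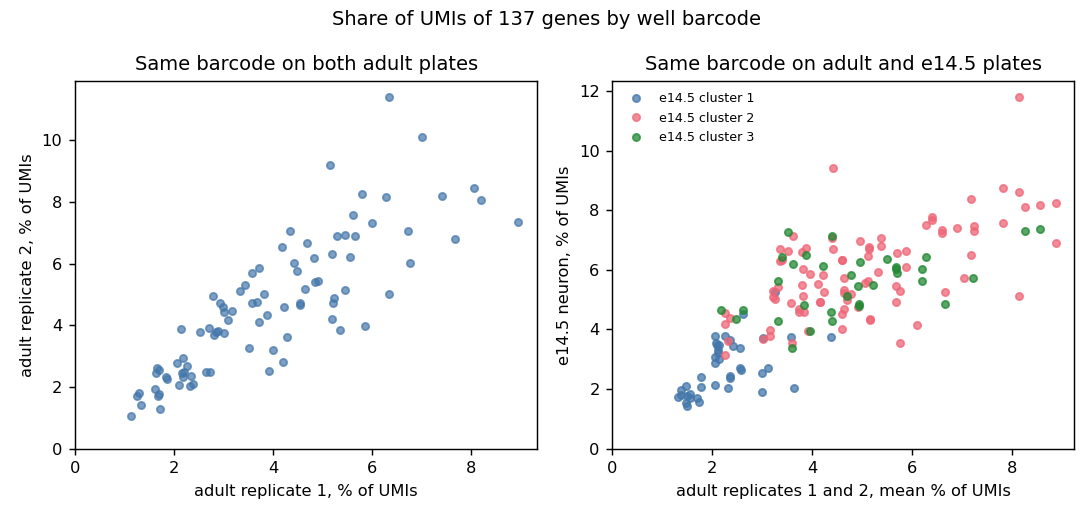
Share of the UMIs of a well that the 137 genes took, by well barcode. Left, each point is a barcode used in both adult replicates 1 and 2, with the share in each (%). Right, each point is an e14.5 neuron, with its share (%) against the mean share of the same barcode in adult replicates 1 and 2 (%), coloured by e14.5 cluster.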

**Fig. 2:**
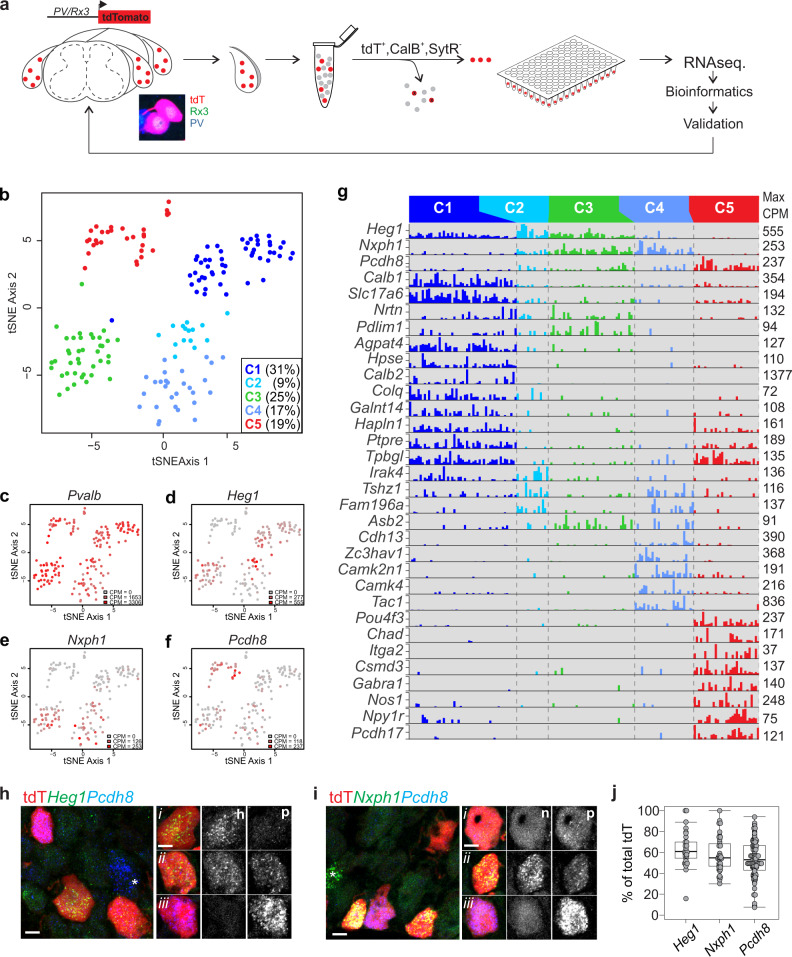
Single cell transcriptome analysis of PV^+^Rx3^+^ neurons. **a** Schematic of single cell RNA sequencing strategy employed in experiments. DRG from adult (≥p56) *PVRx3:tdT* mice were collected and dissociated into single cell suspensions. tdT^+^ SNs were isolated using FACS. To ensure cell viability, neurons were also assessed for the presence of high Calcein Blue (CalB) and absence of Sytox red (SytR) labeling while sorting individual neurons into a single well of a 96-well plate containing lysis buffer (see “Methods” for details). **b** t-stochastic neighbor embedding (tSNE) plot of adult cells, colored by cluster membership. Clustering was done using a gene module and bootstrapping approach (with the hicat package—see “Methods”). **c**–**f** tSNE plots of cells colored by expression of four genes. In each plot, the color represents no expression (grey) to maximum counts per million (CPM) value over all the cells (red). **g** Barplots showing a subset of differentially expressed genes across the five main clusters. For each gene, the maximum CPM value over all cells is shown on the right side of the corresponding bar plot. Genes were selected for differential expression across multiple pairs of clusters with the added restriction of binary (on-off) expression, as far as possible, in at least two of the clusters. **h** Expression of *Heg1* and *Pcdh8* in tdT^+^ pSNs in lumbar DRG of adult (≥p56) *PVRx3:tdT* mice. Single neuron analysis (i–iii) of *Heg1* (h) and *Pcdh8* (p) expression exhibits three expression patterns across the five molecular identified clusters: cluster 1 tdT^+^ neurons expressing high transcript levels of *Heg1* but little *Pcdh8* (i), cluster 2-4 tdT^+^ neurons with comparable levels of *Heg1* and *Pcdh8* (ii), and cluster 5 tdT^+^ neurons with high *Pcdh8* but no *Heg1* (iii). Some *Pcdh8* expressing neurons fall outside of the tdT^+^ pSN population (marked by asterisk). **i** Expression of *Nxph1* and *Pcdh8* in tdT^+^ pSNs in lumbar DRG of adult *PVRx3:tdT* mice. Single neuron analysis (i–iii) of *Nxph1* (n) and *Pcdh8* (p) expression shows presumed (i) cluster 1 tdT^+^ neurons expressing no *Nxph1* but low levels of *Pcdh8* transcript, (ii) cluster 2–4 tdT^+^ neurons coexpressing *Nxph1* and *Pcdh8* (with variable levels of Pcdh8), and (iii) cluster 5 tdT^+^ neurons with no *Nxph1* but high *Pcdh8* transcript levels. Similar to *Pcdh8*, *Nxph1* is also expressed in a few non-tdT^+^ neurons (marked by asterisk). **j** Percentage of *Heg1*^*+*^, *Nxph1*^*+*^, and *Pcdh8*^*+*^ tdT^+^ SNs in ≥p56 lumbar DRG of *PVRx3:tdT* animals. Data points indicate counts for a single DRG section and include both low and high expressing neurons. Mean percentage ± S.E.M. for *Heg1*: 63.5 ± 3.2%, *n* = 29 sections; for *Nxph1*: 57.8 ± 2.7%, *n* = 39 sections; for *Pcdh8*: 53.9 ± 1.9%, *n* = 94 sections. Similar data obtained from at least three (**h**, **i**) biological replicates. In boxplot (**j**), boxes indicate medians and 25th/75th percentiles, and whiskers extend to the furthest point less than 1.5 standard deviations from the mean. Scale 10 μm.

To determine any underlying structure in our proprioceptor population we employed an iterative clustering method to identify putative groupings of cells with similar transcriptional profile (see “Methods”). These analyses resulted in the identification of five major clusters (Fig. 2b and Supplementary Fig. 4f). Each of these clusters shows robust expression of canonical muscle proprioceptor markers, including *PV*, *Rx3*, *Ntrk3*, *Etv1* and *Whirlin* (Fig. 2c and Supplementary Fig. 4f). 

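Of the 166 neurons in the main clusters, cluster 1 held 51 neurons (30.7%, 23.8% to 38.3%) and cluster 2 held 15 neurons (9.04%, 5.15% to 14.5%). Cluster 3 held 41 neurons (24.7%, 18.3% to 32.0%), cluster 4 28 neurons (16.9%, 11.5% to 23.4%) and cluster 5 31 neurons (18.7%, 13.1% to 25.4%), with 95% Clopper-Pearson intervals given after each share. Averaged over the 5 plates, the shares were 29.9% ± 4.59 for cluster 1 and 19.3% ± 5.26 for cluster 5 (SD, n = 5 plates). The spread between plates was far larger for cluster 2 (6.74% ± 10.9), cluster 3 (31.7% ± 26.3) and cluster 4 (12.4% ± 18.4). Cluster 2 was found only on replicate 1 (4 neurons) and replicate 2 (11), as was cluster 4 (19 and 9). Cluster 3 had 1 neuron on replicate 1, 2 on replicate 2, and 18, 13 and 7 on replicates 3, 4 and 5. Between clusters 2 and 4 on the first pair of plates and cluster 3 on the others, 1192 genes were called, and 97.3% of them differed in the same direction between the same plates within clusters 1 and 5. With the difference within clusters 1 and 5 taken off, 3 genes were called (473 at an unadjusted p under 0.05), namely *Ctnnbl1*, *Svop* and *Tesc*, which are named here after their values were seen. The same contrast called 1 gene with DESeq2's size factors in edgeR, 0 with thinned neurons (140 at an unadjusted p under 0.05) and 4 without replicate 5. In simulated counts with changes of at least 2-fold, the same contrast recovered 73% of the changed genes, and 93.2% of those changed at least 4-fold. Smaller changes were recovered less often, so the 3 called genes do not exclude small differences between these clusters. Between clusters 2 and 4, both on the first pair of plates, 39 genes were called.

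**Figure D2:**
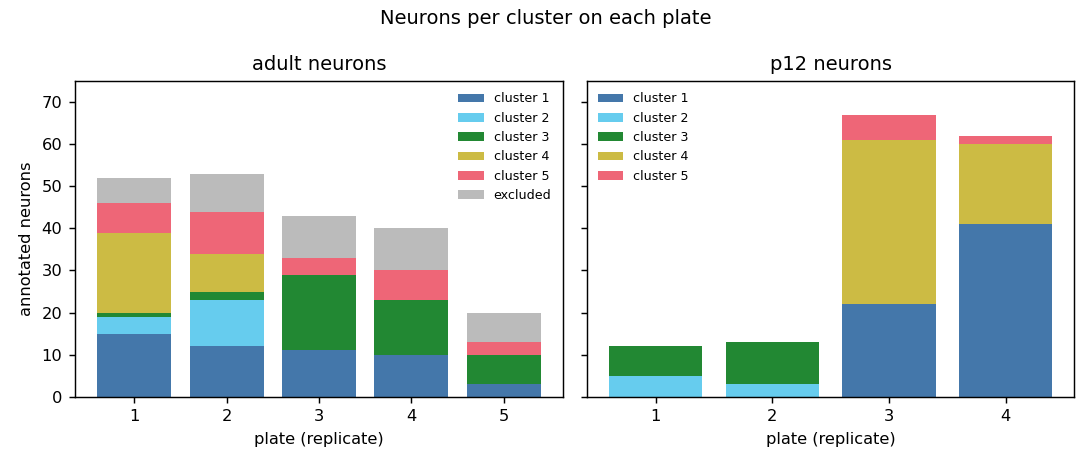
Number of annotated neurons in each cluster on each plate, by stage. Bars start at 0 and are stacked by cluster. In the adult, clusters 2 and 4 appear on replicates 1 and 2 alone.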

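*Pvalb* (chromosome 15, 78191112 to 78206400), which encodes PV, had a UMI in each of the 208 kept neurons. Its level ran from 1489 ± 206 CPM (SD, n = 2 plates) in cluster 4 to 2499 ± 138 CPM (SD, n = 4) in cluster 3. These clusters lie mostly on different plates. Within clusters 1 and 5, *Pvalb* also differed between replicates 1 and 2 and replicates 3 to 5, by -0.363 on the log2 scale (adjusted p = 0.00193). Part of this range may thus go with the plates. *Ntrk3* (chromosome 7, 78179986 to 78581034) and *Etv1* (chromosome 12, 38780082 to 38870483) had a UMI in every neuron of the main clusters. *Ntrk3* was lowest in cluster 4 (263 ± 52.4 CPM) and highest in cluster 1 (627 ± 66.7 CPM, SD, n = 5), and *Etv1* also ran from cluster 4 (395 ± 15.6 CPM) to cluster 1 (531 ± 47.6 CPM). *Runx3* (chromosome 4, 135120645 to 135177990), which encodes Rx3, was detected in 72.5% ± 3.14 of neurons over the 5 plates at 39.9 ± 13.2 CPM, a level at which 22.5% of neurons had a UMI after thinning. *Whrn* (chromosome 4, 63414908 to 63496083), which encodes Whirlin, was detected in 80.3% ± 18.7 of cluster 5 neurons and in 98.7% ± 2.98 of cluster 1 neurons. In cluster 5 it was lower than in the other clusters, with a log2 fold change of -1.08 (standard error 0.21, adjusted p = 0.00348), a call that was lost without replicate 2 (adjusted p = 0.0591; range over the alternatives 2.14e-04 to 0.0591).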

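The annotation sets apart 42 of the 208 kept adult neurons (20.2%, 95% Clopper-Pearson interval 15.0% to 26.3%) without dividing them further. They lay on all 5 plates and made up 22.4% ± 8.85 of the kept neurons of a plate (SD, n = 5). Their median depth was 30150.5 UMIs, against 20138 in cluster 4 and 59922 in cluster 1.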

We also identified five minor clusters (comprising fewer than 15 cells), which we omitted from downstream analysis. One of these minor clusters does not express the pan proprioceptor marker *Whirlin*^35^, suggesting that these neurons may correspond to some of the non-muscle afferent contaminants such as the Merkel cell afferents or Ruffini-like endings (Fig. 1e, f and Supplementary Fig. 3b, d).

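Among all 42 neurons set apart, *Whrn* had a UMI in 65.4% ± 15.0 (SD, n = 5 plates), 27 neurons in all, at 63.9 ± 11.4 CPM. In cluster 5 its mean level was 58.0 ± 22.5 CPM, a difference within the spread between plates. After thinning, the share was 25.9% in the neurons set apart and 26.7% in cluster 5. Which of these neurons form the minor cluster without *Whrn* is not marked in the annotation, so its level there is not given.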

Considering that muscle proprioceptors are classified as either MS (group Ia, group II) or GTO afferents (group Ib), we anticipated that our transcriptome analysis would reveal two, or possibly three, molecularly distinct clusters. The discovery of five clusters led us to consider if other features of the proprioceptor phenotype (e.g. regional identity) could contribute to the clustering. To examine this we determined the distribution of the expression of several known regional or muscle type molecules across the five clusters. With the exception of *Cadherin 13* (*Cdh13*) and to a lesser degree, *Cortactin 1* (*Crtac1*), we find that many regional restricted molecules (e.g. Hox transcription factors) or transcripts associated with either dorsal or ventral muscle targets (e.g. *Sema5a, Vstm2b*, respectively) are randomly dispersed throughout our five main clusters^36,37^ (Supplementary Fig. 4f). 

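*Cdh13* (chromosome 8, 118140017 to 119324929) had a UMI in 53.8% ± 13.2 of cluster 4 neurons (SD, n = 2 plates) and in none of the 15 neurons of cluster 2, which allows a share of up to 20%. It reached 7%, 8.01% and 17.6% of neurons in clusters 1, 3 and 5. Against the other clusters, its log2 fold change in cluster 4 was 4.50 (standard error 0.76, adjusted p = 0.00206) over all plates and 4.51 (adjusted p = 0.00205) on replicates 1 and 2, the plates that hold cluster 4. The call was lost without replicate 1 (adjusted p = 0.204) or replicate 2 (0.0881), with a range over the alternatives of 5.90e-09 to 0.204. *Crtac1* (chromosome 19, 42283035 to 42432966) was detected in 64.3% ± 28.1 of cluster 4 neurons, 56.6% ± 20.0 of cluster 5 neurons and 9.48% ± 10.4 of cluster 1 neurons. Its log2 fold change in cluster 4 was 2.28 (standard error 0.53, adjusted p = 0.0194), but without replicate 1 it was 1.03 (adjusted p = 0.717), and without replicate 3 the adjusted p was 0.0529 (range over the alternatives 5.17e-06 to 0.717). *Hoxc8* (chromosome 15, 102990539 to 102994275) was higher in cluster 1, in 82.2% ± 12.2 of neurons (SD, n = 5) against 26.9% in cluster 4 and 35.7% in cluster 5, a log2 fold change of 1.41 (standard error 0.27, adjusted p = 0.00201). Within the plate sets this was 1.42 (adjusted p = 0.0155) in replicates 1 and 2 and 1.60 (adjusted p = 0.00508) in replicates 3 to 5. Among the tested *Hox* genes, *Hoxb9*, named after its values were seen, was also called, in cluster 5, at 3.65 (standard error 0.66, adjusted p = 0.00187). *Hoxc10* (chromosome 15, 102966796 to 102971898) was detected in 55.6%, 69.3%, 47.7%, 32.5% and 31% of neurons in clusters 1 to 5. *Sema5a* (chromosome 15, 32244813 to 32696341), which did not pass the filter on low counts, was detected in 46.9% ± 13.5 of cluster 1 neurons and 7.89% ± 11.2 of cluster 4 neurons, and *Vstm2b* (chromosome 7, 40898011 to 40930044) in 34.7% ± 25.6 of cluster 5 neurons and 67.5% ± 1.24 of cluster 4 neurons. As many regional genes were dispersed over the clusters, the paper proposes that regional identity does not drive the clustering.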

Expression of *Cdh13* and *Crtac1* is biased to neonate proprioceptors that innervate dorsal or ventral limb muscle targets, respectively, but it remains unknown if this patterns is preserved in the adult^37^. These data suggest that the clustering revealed through our bioinformatics analysis is not driven by regional proprioceptor identity, but we cannot exclude the possibility that some clusters may reflect some regional bias.

### Validation of identified pSN clusters

To investigate the biological relevance of the distinct pSN clusters, we first examined the features underlying the cluster distinctions. To do so, we performed an unbiased differential expression (DE) analysis between the neurons that comprise individual clusters (see methods). These analyses revealed molecules that are present in either single or subsets of pSN clusters (Fig. 2g). 

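Each cluster was compared with the mean of the other 4, and 419 genes were called in cluster 1 (226 higher, 193 lower). The other clusters gave 2 (cluster 2), 7 (cluster 3), 201 (cluster 4) and 297 (cluster 5) called genes. Any difference between the clusters was called for 713 genes. For cluster 1, the alternative that moved the count most was plate as a block, with 930 called genes. Leaving out 1 plate changed most of these counts: cluster 1 kept 223 calls without replicate 1, and cluster 4, which lies on replicates 1 and 2 alone, kept 36 without replicate 1 and 35 without replicate 2. For cluster 3, edgeR called 0 genes without replicate 1, 2 or 4 (1152, 1306 and 976 at an unadjusted p under 0.05), while DESeq2 called 194 with all plates. Of the genes that DESeq2 called, 55 were higher and 139 lower, and 1 was among the 7 that edgeR called. For cluster 1, replicates 1 and 2 alone gave 401 called genes and replicates 3 to 5 alone 319, of which 199 were shared, each with the same sign in both sets. For cluster 5, the sets gave 188 and 319 called genes, with 105 of the 106 shared genes changed the same way. On replicates 1 and 2, 26 genes were called for cluster 2 and 351 for cluster 4.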

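The largest rises in cluster 1 were in *Calb2*, *Agpat4*, *Alox8*, *Cpne4* and *Cryba2* (log2 fold change 3.72, the smallest of these), and the largest falls in *Kcnip4*, *Grm8*, *Kirrel3*, *Pappa* and *Cnr1* (-4.62 to -4.09). Of these, *Alox8* lost its call under DESeq2 (adjusted p = 0.419), with plate as a block (0.0927) and without any 1 of the replicates (0.0623 to 0.527). *Kcnip4* was not called without replicate 2 (adjusted p = 1.00), nor *Pappa* without replicate 1 (0.0978). In cluster 5, *Pcdh17*, *Dcn*, *Id3* and *Npy1r* were among the largest rises, and the largest falls were in *Heg1*, *Agpat4*, *Tuba8*, *Nxph1* and *Fgf11* (-3.60, the smallest of these). The call of *Agpat4* in cluster 5 was lost under DESeq2 (adjusted p = 0.0631) and without any 1 of the replicates, and as no cluster 5 neuron had a UMI of it, its fitted fold change depends on the prior count and is not given. In cluster 4 the largest rises were in *Cartpt*, *Tac1*, *Cdh13*, *Camk4* and *Cpne2* (5.68 to 3.94), and *Cartpt* alone of these kept its call under every alternative run. The largest falls there were in *Olfr373*, *Cpne4*, *Cachd1*, *Slc43a3* and *Maf*, each of which lost its call without replicate 1 and without replicate 2 (adjusted p from 0.0689 for *Olfr373* to 1.00 for *Cpne4*, both without replicate 2). For cluster 2, *Heg1* and *Tuba8* were called, the latter not without replicate 1, 2 or 4. For cluster 3, *Svop*, *Nxph1*, *Tuba8*, *Heg1* and *Stxbp6* were called higher and *Ret* lower, beside 1 predicted gene. None of these kept its call without replicate 1, 2 or 4, and DESeq2 called 1 of them.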

Interestingly, while many previously identified neonate proprioceptor subset markers show widespread expression across all five pSN clusters, the expression of three of these molecules appear biased towards certain clusters (Fig. 2c–g and Supplementary Fig. 4g–j)^28^. For example, expression of *Heart development protein with EGF like domains 1* (*Heg1*) is mainly associated with cluster 1, 2, and 3 neurons, while *Protocadherin 8* (*Pcdh8*) is prominently expressed in cluster 5 neurons (and at lower levels and frequency in clusters 2, 3, and 4) (Fig. 2d, f, g). In addition, *Neurexophilin* (*Nxph1*) shows expression in clusters 2, 3 and 4, with little or no expression in clusters 1 and 5 (Fig. 2e, g). Moreover, we find that the pattern of *Heg1*, *Pcdh8*, and *Nxph1* expression within the five bioinformatics-defined pSN clusters mirrors the combinatorial profile of these markers in adult DRG (Fig. 2g–j and Supplementary Fig. 4g). These data provide an indication that our pSN clusters represent distinct proprioceptor types observed in vivo.

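*Heg1* (chromosome 16, 33684384 to 33771576) averaged 96.4 ± 39.5 CPM in cluster 1 (SD, n = 5 plates), 243 ± 47.2 CPM in cluster 2 (n = 2) and 114 ± 30.3 CPM in cluster 3 (n = 4). In cluster 4 it averaged 28.1 ± 9.04 CPM (n = 2) and in cluster 5 3.87 ± 4.51 CPM (n = 5). The log2 fold change against the other clusters was 3.01 (standard error 0.32, adjusted p = 4.65e-05) in cluster 2, 1.50 (standard error 0.29, adjusted p = 0.0371) in cluster 3 and -4.50 (standard error 0.44, adjusted p = 1.22e-06) in cluster 5. The call in cluster 2 was lost without replicate 2 (adjusted p = 0.164, range over the alternatives 5.84e-23 to 0.164), and that in cluster 3 without any 1 of the replicates (8.42e-08 to 0.196). In cluster 1 it was 1.19 (standard error 0.26, adjusted p = 0.00628), not called without replicate 1 (0.0612) or replicate 2 (0.0865). Within the plate sets, cluster 1 gave 1.75 (adjusted p = 5.51e-04) and 2.71 (adjusted p = 4.23e-04), and cluster 5 -3.71 (adjusted p = 6.60e-05) and -6.14 (adjusted p = 6.12e-07). Between clusters 2 and 4 on the same plates, *Heg1* differed by 3.42 (adjusted p = 6.51e-05) on the log2 scale. *Pcdh8* (chromosome 14, 79766772 to 79771312) averaged 65.7 ± 28.8 CPM in cluster 5, in 80.8% of neurons. In clusters 2, 3 and 4 it averaged 18.0 ± 9.03, 25.7 ± 16.7 and 12.6 ± 17.8 CPM, in 30.7%, 52.7% and 18.4% of neurons, and in cluster 1 5.10 ± 3.69 CPM. The log2 fold change of *Pcdh8* was 2.08 (standard error 0.35, adjusted p = 6.82e-04) in cluster 5, and 2.05 (adjusted p = 0.0189) and 2.84 (adjusted p = 4.54e-04) within the plate sets. In cluster 1 it was -2.34 (standard error 0.47, adjusted p = 0.00316), a call that was lost without replicate 1 or 2 (adjusted p = 0.999 and 0.0882).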

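*Nxph1* (chromosome 6, 8948614 to 9249619) averaged 45.8 ± 11.4 CPM in cluster 2 (SD, n = 2 plates), 58.6 ± 14.2 CPM in cluster 3 (n = 4) and 83.8 ± 30.8 CPM in cluster 4 (n = 2), with a UMI in 73.9%, 87.9% and 73.1% of neurons. In clusters 1 and 5 it averaged 6.84 ± 3.59 and 2.43 ± 1.96 CPM (n = 5 each), in 24.8% and 16.5% of neurons. Clusters 1 and 5 together against clusters 2 to 4 gave a log2 fold change of -4.05 (standard error 0.32, adjusted p = 8.12e-08). Within the plate sets this was -4.38 (adjusted p = 2.42e-06) in replicates 1 and 2 and -3.93 (adjusted p = 1.49e-06) in replicates 3 to 5. For single clusters it was -2.35 (standard error 0.41, adjusted p = 8.01e-04) in cluster 1, 2.02 (standard error 0.29, adjusted p = 0.00530) in cluster 3, 2.44 (standard error 0.36, adjusted p = 5.14e-04) in cluster 4 and -3.73 (standard error 0.47, adjusted p = 3.62e-05) in cluster 5. The call in cluster 3 was lost with plate as a block (adjusted p = 0.106) and without replicate 1, 2 or 4 (0.0681, 0.0547 and 0.104), and that in cluster 4 without replicate 2 (0.100). From the distinct combinations of *Heg1*, *Pcdh8* and *Nxph1* in the clusters and in sections of DRG, the paper proposes that the clusters are proprioceptor types that exist in vivo.

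**Figure D3:**
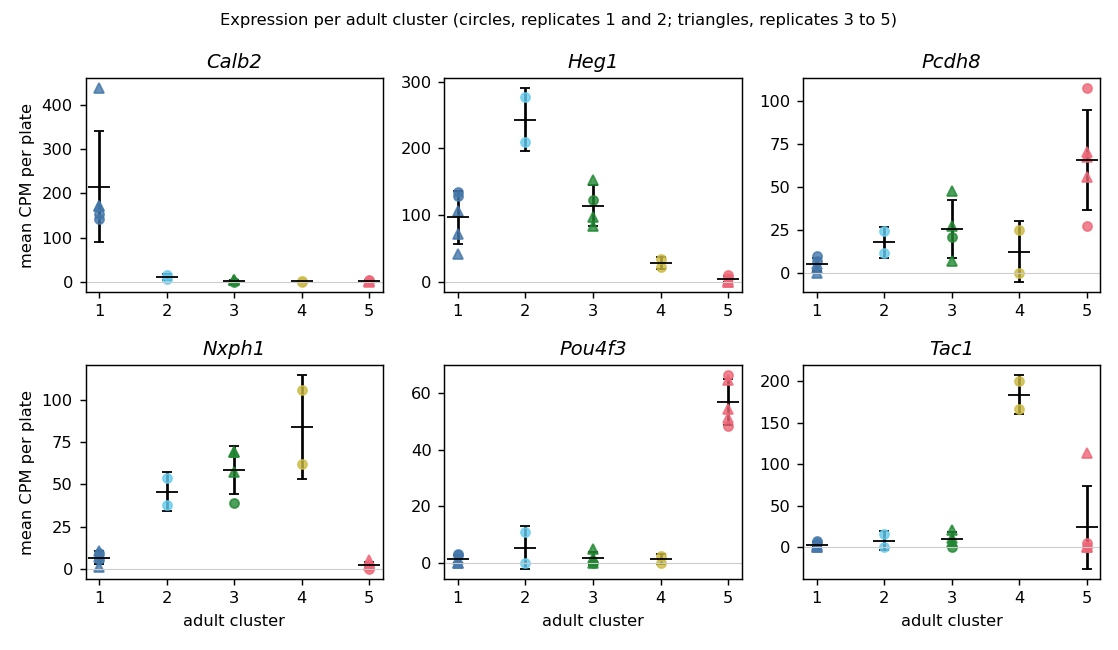
Mean CPM per plate of adult marker genes in each adult cluster. Each point is a plate with at least 2 neurons of the cluster; circles are replicates 1 and 2, triangles replicates 3 to 5. *Nxph1* lies highest in clusters 2, 3 and 4.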

We next used RNA in situ hydridization (RNA scope) to assess the DRG expression pattern for several identified cluster-restricted molecules not previously associated with adult proprioceptor subtypes (Fig. 3a). Specifically, we examined (1) what proportion of tdT^+^ pSNs express these markers, and (2) the extent of overlap with molecules that define other pSN classes. For these experiments, we first examined the expression of the cluster 1 markers *Hpse*, *Colq*, and *Agpat4* in adult *PVRx3:tdT* DRG (Fig. 3b–g). Consistent with the proportion of cluster 1 neurons identified using bioinformatics approaches (51 out of 166), we find that these markers localize to ~20–40% of all tdT^+^ neurons (Fig. 3c, e, g). 

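In the single cell data, *Hpse* (chromosome 5, 100679484 to 100719716) had a UMI in 76.1% ± 17.8 of cluster 1 neurons, *Colq* (chromosome 14, 31523082 to 31577863) in 54.9% ± 12.8 and *Agpat4* (chromosome 17, 12118485 to 12219649) in 74.7% ± 14.9 (SD, n = 5 plates). Over all kept neurons the shares were 20.7% ± 4.50, 16.7% ± 6.63 and 21.4% ± 4.31. In cluster 5, at a similar median depth (57694 UMIs against 59922), *Hpse* had a UMI in 13.9% of neurons and *Colq* in 7.86%, while *Agpat4* was seen in 0 of 31 cells, which allows a share of up to 9.68%. *Agpat4* had a log2 fold change of 4.54 (standard error 0.42, adjusted p = 2.53e-06) in cluster 1, and of 4.94 (adjusted p = 2.87e-05) and 5.27 (adjusted p = 3.23e-05) within the plate sets. *Hpse* and *Colq* did not pass the filter on low counts and were not tested. Across the kept neurons of a plate, Pearson's r of log10(CPM + 1) was 0.445 ± 0.128 for *Hpse* and *Colq*, and 0.610 ± 0.0599 for *Hpse* and *Agpat4* (mean ± SD, n = 5 plates).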

We also observed that *Hpse*, *Colq*, and *Agpat4* are generally co-expressed, but excluded from neurons with high levels of *Pcdh8* expression—a marker of cluster 5 pSNs (Fig. 3b, d, f and Supplementary Fig. 5d, f, g). In contrast, expression of the cluster 5 markers *Itga2*, *Chad*, and *Pcdh17* generally coincides with high levels of *Pcdh8* expression (as well as with each other) (Fig. 3h–k and Supplementary Fig. 5a, b, e). Expression of *Itga2*, *Chad*, and *Pcdh17* is observed in ~10–20% of all tdT^+^ neurons, which is also in agreement with the proportion of cluster 5 neurons identified through our analysis (31 out of 166) (Fig. 3i, k and Supplementary Fig. 5b). 

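*Itga2* (chromosome 13, 114833081 to 114932100) had a UMI in 37.8% ± 15.4 of cluster 5 neurons, *Chad* (chromosome 11, 94565047 to 94569127) in 53.6% ± 39.0 and *Pcdh17* (chromosome 14, 84443563 to 84537565) in 64.4% ± 28.2 (SD, n = 5 plates). Over all kept neurons the shares were 5.45% ± 2.59, 10.4% ± 7.88 and 18.9% ± 7.83. *Itga2* was seen in no other neuron, and its count of 0 in cluster 1 allows a share of up to 5.88%, in cluster 3 of up to 7.32%. *Chad* was seen in 2 cluster 1 neurons, and *Pcdh17* in 34.6% of the neurons outside the main clusters. *Pcdh17* had a log2 fold change of 5.74 (standard error 0.64, adjusted p = 2.75e-05) in cluster 5, and of 4.64 (adjusted p = 0.00376) in replicates 1 and 2 and 6.52 (adjusted p = 1.37e-05) in replicates 3 to 5, while *Itga2* and *Chad* did not pass the filter on low counts. Pearson's r of log10(CPM + 1) across the kept neurons of a plate was 0.198 ± 0.261 for *Itga2* and *Pcdh8* and 0.142 ± 0.0340 for *Pcdh17* and *Pcdh8* (mean ± SD over plates).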

We also considered if any of these cluster-selective transcripts correspond to afferents that have different intra limb distributions. To do so, we examined the relative proportion of “marker^+^” pSNs in rostral lumbar DRG (L1-3; supplying body wall and proximal limb muscle targets) and caudal lumbar DRG (L4-5; supplying distal limb muscle targets). For each of the cluster 1 or 5 transcripts we examined, we find that their distribution is equivalent in rostral and caudal lumbar ganglia (Fig. 3c, e, g, i, k and Supplementary Fig. 5b). We next examined the expression of cluster 2–4 markers *Cdh13* (cluster 4) and *Fam196a* (cluster 2 and 4). 

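*Cdh13* averaged 45.7 ± 21.7 CPM in cluster 4 (SD, n = 2 plates), against 2.65 ± 3.07 CPM in cluster 3 (n = 4). *Fam196a* (chromosome 7, 134881908 to 134938430) averaged 36.1 ± 11.2 CPM in cluster 2 and 19.5 ± 14.5 CPM in cluster 4 (n = 2 each), with a UMI in 52.3% ± 3.21 and 26.6% ± 21.9 of neurons. In clusters 1, 3 and 5 it was detected in 9.33%, 6.62% and 4.86% of neurons. The share in cluster 2 lay above the spread between plates, and that in cluster 4 did not. Clusters 2 and 4 hold neurons of replicates 1 and 2 alone, and between the same plates *Fam196a* also differed within clusters 1 and 5, by 3.37 (adjusted p = 0.0299) on the log2 scale. Clusters 2 and 4 differed from cluster 3 by 3.24 (adjusted p = 0.00581), and by -0.12 (adjusted p = 0.993) once the difference within clusters 1 and 5 was taken off.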

Similar to cluster 1 and 5 transcripts, we find that both markers are expressed in subsets of pSNs (Fig. 3l–o). In addition, within tdT^+^ neurons, *Cdh13* often overlaps with expression of the pan-cluster 2–4 marker *Nxph1*^+^ (Fig. 3l and Supplementary Fig. 5f). Together these data establish that our molecularly defined pSN clusters largely consist of non-overlapping proprioceptor subsets.

**Fig. 3:**
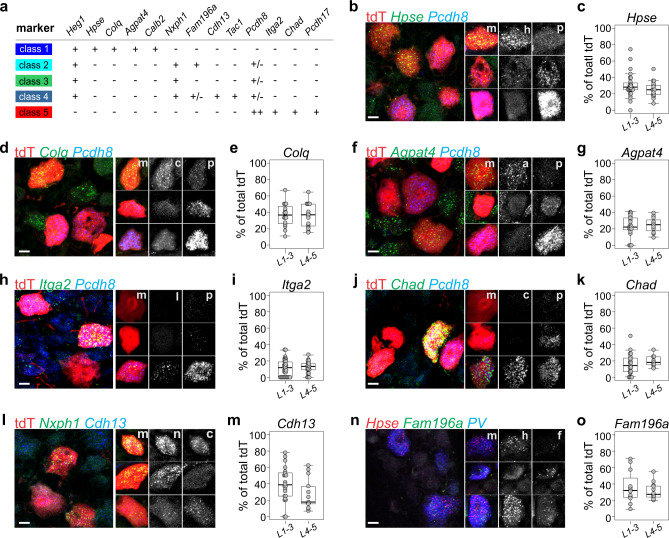
Validation of molecularly distinct proprioceptor subtypes. **a** Summary of transcripts examined in validation assays. Transcript expression levels are indicated by “++” (high expression levels in most neurons), “+” (intermediate expression level in most neurons), “+/−“ (lower expression levels in all or a subset of neurons), or “–“ (no or nearly no expression). **b**–**g** Expression of cluster I transcripts *Hpse*, *Colq*, and *Agpat4* in relation to expression of the cluster 5 transcript *Pcdh8* in ≥p56 lumbar DRG of *PVRx3:tdT* mice. In **b**, **d**, **f**, images of individual neurons represent examples of observed transcript combinations other than those observed in the main image. High levels of *Hpse* (h) (in **b**), *Colq* (c) (in **d**), or *Agpat4* (a) (in **f**) transcript generally are mutually exclusive with high levels of *Pcdh8* (p) transcript (m indicates merged image). Percentage of *Hpse*^+^tdT^+^ neurons (**c**), *Colq*^+^tdT^+^ neurons (**e**), or *Agpat4*^+^tdT^+^ neurons (**g**) (of total tdT^+^) in ≥p56 rostral (L1-3) or caudal (L4-5) lumbar DRG of *PVRx3:tdT* animals. Mean percentage ± S.E.M. *Hpse* (L1-3): 30.1 ± 2.8%, *n* = 28 sections; *Hpse* (L4-5): 25.4 ± 2.2%, *n* = 19 sections; *Colq*(L1-3): 36.7 ± 3.5%, *n* = 16 sections; *Colq*(L4-5): 36.1 ± 3.6%, *n* = 16 sections; *Agpat4*(L1-3): 23.2 ± 2.8%, *n* = 21 sections; *Agpat4*(L4-5): 24.7 ± 2.8%, *n* = 11 sections. **h**–**k** Expression of the cluster 5 transcripts *Itga2*, *Chad*, and *Pcdh8* in ≥p56 lumbar DRG of *PVRx3:tdT* mice. In **h**, **j**, images of individual neurons represent examples of observed transcript combinations other than those observed in the main image. High transcript levels of *Itga2* (i) (in **h**) or *Chad* (c) (in **j**) generally overlap with high levels of *Pcdh8* (p) transcript expression (m indicates merged image). **i**, **k** Percentage of *Itga2*^+^tdT^+^ neurons (**i**) or *Chad*^+^tdT^+^ neurons (**j**) (of total tdT^+^) in ≥p56 rostral (L1-3) or caudal (L4-5) lumbar DRG of *PVRx3:tdT* animals. Mean percentage ± S.E.M. *Itga2*(L1-3): 11.5 ± 1.7%, *n* = 34 sections; *Itga2*(L4-5): 12.4 ± 1.6%, *n* = 21 sections; *Chad*(L1-3): 15.9 ± 2.6%, *n* = 23 sections; *Chad*(L4-5): 19.5 ± 2.4%, *n* = 9 sections. **l** Expression of cluster 2–4 transcript *Nxph1* and cluster 4 transcript *Cdh13* in ≥p56 *PVRx3:tdT* DRG. Images of individual neurons represent examples of observed transcript combinations other than those observed in the main image. Single neuron analysis confirms that a subset of *Nxph1* (n) neurons co-express *Cdh13* (c; m indicates merged image). **m** Percentage of *Cdh13*^+^tdT^+^ neurons (of total tdT^+^) in adult *PVRx3:tdT* DRG. Mean percentage ± S.E.M. *Cdh13*(L1-3): 39.6 ± 4.5%, *n* = 22 sections; *Cdh13*(L4-5): 27.3 ± 5.3%, *n* = 13 sections. **n** Expression analysis of *Hpse* (cluster 1)*, Fam196a* (cluster 2 and 4), and *PV* in adult wild type DRG indicates the presence of cluster 1 *Hspe*^*+*^*Fam196a*^*off*^, and cluster 2 or 4 *Hspe*^*off*^*Fam196a*^*+*^ *PV* neurons. Images of individual neurons represent examples of observed transcript combinations other than those observed in the main image. A few cluster 1 neurons coexpress *Hspe* and *Fam196a* (see also Fig. 2g). **o** Percentage of *Fam196a*^+^tdT^+^ neurons (of total tdT^+^) in adult *PVRx3:tdT* DRG. Mean percentage ± S.E.M. *Fam196a*(L1-3): 35.9 ± 5.7%, *n* = 12 sections; *Fam196a*(L4-5): 31.4 ± 3.0%, *n* = 12 sections. Similar data obtained from at least three (**b**, **d**, **f**, **h**, **j**, **l**, **n**) biological replicates. In boxplots (**c**, **e**, **g**, **I**, **k**, **m**, **o**), boxes indicate medians and 25th/75th percentiles, and whiskers extend to the furthest point <1.5 standard deviations from the mean. Scale 10 μm.

### Molecularly defined pSN classes correspond to morphologically distinct MS and GTO afferents

The observation that our molecularly defined pSN clusters correspond to different proprioceptor subsets prompted us to explore the biological relevance of these molecular distinctions. Specifically, we sought to determine if the neurons that comprise our different clusters align with any of the three known PSN subtypes: groups Ia and II MS afferents, or group Ib GTO afferents. We took advantage of the observation that among the various class-specific transcripts we identified a few markers for which validated immunological or genetic reagents are available. For class 1 neurons these transcripts are *Calbindin 2* (*Calb2*; encoding Calretinin), *Calbindin 1* (*Calb1*; encoding Calbindin), and the *vesicular glutamate transporter 2* (*Slc16a7*; encoding the vesicular glutamate transporter vGlut2); for class 4 neurons *Tachykinin 1* (*Tac1;* encoding Neurokinin A and Substance P); and for class 5 neurons, the transcription factor *Pou4f3* (encoding Brn3c) (Fig. 4a–f). 

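*Calb2* (chromosome 8, 110142526 to 110168212) averaged 214 ± 125 CPM in cluster 1 (SD, n = 5 plates), with a UMI in 61.7% of neurons, and its log2 fold change there was 6.03 (standard error 0.30, adjusted p = 4.56e-11). Replicate 5, with 3 cluster 1 neurons, averaged 437 CPM, far above the other plates. Within the plate sets the log2 fold change was 5.78 (adjusted p = 3.13e-09) and 6.29 (adjusted p = 1.78e-10). *Calb1* (chromosome 4, 15881264 to 15906709) averaged 109.8 ± 21.8 CPM in cluster 1, where replicate 5 lay below the other plates at 71.6 CPM. Its log2 fold change was 2.89 (standard error 0.26, adjusted p = 4.18e-07) overall, and 2.79 (adjusted p = 6.42e-07) and 3.17 (adjusted p = 1.47e-07) within the plate sets. *Slc17a6* (chromosome 7, 51621830 to 51671126), the gene of vGlut2, averaged 74.1 ± 30.4 CPM in cluster 1, in 88.4% of neurons, a log2 fold change of 3.00 (standard error 0.35, adjusted p = 7.36e-06), and of 3.36 (adjusted p = 1.18e-05) and 2.32 (adjusted p = 4.23e-04) within the plate sets. *Slc16a7* (chromosome 10, 125219270 to 125389586) had a UMI in 4.48% of cluster 1 neurons. *Tac1* (chromosome 6, 7555061 to 7562978) averaged 184 ± 23.7 CPM in cluster 4 (n = 2 plates), a log2 fold change of 4.60 (standard error 0.73, adjusted p = 0.00103), and 5.29 (adjusted p = 9.63e-05) within replicates 1 and 2. That call was lost under DESeq2 (adjusted p = 0.206) and without replicate 1 (0.100) or replicate 2 (0.0754), with a range over the alternatives of 1.27e-35 to 0.206. In the neurons outside the main clusters *Tac1* averaged 217 ± 157 CPM. *Pou4f3* (chromosome 18, 42394597 to 42396093) averaged 57.1 ± 8.10 CPM in cluster 5, in 84.6% of neurons, a log2 fold change of 4.54 (standard error 0.41, adjusted p = 4.08e-07), and of 4.38 (adjusted p = 1.22e-05) and 5.11 (adjusted p = 3.16e-07) within the plate sets.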

To test if the expression of these molecules is restricted to either MS or GTO afferent proprioceptors, we examined their expression in adult muscle tissue, either directly (using specific antibodies) or indirectly (using genetic reporters) (Fig. 4g–k).

**Fig. 4:**
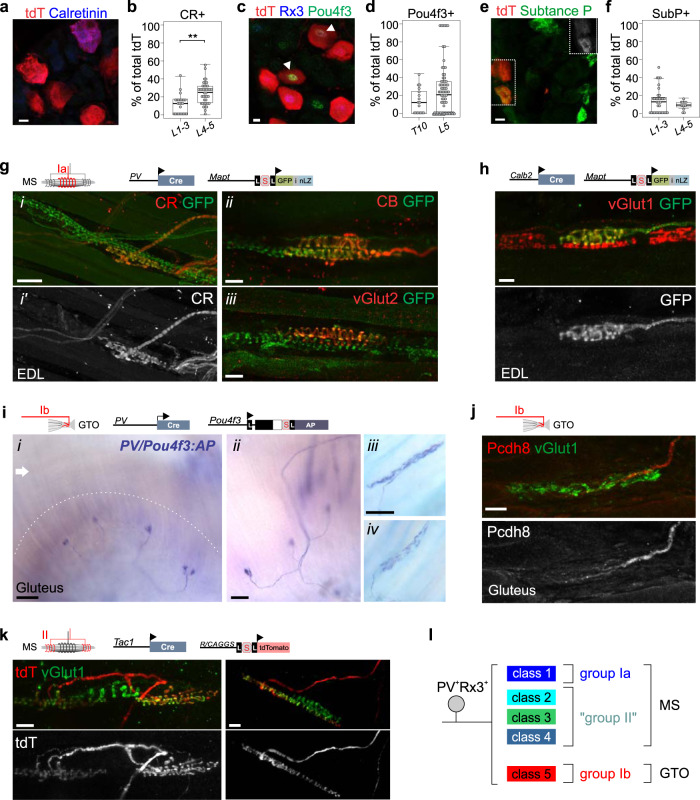
Molecular distinct pSN clusters segregate with MS or GTO afferents. **a** Expression of Calretinin and tdT in ≥p56 lumbar DRG of *PVRx3:tdT* mice. **b** Percentage of CR^+^tdT^+^ neurons (of total tdT^+^) in adult *PVRx3:tdT* DRG. Mean percentage ± S.E.M. CR(L1-3): 11.6 ± 2.3%, *n* = 24 sections; CR(L4-5): 23.9 ± 1.9%, *n* = 40 sections, *p* < 0.001 (two-sided Mann–Whitney *U* test). **c** Expression of Pou4f3, Runx3, and tdT in ≥p56 lumbar DRG of *PVRx3:tdT* mice. Arrowheads indicate Pou4f3^+^Rx3^+^tdT^+^ neurons. **d** Percentage of Pou4f3^+^tdT^+^ neurons (of total tdT^+^) in adult *PVRx3:tdT* DRG. Mean percentage ± S.E.M. Pou4f3(T10): 13.9 ± 3.6%, *n* = 17 sections; Pou4f3(L5): 25 ± 3.2%, *n* = 78 sections. **e** Expression of Substance P and tdT in ≥p56 lumbar DRG of *PVRx3:tdT* mice. Boxed area is also shown in top right corner to illustrate expression of Substance P. **f** Percentage of Sub. P^+^tdT^+^ neurons (of total tdT^+^) in adult *PVRx3:tdT* DRG. Mean percentage ± S.E.M. SubP(L1-3): 13.8 ± 2.5%, *n* = 33 sections; SubP(L4-5): 9.0 ± 1.6%, *n* = 11 sections. **g** Expression of Calretinin (CR) (i, i′), Calbindin 1 (CB) (ii), and vGlut2 (iii) in GFP^+^ muscle spindle (MS) afferents of p12 (i, i′) or adult (≥p56) (ii, iii) muscle of *PV:Cre; Mapt:lxp-STOP-lxp:mGFP-iNLZ* (*PV:GFP*) mice. CR, CB, and vGlut2 expression is observed in GFP^+^ MS afferents that innervate the equatorial region of the muscle spindle. **h** Expression of vGlut1 and GFP in a muscle spindle (MS) of p18 EDL muscle of *Calb2:Cre; Mapt:lxp-STOP-lxp:mGFP-iNLZ* (*Calb2:GFP*) mice. Similarly as observed for Calretinin protein, in *Calb2:GFP* mice, expression of GFP labels MS afferents that innervate the equatorial region of the spindle. **i** Alkaline phosphatase (AP) labeling of GTO afferents in gluteus muscle of *PV:Cre; Pou4f3:lxp-STOP-lxp:AP* (*PV/Pou4f3:AP*) at p2 (i, ii), and at ≥p56 (iii, iv) mice. Dashed line in (i) indicates area of the myotentinous junction where GTOs reside. Arrow indicates muscle area where MSs are generally located. **j** Pcdh8 expression localizes to vGlut1^+^ GTO afferents in p12 gluteus muscle of wild type mice. **k** tdT^+^ MS afferents in EDL muscle of p20 *Tac1:Cre; Ai14:tdTomato* (*Tac1:tdT*) animals. **l** Summary of molecularly distinct pSN subclasses and their association with either MS (group Ia, putative group II) or GTO (group Ib) muscle receptors. In **g**–**l**, schematics indicate pSN subtype highlighted, and alleles used, in images below. Similar data obtained from at least three (**a**, **c**, **e**, **g**–**i**), two (**k**), or one (**j**) biological replicates. In boxplots (**b**, **d**, **f**), boxes indicate medians and 25th/75th percentiles, and whiskers extend to the furthest point <1.5 standard deviations from the mean. Scale 10 (**a**, **c**, **e**) 20 (**g**(ii), **g**(iii), **h**, **j**) or 50 (**g**(i)) μm.

We first focused our analysis on the class 1 molecule Calretinin (CR). While expression of this marker is also observed in other DRG sensory neurons, we find that within muscle proprioceptors expression of CR is nearly exclusively restricted to afferents that innervate muscle spindles (276/322 MSs; 1/102 GTOs) (Fig. 4g, Supplementary Fig. 6a–c, and Supplementary Table 1). Moreover, CR^+^ afferents exhibit a highly regular spiral morphology and often appear to innervate the equatorial region of the spindle. In contrast, afferents that innervate the polar contractile ends of the spindle are devoid of CR (Fig. 4g and Supplementary Fig. 6a). Similarly, when using a *Calb2:Cre* allele in the context of the Cre-dependent *Mapt:lxp-STOP-lxp:GFP* reporter (hereafter *Calb2:GFP*)^30,38^, MSs are typically innervated by a single vGlut1^+^GFP^+^ terminal which is most frequently positioned in the equatorial region of the spindle (Fig. 4h and Supplementary Fig. 6e–g). Based on these observations we conclude that, within muscle proprioceptors, expression of CR marks group Ia MS afferents. Interestingly, while CR^+^ afferents are found in the vast majority of spindles we analyzed (85.7%), a small number of spindles appears to lack a CR^+^ afferent (Supplementary Fig. 6a, c and Supplementary Table 1). It is possible that this mosaic CR expression reflects the technical difficulties associated with immunological analysis of whole mount adult muscle, given that muscle size, the density of connective tissue, or the spindle capsule may prevent adequate antibody penetration. Alternatively, these differences may indicate differences in CR^+^ expression levels across different group Ia afferents. Consistent with the latter possibility, labeling of CR^+^ afferents using the *Calb2:Cre* reporter is efficient for Ia afferents with high CR expression levels (e.g. Extensor Digitorum Longus [EDL] or Extensor Carpi Radialis [ECR] muscle), but inefficient for Ia afferents with lower CR^+^ expression levels (e.g. Gluteus, Soleus, Plantaris) (Supplementary Table 1). In only one instance (out of 102 GTO’s examined) did we observe a CR^+^ GTO afferent (Supplementary Table 1). Similar to CR, we find that expression of vGlut2 and Calbindin 1 (CB1) is most frequently associated with MS afferents that innervate the equatorial domain of the spindle (Fig. 4g, Supplementary Fig. 6d, and Supplementary Table 2). Together these data indicate that cluster 1 neurons, marked by expression of CR, vGlut2, and CB1, morphologically resemble group Ia MS afferents (Fig. 4l).

We next assessed the afferent terminals of cluster 5 Pou4f3^+^ neurons. In DRG, expression of Pou4f3 is observed in a relatively large proportion of neurons, yet labels just up to 25% of *PvRx3:tdT*^*+*^ neurons (Fig. 4c, d). To test if Pou4f3^+^tdT^+^ neurons constitute a specific functional subtype of proprioceptors, we used a Cre-conditional *Pou4f3* mutant and chromogenic reporter (*Pou4f3KOAP*) in the context of a *PV:Cre* allele^30,39^. When trans heterozygous for both alleles, *PV:Cre* mediates excision of one *Pou4f3* allele and simultaneously activates expression of Alkaline Phosphatase (AP) (which remains under the control of endogenous *Pou4f3* promoter elements) (*PVPou4f3:AP*^+^). Consistent with previous observations that most DRG neurons express *Pou4f3* at early embryonic stages^26^, initially all pSNs (i.e. both MS and GTO afferents) are labeled by AP (Supplementary Fig. 7a–d). However, by p2, expression of AP is greatly diminished or absent in MS-innervating afferents but remains strongly expressed in GTO innervating afferents (Fig. 4i and Supplementary Fig. 7a, b). We observed *PVPou4f3:AP*^+^ afferents in all muscles we analyzed (including Gluteus, Soleus, EDL, Plantaris, Gastrocnemius, axial muscle) in a pattern that is consistent with GTO afferents in these muscle targets (Supplementary Fig. 7b). These data imply that within pSNs, expression of *Pou4f3* is selective for GTO afferents, and consequently, that cluster 5 neurons correspond to group Ib proprioceptors (Fig. 4l). Consistent with these findings, we also observed Pcdh8 expression in GTO afferents but not in MS-innervating afferents (Fig. 4j).

The observation that cluster 1 neurons correspond to group Ia MS afferents and cluster 5 neurons to group Ib GTO afferents suggests that the remaining cluster 2–4 neurons, collectively marked by expression of *Nxph1*, may correspond to group II muscle afferents. Several lines of evidence support this idea. First, we and others previously showed that *Nxph1* expression in DRG is largely confined to proprioceptive sensory neurons^26,28^. Second, consistent with the notion that type II afferent neurons are smaller in caliber than groups Ia or Ib neurons^7,28^, we showed that the cell bodies of *Nxph1*^+^ neurons are smaller than the average *PV*^*+*^ neuron cell body size (mean cell body diameter 24.5 ± 0.4 μm for *Nxph1*, *n* = 88 neurons; 27.6 ± 0.4 μm for *PV*, *n* = 183 neurons; *p* < 0.001, Student’s *t* test). Third, based on morphological observations that MS are typically innervated by one group Ia and one to two group II afferents, the ratio of cluster 1 (group Ia) to cluster 2–4 (putative group IIs) we observed (1:1.53) aligns with the expected ratio for group Ia:group II afferents (1:1.5)^10^. 

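Per plate, the number of cluster 2 to 4 neurons for each cluster 1 neuron was 1.60, 1.83, 1.64, 1.30 and 2.33 in replicates 1 to 5. The mean was 1.74 ± 0.382 (SD, n = 5 plates), and over all plates pooled the ratio was 1.65, against the paper's 1.53. The mean over plates stayed between 1.59 without replicate 5, which holds 3 cluster 1 neurons, and 1.85 without replicate 4. The ratio was of this size on both sets of plates, although replicates 1 and 2 drew these neurons mostly from clusters 2 and 4 and replicates 3 to 5 from cluster 3. The paper reasons from the neurons that innervate a muscle spindle to an expected ratio of group Ia to group II afferents, and proposes that clusters 2 to 4 correspond to group II afferents.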

To test if cluster 2–4 neurons represent group II afferents, we examined the expression of the cluster 4 marker *Tachykinin 1* (*Tac1*) in DRG and muscle. *Tac1* encodes Substance P and is typically associated with small diameter nociceptive neurons—not proprioceptors^40^. When examining Substance P expression in DRG of *PVRX3:tdT* mice, we confirmed that ~10–15% of tdT^+^ neurons co-label with Substance P (Fig. 4e, f). To assess the peripheral sensory endings of Tac1^+^ pSNs in muscle, we used a *Tac1:Cre* allele crossed to the Cre-dependent *Ai14:tdTomato* reporter (hereafter *Tac1:tdT*)^41,42^. These experiments confirmed that *Tac1:tdT*^*+*^ afferents can innervate the polar ends of MSs, suggesting they correspond to group II afferents (Fig. 4k and Supplementary Fig. 8c). However, we also observed some *Tac1:tdT*^*+*^ afferents that occupied the equatorial region of the spindle (indicating group Ia afferent identity), and noted numerous SubP^off^tdT^+^ neurons in DRG (Supplementary Fig. 8b and Supplementary Table 3). These data indicate that some spindle innervating afferents (including group Ia afferents) may be labeled by the transient activation of *Tac1* expression in pSNs at earlier developmental stages. Together these data indicate that two of the transcriptionally distinct pSN clusters we identified, clusters 1 and 5, correspond to group Ia MS afferents and group Ib GTO afferents, respectively. By inference, while awaiting more definitive analyses, we postulate that the remaining identified molecular clusters (clusters 2–4) may correspond to group II MS afferents.

### Intrinsic and circuit properties of MS and GTO afferents revealed by differential expression of ion channels and neurotransmitter receptors

The ability to correlate our molecularly defined pSN classes with morphologically distinct groups Ia, II, and Ib muscle afferents offers an opportunity to examine these pSN subtypes with respect to their subtype-selective expression of transcription factors, receptor molecules, and ion channels (Supplementary Fig. 9). (An interactive web application to search for individual genes in proprioceptor subtypes is available at https://vmenon.shinyapps.io/proprioceptors_scrnaseq). GO analysis demonstrates that the gene expression differences between the pSN clusters relate mostly ion channel function or synaptic membrane proteins (Supplementary Fig. 9a). However, a differential analysis of all voltage-gated sodium (Nav) or calcium (Cav) channels across the different proprioceptor classes revealed little variation in the expression of these channel subunits (Supplementary Fig. 10a, c). This finding may reflect the fact that these channels are a common feature of the general proprioceptor identity. 

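The files hold 10 sodium channel (*Scn*) and 10 calcium channel (*Cacna1*) genes, of which 8 and 6 had a UMI in the adult clusters. Only 5 sodium and 1 calcium channel gene passed the filter on low counts, so the others were not testable at this depth. In the test of any difference between the 5 clusters, *Scn7a* was called (adjusted p = 2.81e-06), and *Scn1a*, *Scn2a*, *Scn8a*, *Scn9a* and *Cacna1a* were not (adjusted p from 0.182 to 0.412). Of all 7370 tested genes, 9.67% were called in that test.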

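*Scn7a* (chromosome 2, 66673426 to 66784910) averaged 151 ± 56.9 CPM in cluster 4 (SD, n = 2 plates) and 138 ± 43.9 CPM in cluster 5 (n = 5). It averaged 10.3 ± 4.23, 26.1 ± 36.9 and 40.0 ± 12.8 CPM in clusters 1, 2 and 3, and 144 ± 77.7 CPM in the neurons outside the main clusters. The log2 fold change against the other clusters was 1.96 (standard error 0.26, adjusted p = 6.23e-05) in cluster 5 and 1.98 (standard error 0.36, adjusted p = 0.00318) in cluster 4. For cluster 5 it was 1.95 (adjusted p = 0.00172) in replicates 1 and 2 and 2.88 (adjusted p = 1.27e-05) in replicates 3 to 5. Cluster 4 lies on replicates 1 and 2 alone, where the value was 1.79 (adjusted p = 0.00583).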

One notable exception is *Scn7a*, which encodes the atypical Na_x_ channel (also known as Nav2.3, NaG), and appears selectively enriched in group Ib (cluster 5) and presumptive group II (cluster 4) afferents (Supplementary Fig. 10c)^43^. In contrast to the relative uniform expression of Nav and Cav channels, we noted a much larger diversity with respect to voltage-gated potassium (Kv) channels and their auxiliary subunits (Fig. 5a and Supplementary Fig. 10b). This diversity was apparent for individual pSN clusters but also between group I afferents (Ia and Ib) and presumed group II afferents. For instance, the A-type current modulator Kchip1 (*Kcnip1*) is upregulated in group I/cluster 1, 5 afferents relative to putative group II/cluster2–4 afferents, while Kchip2 (*Kcnip2*) is more prevalent in cluster2–4 afferents compared to group I afferents (Fig. 5a). Similarly, Kv7.3 (*Kcnq3*) is upregulated in group I afferents but shows little expression in cluster 2–4 neurons. 

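Of 15 tested voltage-gated potassium channel genes, 8 differed between the clusters, among them *Kcna1*, *Kcna6*, *Kcnc1*, *Kcnc4*, *Kcnd1*, *Kcnd2* and *Kcnq3*, with the lowest adjusted p, 1.30e-04, for *Kcnc4*. Of 8 auxiliary subunit genes, *Kcnip1*, *Kcnip2*, *Kcnip4* and *Dpp10* did, with adjusted p from 1.15e-05 to 2.20e-05. The called share, 12 of 23 potassium channel and auxiliary genes against 1 of 6 sodium and calcium channel genes, did not differ between the families at these numbers (Fisher's exact test, two-sided, p = 0.183). These calls come from the fit without plate as a block, which called 713 genes across the clusters. With plate as a block 1181 were called, so the shares may depend on this choice.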

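Clusters 1 and 5 (group I) were compared with clusters 2 to 4 (putative group II), and 415 genes were called, 216 higher and 199 lower in group I. Replicates 1 and 2 alone gave 373 called genes and replicates 3 to 5 alone 209, with 109 in both, of which 108 changed the same way. Leaving out 1 replicate at a time gave 130, 144, 206, 229 and 334 called genes in the order of the replicates. The largest rises in group I were in *Dcn*, *Npy1r*, *Cpne4*, *Hapln1* and *Pcdh17* (log2 fold changes 4.88 to 3.79), and the largest falls in *Nxph1*, *Scara3*, *Tuba8*, *Fgf11* and *Cbln2* (-2.95, the smallest of these falls). Among these, *Npy1r* lost its call without replicate 1, 2 or 5 (adjusted p = 0.182, 0.172 and 0.0508), *Hapln1* without replicate 1 (0.0787), *Scara3* without replicate 2 (1.00), and *Pcdh17* with plate as a block (0.0514) and without any 1 of the replicates. The contrast averages clusters 1 and 5, so a gene raised in 1 of them can lead it. *Pcdh17*, *Dcn* and *Npy1r* were also among the largest rises of cluster 5 alone, and *Cpne4* among those of cluster 1 alone.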

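*Kcnip1* (chromosome 11, 33629339 to 33993348) averaged 234 ± 28.7 CPM in cluster 1 and 163 ± 65.6 CPM in cluster 5 (SD, n = 5 plates each), and 98.4, 68.0 and 23.6 CPM in clusters 2, 3 and 4. The log2 fold change of group I against putative group II was 1.94 (standard error 0.21, adjusted p = 4.71e-06), and within the 2 plate sets 2.09 (adjusted p = 3.57e-05) and 1.69 (adjusted p = 8.46e-05). *Kcnip2* (chromosome 19, 45792346 to 45816422) averaged 141 ± 54.7, 143 ± 11.6 and 129 ± 41.3 CPM in clusters 2, 3 and 4, and 41.4 and 61.2 CPM in clusters 1 and 5. Its log2 fold change was -1.52 (standard error 0.16, adjusted p = 4.71e-06), and within the plate sets -1.61 (adjusted p = 7.39e-05) and -1.43 (adjusted p = 1.89e-04).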

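*Kcnq3* (chromosome 15, 65986374 to 66286636) averaged 48.6 ± 13.0 CPM in cluster 1 and 34.9 ± 7.89 CPM in cluster 5 (SD, n = 5 plates each). In clusters 2, 3 and 4 it averaged 14.9 ± 0.839, 8.91 ± 8.34 and 7.83 ± 7.78 CPM, with a UMI in 38.6%, 26.4% and 13.7% of neurons. Group I exceeded putative group II by a log2 fold change of 2.07 (standard error 0.32, adjusted p = 3.58e-04), and 2.38 (adjusted p = 0.00194) and 1.59 (adjusted p = 0.0213) within the plate sets.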

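*Kcna1* (chromosome 6, 126636463 to 126645801) averaged 288 ± 28.0 and 241 ± 32.1 CPM in clusters 1 and 5 (SD, n = 5 plates each), and 176, 110.4 and 112 CPM in clusters 2, 3 and 4. Between clusters 1 and 5 on one side and clusters 2 to 4 on the other, its log2 fold change was 0.96 (standard error 0.13, adjusted p = 1.28e-04), and within the plate sets 0.97 (adjusted p = 9.85e-05) and 0.90 (adjusted p = 2.62e-04). *Kcna2* (chromosome 3, 107090883 to 107115005) averaged 522 ± 109 and 486 ± 84.3 CPM in clusters 1 and 5, and 457 ± 6.54, 355 ± 149 and 314 ± 46.5 CPM in clusters 2, 3 and 4. Its log2 fold change over all plates was 0.47 (standard error 0.16, adjusted p = 0.0930) and did not pass the threshold. *Kcna2* differed between the plate sets within clusters 1 and 5, by 0.53 (adjusted p = 5.73e-04) on the log2 scale, and within each set its log2 fold change was 0.71 (adjusted p = 5.76e-04) and 0.58 (adjusted p = 0.00727). With plate as a block the adjusted p was 5.65e-06, and over all alternatives it ran from 5.65e-06 to 0.280.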

Group I afferents also express higher levels of the Kv1.1 (*Kcna1*) and Kv1.2 (*Kcna2*) channels than prospective group II afferents (Fig. 5a).

**Fig. 5:**
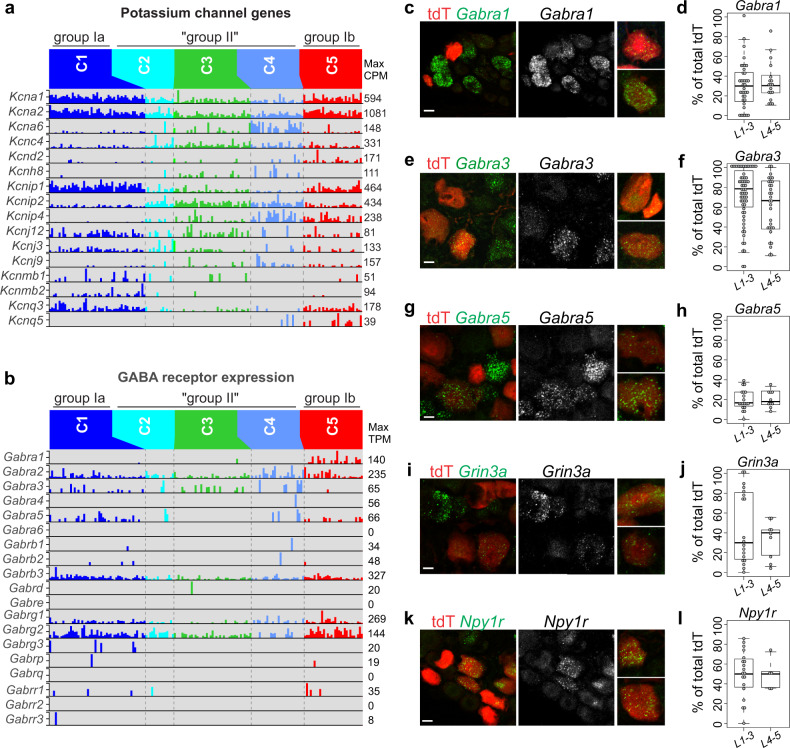
Circuit features of MS and GTO afferent sensory subtypes. Bar graphs showing expression (in CPM) of annotated K_v_ channel and auxiliary subunit genes (**a**), and GABA_A_ receptor subunits (**b**) across the five putative cell types identified from the clustering of single-cell RNAseq data. **c**–**h** Distribution patterns of the GABA_A_ receptor units *Gabra1* (**c**), *Gabra3* (**e**), and *Gabra5* (**g**) in tdT^+^ neurons in adult (≥p56) *PVRx3:tdT* mice. Images of individual neurons represent examples of observed *Gabra*^+^tdT^+^ neurons other than those observed in the main image. Percentage of *Gabra1*^+^tdT^+^ (**d**), *Gabra3*^+^tdT^+^ (**f**), and *Gabra5*^+^tdT^+^ (**h**) (of all tdT^+^ neurons) in p56 mice, at rostral (L1-3) and caudal (L4-5) lumbar levels. Mean percentage ± S.E.M. *Gabra1*(L1-3): 30.6 ± 3.8%, *n* = 37 sections, *Gabra1*(L4-5): 34.2 ± 4.8%, *n* = 18 sections; *Gabra3*(L1-3): 73.1 ± 3.7%, *n* = 63 sections, *Gabra3*(L4-5): 61.4 ± 4.9%, *n* = 31 sections; *Gabra5*(L1-3): 19.3 ± 2.4%, *n* = 19 sections, *Gabra5*(L4-5): 20.5 ± 2.7%, *n* = 10 sections. **i** *Grin3a* receptor expression in lumbar DRG of ≥p56 *PVRx3:tdT* mice. *Grin3a* transcript is detected in a subset of tdT^+^ neurons. Images of individual neurons represent examples of observed *Grin3a*^+^tdT^+^ neurons other than those observed in the main image. **j** Percentage of *Grin3a*^+^tdT^+^ neurons (of all tdT^+^ neurons) in lumbar DRG of ≥p56 *PVRX3:tdT* mice. Mean percentage ± S.E.M. *Grin3a*(L1-3): 45.9 ± 8.4%, *n* = 19 sections, *Grin3a*(L4-5): 33.3 ± 6.4%, *n* = 9 sections. **k** Expression of *Npy1r* transcript in tdT^+^ neurons in lumbar DRG of ≥p56 *PVRx3:tdT* mice. Images of individual neurons represent examples of observed *Npy1r*^+^tdT^+^ neurons other than those observed in the main image. **l** Percentage of *Npy1r*^+^tdT^+^ neurons (of all tdT^+^) in lumbar ganglia. Mean percentage ± S.E.M. *Npy1r*(L1-3): 49.9 ± 5.4%, *n* = 19 sections, *Npy1r*(L4-5): 49.3 ± 6.7%, *n* = 5 sections. Similar data obtained from at least three (**c**, **e**, **g**, **i**, **k**) biological replicates. In boxplots (**d**, **f**, **h**, **j**, **l**), boxes indicate medians and 25th/75th percentiles, and whiskers extend to the furthest point less than 1.5 standard deviations from the mean. Scale 10 μm.

Considering that potassium channels feature prominently in regulating neuronal firing properties, we wondered if the differences in the expression patterns of these channels would be reflected in the responses of pSNs to electrical stimuli. To address this question, we performed whole cell patch clamp recordings on isolated adult pSNs (identified using the *PVRx3:tdT* reporter) (Fig. 6a). Indeed, current injections revealed three firing patterns (Fig. 6b–f). Nearly half of the neurons exhibited rapid adaptation (RA) and fired a single action potential (AP), even at large current injections (51%; 22/43 neurons) (Fig. 6b–d). Other neurons (16.5%; 7/43 neurons) displayed a small burst of APs with increasing current injections (Fig. 6b, c, e), suggesting that they may represent an intermediate adapting (IA) subgroup. The remaining neurons exhibited a tonic firing pattern (32.5%; 14/43 neurons), with an average firing frequency of 53.95 ± 7.7 Hz (Fig. 6b, c, f). We note that these physiological analyses appear at odds with previous whole cell in vitro recordings of isolated PV^+^ neurons (the majority of which were presumed to be pSNs). These prior studies detected either rapidly adapting (RA) or slowly adapting (tonic) neurons but not both^44,45^. Possible explanations for these discrepancies include differences in the temperature at which the recordings were performed, the duration of culture time following dissociation, and/or differences in the addition of growth factors during culture. Indeed, while we observed all three physiological neuronal classes when recordings were conducted at 37 °C, after 24 h of recovery at 37 °C and without addition of neurotrophins, our recordings at room temperature only revealed rapidly adapting (74% of neurons) and burst responses (26% of neurons).

**Fig. 6:**
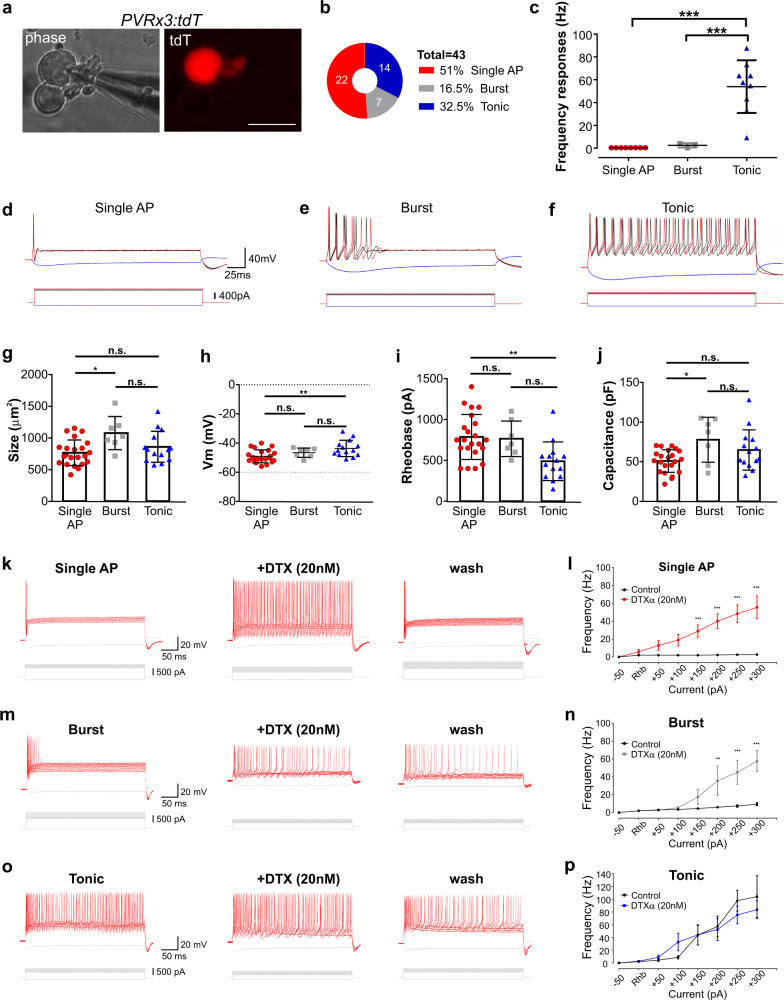
Electrophysiological properties of muscle proprioceptors. **a**–**j** Physiological properties of adult (>p28) dissociated tdT^+^ neurons as assessed through in vitro patchclamp recordings. **a** Phase contrast images of adult DRG neurons in culture. A patch electrode is shown (left) on a PV^+^ neuron expressing tdTomato (red; right). Scale 100 μm. **b** The firing patterns for DRG PV^+^ neuron expressing tdTomato displayed in percentages. **c** The frequency response for the three different firing patterns in proprioceptive neurons (*n* = 22); color scheme as in **b**. Tonic firing proprioceptors exhibited significantly higher frequencies compared to proprioceptors in which injected current (200–400 pA supra-threshold current steps for 2.5 s) evoked a single AP or burst firing. Each dot represents a single neuron, bars represent mean ± S.D. (*p* < 0.001; One-way ANOVA; Tukey’s post hoc test). n.s. not significant. **d** Superimposed traces of voltage (top) following current injection (bottom) for proprioceptors exhibiting a single action potential (AP) irrespective of the current injected. **e** Similar to **d**, for a proprioceptor exhibiting a short duration burst of action potentials. **f** Traces from a tonic firing proprioceptor. Bar graphs showing differences in soma size (**g**), resting membrane potential (**h**), Rheobase (**i**), and Capacitance (**j**) across proprioceptor neurons (*n* = 43). Data expressed as mean ± S.D.; *p* values for size *p* = 0.0112; resting membrane potential (Vm) *p* = 0.0065; rheobase *p* = 0.0046; capacitance *p* = 0.0117 (one-way ANOVA; Tukey’s post hoc test). n.s. not significant. **k**–**p** Superimposed traces of voltage responses (top) following current injection (bottom) for proprioceptors exhibiting a single action potential (AP; irrespective of the current injected) (**k**) (*n* = 12), burst firing (**m**) (*n* = 5), or tonic firing (**o**) (*n* = 4), before, during, and after wash-out of 20 nM DTXα. Frequency-current plots for Single AP (**l**), burst (**n**), or tonic (**p**) neurons in response to current steps (relative to rheobase) before or during application of DTXα. Data expressed as mean ± S.E.M.; *p* values. **l** Single AP, current −50 pA (*p* > 0.999), rheobase (*p* = 0.6007), +50 pA (*p* = 0.1404), +100 (*p* = 0.0526), +150 pA (*p* = 0.0006), +200 pA (*p* < 0.0001), +250 pA (*p* < 0.0001), +300 pA (*p* < 0.0001). **n** Burst, current −50 pA (*p* > 0.999), rheobase (*p* > 0.999), +50 pA (*p* = 0.9579), +100 (*p* = 0.8329), +150 pA (*p* = 0.1746), +200 pA (*p* = 0.0057), +250 pA (*p* = 0.0005), +300 pA (*p* < 0.0001). **p** Tonic, current −50 pA (*p* > 0.999), rheobase (*p* = 0.9624), +50 pA (*p* = 0.7957), +100 (*p* = 0.1611), +150 pA (*p* = 0.9812), +200 pA (*p* = 0.7776), +250 pA (*p* = 0.1904), +300 pA (*p* = 0.3005) (two-tailed paired *t-*test).

We next determined if the observed pSN firing patterns correlate with any morphological or other electrical properties of the recorded neurons. While we did not observe major differences between soma sizes across the three physiologically identified neuronal types, single AP neurons were significantly smaller than burst neurons (mean ± S.E.M. was 762.9 ± 43.0 μm^2^ for single AP, 1073 ± 98.9 μm^2^ for burst AP, and 856.6 ± 65.4 μm^2^ for tonic neurons) (Fig. 6g). In addition, we find that the resting membrane potential for tonic neurons was significantly more depolarized when compared to single AP neurons (Fig. 6h). Furthermore, while input resistance and voltage threshold were not statistically different among the three groups, capacitance was slightly lower in burst neurons compared to single AP neurons (Fig. 6j and Supplementary Fig. 11a, b), and rheobase was significantly lower in tonic neurons when compared to single AP neurons (Fig. 6i). We also find that the AP amplitude was statistically larger in tonic neurons compared to single AP neurons, but without any significant difference in AP half width (Supplementary Fig. 11c–e). Finally, repetitive stimulation revealed no difference between the various neuronal classes, and single AP, burst and tonic neurons all exhibited sustained 1:1 firing up to nearly 140 Hz (Supplementary Fig. 11f).

The voltage-gated potassium channels Kv1.1 and Kv1.2 were previously shown to influence adaptive response properties in other classes of low threshold mechanoreceptive sensory neurons^45^. Therefore, we next asked if the observed proprioceptor firing responses may correlate with the aforementioned differences in the expression levels of Kv1.1 and Kv1.2 between groups Ia and Ib afferents (clusters 1 and 5; high levels of *Kcna1* and *Kcna2*) and presumptive group II afferents (clusters 2–4; lower *Kcna1/2* levels). To test this, we explored the effect of alpha-Dendrotoxin (DTXα), an established inhibitor of these potassium channels^45,46^. We find that application of DTXα (20 nM) consistently reverts pSN phasic responses (Single AP and Burst neurons) to a tonic firing pattern in response to current injection (Fig. 6k–n and Supplementary Fig. 11g–i). In contrast, tonic responses are largely unaffected by DTXα, with the exception of a reduction in rheobase (Fig. 6o, p and Supplementary Fig. 11g). These observations indicate that the differential expression patterns of Kv ion channel subunits contribute to the unique features of group I and group II proprioceptors. By extension, these data support the idea that the recorded tdT^+^ pSN neurons with dynamic (RA or IA) firing properties comprise groups Ia and/or Ib afferents.

Besides intrinsic group I and putative group II afferent-specific physiological features, our pSN transcriptome profiling offers insight into how MS and GTO afferent subtypes may operate at the circuit level. For example, we find that the five identified pSN classes exhibit different patterns of GABA_A_ receptors: while all afferents express *Gabra2*, group Ia MS afferents co-express *Gabra3* and *Gabra5*, presumptive group II MS afferents co-express *Gabra3*, and group Ib GTO afferents co-express *Gabra1* and *Gabra5* (Fig. 5b–h). 

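*Gabra2* (chromosome 5, 70958392 to 71095849) had a UMI in 89.9%, 56.8%, 66.9%, 64.9% and 73.4% of neurons in clusters 1 to 5, at 35.5 (cluster 3) to 60.6 CPM (cluster 4). *Gabra3* (chromosome X, 72432676 to 72656919) was detected in 26.5% ± 4.79 of cluster 1 neurons (SD, n = 5 plates), and in 9.09%, 19.6% and 18.7% of neurons in clusters 2, 3 and 4. In cluster 5 it was detected in 1 of 31 neurons. *Gabra5* (chromosome 7, 57407669 to 57591016) was detected in 34.1% ± 22.8 of cluster 1 and 38.8% ± 21.6 of cluster 5 neurons, and in 17.0% and 10.5% of neurons in clusters 2 and 4. In cluster 3 it was detected in 0 of 41 cells, which allows a share of up to 7.32%. After thinning to the same depth, *Gabra5* was detected in 6% of cluster 1 neurons, 17.0% of cluster 2 neurons and 5% of cluster 5 neurons, so at this depth the difference between these clusters was not detectable. *Gabra3* and *Gabra5* did not pass the filter on low counts.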

Considering that proprioceptive muscle afferents are subject to central regulation through presynaptic inhibition^47^, the differential expression of these *Gabra* subunits could offer a mechanism to regulate this central influence on MS and GTO afferents separately. In addition, we note that group Ib GTO afferents, but not groups Ia or II MS afferents, express appreciable mRNA levels of the G-protein coupled NPY receptor *Npy1r* and the NMDA receptor *Grin3a* (Fig. 5i–l and Supplementary Fig. 10d). 

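*Npy1r* (chromosome 8, 66697149 to 66706800) had a UMI in 74.8% ± 23.8 of cluster 5 neurons at 26.3 ± 17.5 CPM (SD, n = 5 plates), and in 13.7% ± 15.0 of cluster 1 neurons. In cluster 3 it was detected in 1 of 41 neurons, and in none of the 15 and 28 neurons of clusters 2 and 4, which allows shares of up to 20% and 10.7%. Its log2 fold change in cluster 5 was 5.17 (standard error 0.82, adjusted p = 6.43e-04), and within the plate sets 3.84 (adjusted p = 0.0736), which did not pass the threshold, and 5.33 (adjusted p = 4.78e-05). *Grin3a* (chromosome 4, 49661611 to 49846023) was detected in 39.1% ± 20.2 of cluster 5 neurons at 10.6 ± 7.69 CPM, of which replicate 3 had 24.1 CPM, far above the other plates. It was detected in 8.48%, 1.39% and 2.63% of neurons in clusters 1, 3 and 4, and did not pass the filter on low counts.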

Similar to *Gabra* receptor units, the differential expression of these molecules in pSN subsets may offer insight into proprioceptor engagement or inhibition within spinal circuits.

### Emergence of pSN subtype identity

To reveal when proprioceptive afferent identities first emerge, or the molecular mechanism that underlies their development, we also performed single cell RNAseq at key time-points during proprioceptor development. These stages included e14.5, when proprioceptors innervate their nascent receptor targets; p0, when animals are born (and first begin to apply goal-directed movement); and p12, when animals are able to rear themselves and walk. 

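Neurons of these stages had been sorted and sequenced as the adult neurons were, on 4 plates at p12, 2 at p0 and 2 at e14.5, each of 96 wells, and the values used here are UMI counts per gene and well. The e14.5 neurons were taken from *TrkC-tdTomato* embryos, so at e14.5 the stage and the reporter line change together. The kept neurons of a p12 plate held between 680212 and 1905013 UMIs in all (median 1065341). The p0 plates held 1368307 and 919339 UMIs, and the e14.5 plates 979556 and 908922. Per neuron the mean depth was 30623 UMIs at p12, 41594 at p0 and 11174 at e14.5, below the adult depth at e14.5 above all. Stages were compared through the sums of all kept neurons of each of the 13 plates, over 11939 genes, with the adult plates in the same edgeR fit. Clusters within a stage were compared as in the adult, from 6 sums over 5061 genes at p0 and 7 sums over 4912 genes at e14.5. At p0 and e14.5 these comparisons rest on 2 plates each. Every plate holds neurons of 1 stage, so differences between plates and between stages are separated only by the spread among plates of a stage.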

Similar to adult proprioceptors, we used the intersectional *PVRx3:tdT* genetic reporter to isolate p0 and p12 pSNs (Fig. 7a). Since PV is expressed at low levels at early embryonic stages, to efficiently isolate e14.5 pSNs we used a *TrkC-tdTomato* allele (hereafter *TrkC:tdT*)^48^, which labels all Rx3^+^ neurons at this stage (including PV^+^Rx3^+^ pSNs and PV^off^RX3^+^ Merkel cells afferents) (Fig. 7a). For all age groups, neurons were obtained from at least two different animals, and similar to the adult dataset, neurons were assessed for quality and were filtered for satellite cell contaminants. The total number of neurons with sufficient coverage (>2000 genes detected) and low contamination (<10% of mean Apoe, Mpz contaminant transcript counts) was 169 for e14.5, 55 for p0, and 154 for p12 (Supplementary Fig. 12a–e). 

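At least 2000 genes had a UMI in 170 of 192 wells at e14.5, 147 of 192 at p0 and 370 of 384 at p12, and the annotation keeps 169, 55 and 154 of them. At p12, replicates 1 and 2 contributed 12 and 13 neurons, and replicates 3 and 4 contributed 67 and 62.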

Cluster analysis of all datasets combined demonstrated a nearly complete segregation by developmental stage, suggesting that maturation-related transcripts dominate the clustering over any other potential proprioceptor markers (Fig. 7b). 

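The 2000 genes of highest variance were reduced to 20 principal components of log10(CPM + 1), and for each kept neuron of any stage the share of its 10 nearest neighbours from the same stage was taken. It was 97.9% ± 4.44 (SD, n = 13 plates), and lowest on a p12 plate, at 85.8%. The alternative that moved it most was thinning every neuron to 7000 UMIs, with 95.1% ± 11.3 and a lowest plate of 67.7%. Neighbours of the same stage also came from the same plate more often than the numbers of neurons would give, in 52.5% of cases against 30.3%. Between adjacent stages, 1687 genes were called from adult to p12, 2162 from p12 to p0 and 3314 from p0 to e14.5. With thinned neurons these counts were 738, 641 and 1508.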

Unsupervised clustering of the individual e14.5, p0, p12 cellular transcriptomes was performed by applying the same iterative clustering method as described for adult neurons (see “Methods”). These analyses revealed four clusters for the e14.5 neurons, three clusters for p0, and five clusters for the p12 neurons (similar as for adult) (Fig. 7c–e). 

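At e14.5, clusters 1 to 4 held 41, 88, 34 and 6 of 169 neurons, with neurons of each on both plates. At p0, clusters 1 to 3 held 35, 12 and 8 of 55 neurons, and their shares on the 2 plates differed little (22.6% and 20.8% for cluster 2). At p12, clusters 1 to 5 held 63, 8, 17, 58 and 8 of 154 neurons. No p12 cluster had neurons on both pairs of plates: clusters 2 and 3 lay on replicates 1 and 2, and clusters 1, 4 and 5 on replicates 3 and 4. Between the pairs, p12 clusters and plates cannot be told apart, while clusters of the same pair each had neurons on both of its plates. *Calb2* had a UMI in each of the 8 neurons of p12 cluster 2 and of the 8 neurons of p12 cluster 5, and in 0 of 63 cells, which allows a share of up to 4.76%, of p12 cluster 1. The median depth ran from 16185 UMIs in p12 cluster 1 to 74067 in p12 cluster 2.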

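At e14.5, *Etv1* averaged 766 ± 42.7, 819.6 ± 56.5 and 106 ± 31.6 CPM in clusters 1, 2 and 3 (SD, n = 2 plates), and 43.5 CPM in cluster 4, which has 5 of its 6 neurons on 1 plate. *Pvalb* averaged 637 ± 141, 771 ± 36.1 and 273 ± 25.1 CPM in clusters 1 to 3, and had a UMI in 74.2% of cluster 3 neurons. *Maf* (chromosome 8, 115703253 to 115706894) averaged 7.26 ± 2.59, 31.3 ± 7.00 and 398 ± 57.4 CPM, in 8.59%, 15.2% and 91.4% of neurons. Between clusters 3 and 4 together and clusters 1 and 2 together, 58 genes were called (29 higher, 29 lower), and 114 without the filter on low counts, the alternative that moved the count most. Log2 fold changes were -3.51 (standard error 0.27, adjusted p = 1.51e-07) for *Etv1*, -1.39 (standard error 0.20, adjusted p = 5.63e-04) for *Pvalb* and 3.88 (standard error 0.45, adjusted p = 5.94e-05) for *Maf*, in a comparison where cluster 1, unlike cluster 2, also differs from cluster 3 by well barcode. The largest other rises were in *Cpne4*, *Sytl2*, *Nrp1* and *Pdlim1*, and the largest falls in *Nts*, *Hs3st2*, *H2-T23*, *Plxnd1* and *Hpcal1*, of which *Hs3st2*, *Plxnd1* and *Hpcal1* were not called with DESeq2 (adjusted p = 0.0794, 0.103 and 0.102).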

For the e14.5 data set however, two clusters (C3 and C4) show a near absence of expression of *ETV1* and *PV*, and an increased level of *Maf* expression (Supplementary Fig. 12f, 13a). These data suggest that these two e14.5 clusters represent subsets of non-proprioceptive *TrkC:tdT*^*+*^ neurons, including Merkel cell afferents^27^. Together these findings indicate that pSNs progressively become more diverse (from two to five clusters) during development.

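From e14.5 to the adult, the number of clusters rests on different numbers of neurons, with 55 at p0 and 169 at e14.5. The e14.5 clusters 1 and 2 followed the well barcodes. Of 45 barcodes that carried a neuron of cluster 1 or 2 on both e14.5 plates, 12 carried cluster 1 on both, 27 cluster 2 on both and 6 cluster 2 on replicate 1 and cluster 1 on replicate 2 (Fisher's exact test over barcodes, two-sided, p = 6.45e-07), so 86.7% carried the same cluster. For clusters 2 and 3, 63.3% of 49 barcodes did (Fisher's exact test, p = 0.716), and for clusters 1 and 3, 88.9% of 18 (Fisher's exact test, p = 0.00490). The share of UMIs that the 137 genes of the adult plate difference took in an e14.5 neuron also followed the barcode. Over 75 barcodes of both e14.5 plates, Pearson's r was 0.906 (0.916 without the 2 farthest barcodes) and Spearman's rho 0.936. Between the means of adult replicates 1 and 2 and of the e14.5 plates, over 95 barcodes, r was 0.784 (0.774 without the 2 farthest) and rho 0.785. Each of these had p = 1e-05 in permutation tests, the smallest they can give, and adjusted p = 1.40e-05 for r and 1.20e-05 for rho over the 10 relations. The share of a barcode on adult replicates 1 and 2 separated e14.5 cluster 1 from cluster 2 with an area under the curve of 0.972 on e14.5 replicate 1 and 0.970 on replicate 2, cluster 1 from cluster 3 with 0.968 and 0.964, and cluster 3 from cluster 2 with 0.478 and 0.567. From the rising number of clusters, the paper concludes that proprioceptors become more diverse during development.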

**Fig. 7:**
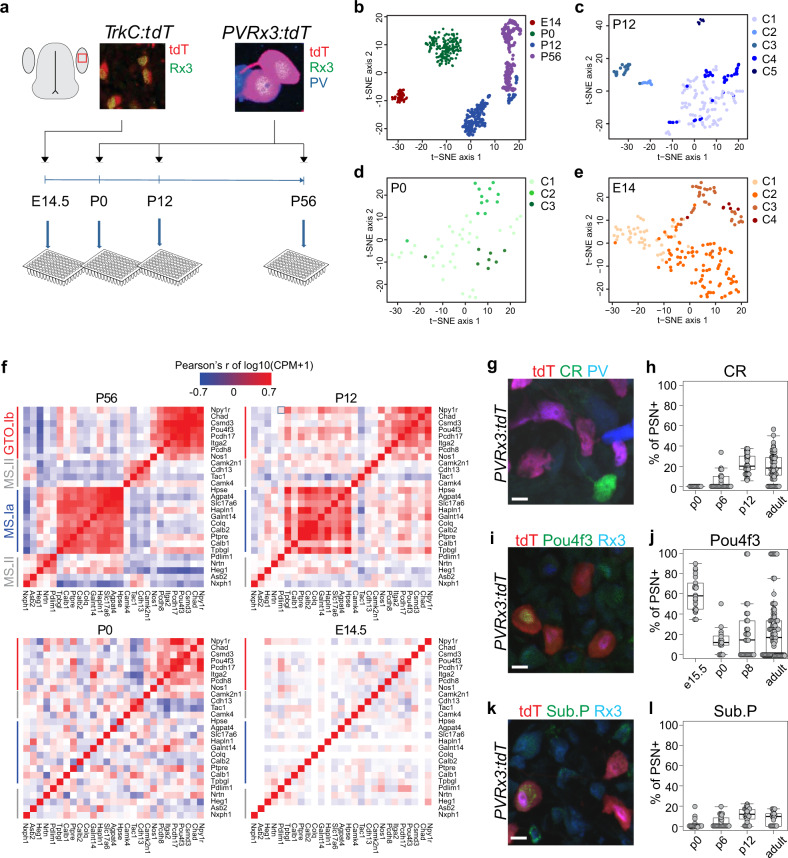
Proprioceptor transcriptome profiling shows dynamic transcriptional changes across development. **a** Experimental paradigm for proprioceptor transcriptome analysis across different developmental stages. Developmental stages include e14.5, p0, p12, and adult (≥p56). p0 and p12 neurons were isolated as described for the adult dataset. Due to the inefficient *PV:Cre*-mediated recombination at early developmental stages, e14.5 neurons were isolated using a *TrkC:tdTomato* reporter. As described for adult pSNs, viable tdT^+^ pSNs neurons were isolated by FACS and directly deposited into 96-well plates. **b**–**e** tSNE plots at each time point profiled, with cells colored by cluster identity, using the same clustering technique (see “Methods”) used to identify putative cell types in the adult in Fig. 2. **f** Coexpression patterns of genes with observed coexpression in the adult. For each time point, the heatmap represents pairwise gene–gene correlation values (Pearson’s *r* using log-transformed CPM data). Because genes were selected based on co-expression in the adult (a subset of cluster-specific genes shown in Fig. 2g), the correlations are strongest in the adult. At p12, only the putative group Ib genes show strong correlations, whereas by p0 and e14, the overall correlations are substantially weaker. This suggests that general cell type-specific gene coexpression patterns in the adult differ from those in development. **g**–**l** Developmental expression patterns of Calretinin (CR), Pou4f3 and Substance P (Sub.P). Expression of CR (**g**), Pou4f3 (**i**), and Substance P (**k**) in p0 lumbar DRG of *PVRx3:tdT* mice. Percentage of CR^+^ (**h**), Pou4f3^+^ (**j**), or Sub. P^+^ (**l**) pSNs (defined by *PVRx3:tdT*^*+*^ or PV^+^Rx3^+^ neurons) at different developmental stages. Mean percentage ± S.E.M. for CR at p0: 0 ± 0%, *n* = 10 sections; at p6: 4.8 ± 1.6%, *n* = 26 sections; at p12: 22.5 ± 1.8%, *n* = 29 sections; at ≥p56: 19.4 ± 1.6%, *n* = 65 sections. Mean percentage ± S.E.M. for Pou4f3 at e15.5: 59.6 ± 3.5%, *n* = 22 sections; at p0: 13.5 ± 3.0%, *n* = 17 sections; at p6: 21.4 ± 5.2%, *n* = 28 sections; at ≥p56: 23.1 ± 2.8%, *n* = 95 sections. Mean percentage ± S.E.M. for Sub. P at p0: 2.0 ± 1.1%, *n* = 20 sections; at p6: 4.5 ± 1.2%, *n* = 25 sections; at p12: 11.3 ± 1.2%, *n* = 30 sections; at ≥p56: 8.8 ± 1.3%, *n* = 22 sections. Similar data obtained from at least three (**g**, **i**, **k**) biological replicates. In boxplots (**h**, **j**, **l**), boxes indicate medians and 25th/75th percentiles, and whiskers extend to the furthest point <1.5 standard deviations from the mean. Scale 10 μm.

To assess to what extent the genes that define pSN classes in the adult correlate with gene expression patterns at earlier developmental stages, we next performed a lineage analysis focusing on transcripts that identified MS or GTO proprioceptor subtypes in the adult. Genes with strong co-expression patterns in adult clusters have weaker associations at p12 and essentially no associations at earlier time points (with exception of a few GTO afferent markers at p0) (Fig. 7f). These data suggest that the expression patterns seen in adult pSN classes are not anticipated by the transcript patterns observed at earlier time points, but rather result from a dynamic interaction of lineage-defining genes. 

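For the group Ia genes *Hpse*, *Colq*, *Agpat4*, *Calb2*, *Calb1* and *Slc17a6*, Pearson's r of log10(CPM + 1) was averaged over pairs of genes across the kept neurons of a plate. Genes without a UMI on a plate drop out, so the stages rest on different pairs: 15 pairs on each adult and p12 plate, 10 at p0 and 10 and 6 at e14.5, and in thinned neurons as few as 3. This mean was 0.417 ± 0.0954 in the adult (SD, n = 5 plates), 0.305 ± 0.0602 at p12 (n = 4), -0.00252 ± 0.0590 at p0 and -0.0186 ± 0.00170 at e14.5 (n = 2 each). The adult plates were not separated from the p12 plates (exact permutation test, two-sided, p = 0.0794). Against p0 and e14.5, every adult plate was higher, but with 5 plates against 2 the smallest p that the exact test allows is 0.0952, which both reached. Thinning all neurons to the same depth moved these values most, to 0.177 ± 0.0358 in the adult, 0.212 ± 0.171 at p12, 0.0680 ± 0.202 at p0 and 0.0109 ± 0.0448 at e14.5, and reversed the difference between adult and p12 (p = 0.651, exact permutation test). Without adult replicate 5, the unthinned difference between adult and p12 passed the threshold (exact permutation test, p = 0.0286). For the group Ib genes *Itga2*, *Chad*, *Pcdh17*, *Pcdh8*, *Pou4f3*, *Npy1r* and *Grin3a*, over 21 pairs on most plates but 15 in adult replicate 1 and at e14.5, the mean r was 0.339 ± 0.100 in the adult, 0.237 ± 0.240 at p12, 0.258 ± 0.0422 at p0 and -0.00797 ± 0.0164 at e14.5. In exact permutation tests the adult plates did not differ from p12 (p = 0.413) or p0 (p = 0.381), and against e14.5 the test gave its smallest p, 0.0952. Without p12 replicate 2, whose r was 0.581, the adult plates differed from p12 (exact permutation test, p = 0.0357). After thinning, the values were 0.0971 ± 0.126, 0.0854 ± 0.195, 0.0491 ± 0.0286 and -0.0204 ± 0.0214 in the same order. The genes had been chosen by the authors in these adult neurons, so the adult value is not independent evidence. From the weaker associations at earlier stages, the paper proposes that the adult patterns are not anticipated by those of earlier stages.

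**Figure D4:**
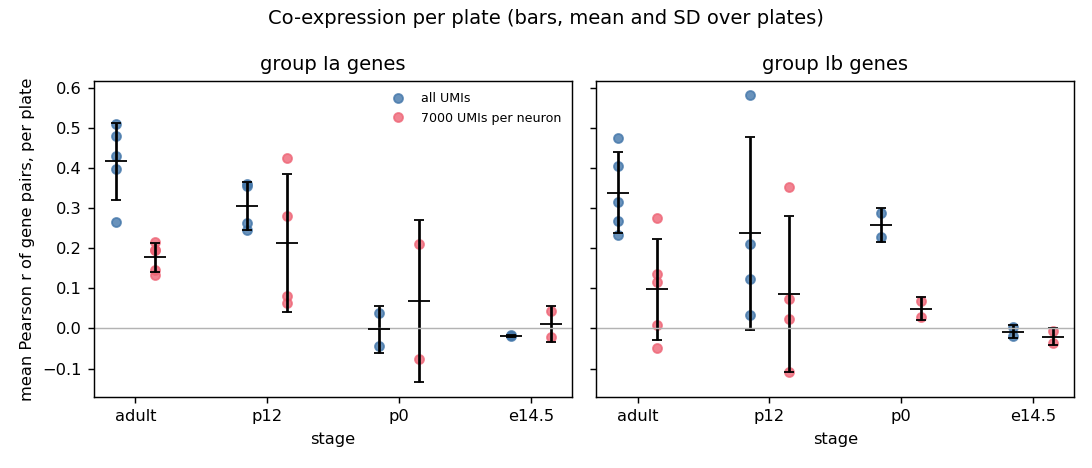
Mean Pearson's r over pairs of group Ia genes and of group Ib genes across the neurons of each plate, by stage. Each point is a plate, and bars give the mean and SD over plates. Adult plates lie between 0.265 and 0.511 for group Ia genes.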

Consistent with these observations, we find that expression of CR is not observed in Rx3^+^PV^+^ pSNs at p0 (Fig. 7g, h). Instead, CR only approaches its adult pattern of expression at p12 (Supplementary Fig. 13b). Similarly, Substance P-expressing pSNs are rare at p0 and only reach their adult expression pattern at p12 (Fig. 7k, l and Supplementary Fig. 13c). In contrast, Pou4f3 is expressed in many, if not all, DRG neurons at early stages and becomes confined to a subset of pSNs only later (Fig. 7i, j and Supplementary Fig. 13a). These data suggest that the differential maintenance of Pou4f3 expression is one of the first molecular distinctions between MS and GTO afferents.

The observation that expression of *Pou4f3* may predict pSN GTO subtype identity between e14.5 and p0 led us to consider if other transcription factors may anticipate the MS–GTO lineage selection at this developmental stage. To address this question, we performed a differential expression analysis at e14.5 and p0, focusing on the set of transcription factors that show elevated levels of expression in at least one class at either age group (Supplementary Fig. 14). These analyses again demonstrate elevated levels of *Pou4f3* expression in the p0-C2 cluster (suggesting they represent GTO afferents), but show little distinction in *Pou4f3* expression between the two pSN clusters (C1 and C2) observed at 14.5. Similarly, while this analysis revealed other transcription factors that are differentially expressed between MS and GTO afferents at p0 (e.g., *Id1, Id2, Id3*, *Tcf15*, *Tcf19*, *Crip1*, *Zfp235*, *Tcf7l2*), with the exception of Zfp235, none of these transcription factors are differential expressed at e14.5 (Supplementary Fig. 14). Conversely, transcription factors that are differentially expressed between the C1 and C2 groups at e14.5 (*Casz1*, *Cux2*, *Pou4f1*, *Spry2*, *Spry4*) are equally distributed across all three p0 clusters. Thus, while future sequencing efforts may further refine transcriptional insights into embryonic pSNs, our data reinforce the idea that proprioceptive muscle afferents remain uncommitted during their early trajectory towards their peripheral target^28^, and that transcriptional MS/GTO subtype identities emerge over a prolonged developmental period that extends after the afferents innervate their nascent receptors.

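At p0, *Pou4f3* averaged 148 ± 14.2 CPM in cluster 2 (SD, n = 2 plates), 28.6 ± 3.29 CPM in cluster 1 and 3.29 ± 4.65 CPM in cluster 3, with a UMI in 65.7%, 59.2% and 12.5% of neurons. Its log2 fold change in cluster 2 against clusters 1 and 3 was 3.60 (standard error 0.38, adjusted p = 3.35e-05). In all, 61 genes were called for p0 cluster 2 (35 higher, 26 lower), and 161 without the filter on low counts, the alternative that moved the count most, while DESeq2 called 31. The largest rises were in *Cartpt*, *Synpr*, *Clrn1*, *Sct* and *S100a13* (log2 fold changes 7.80 to 3.85), and the largest falls in *Tac1*, *Fabp7*, *Rgs4*, *Apoe* and *P2rx1* (-3.94 to -2.62). The falls of *Apoe* and *Fabp7* came from p0 cluster 3, at 1679 ± 28.5 and 1470 ± 6.14 CPM, against 52.7 and 26.5 CPM in cluster 1 and 41.6 and 23.8 CPM in cluster 2. With DESeq2, *Clrn1* (adjusted p = 0.117), *Tac1* (0.0531) and *P2rx1* (0.105) were not called. At e14.5, *Pou4f3* averaged 11.5 ± 0.608 CPM in cluster 1 and 28.4 ± 2.49 CPM in cluster 2, a log2 fold change of -1.48 (standard error 0.66, adjusted p = 0.494), which did not pass the threshold. It was highest in e14.5 cluster 3, at 183 ± 63.1 CPM. Over all kept neurons, *Pou4f3* had a UMI in 33.6% ± 5.34 at e14.5, 54.0% ± 5.70 at p0, 20.4% ± 18.8 at p12 (n = 4) and 23.4% ± 3.90 in the adult (n = 5). Between p12 and p0 its log2 fold change of 1.55 (standard error 0.57, adjusted p = 0.0730) did not pass the threshold, but it was called without the filter on low counts (adjusted p = 8.24e-05), with thinned neurons (0.00256) and without p12 replicate 2 (0.00706).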

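*Id2* (chromosome 12, 25093799 to 25096092) averaged 156 ± 43.5 CPM in p0 cluster 2 (SD, n = 2 plates), 14.1 ± 3.22 CPM in cluster 1 and 47.4 ± 6.90 CPM in cluster 3, and *Id3* (chromosome 4, 136143822 to 136145392) 155 ± 3.07, 10.7 ± 6.80 and 91.1 ± 52.7 CPM. Against clusters 1 and 3, the log2 fold change in p0 cluster 2 was 2.71 (standard error 0.31, adjusted p = 6.78e-05) for *Id2* and 2.26 (standard error 0.34, adjusted p = 0.00135) for *Id3*. *Id1*, *Tcf15*, *Tcf19*, *Zfp235* and *Tcf7l2* did not pass the filter on low counts at p0 and were not tested. *Id1* (chromosome 2, 152736251 to 152737410) had a UMI in 72.9% ± 18.2 of p0 cluster 2 neurons and 3.33% ± 4.71 of cluster 1 neurons, *Tcf15* (chromosome 2, 152143056 to 152149097) in 65.7% ± 8.08 of cluster 2 neurons and 0 of 35 cells, which allows a share of up to 8.57%, of cluster 1, and *Tcf19* (chromosome 17, 35512730 to 35516837) in 58.6% ± 2.02 and 6.67% ± 9.43. *Zfp235* (chromosome 7, 24132372 to 24143244) was detected in 1 of 12 cluster 2 neurons and in 36.7% ± 4.71 of cluster 1 neurons. *Crip1* (chromosome 12, 113152012 to 113153879) averaged 2.87 ± 0.150 CPM in cluster 2, 4.76 ± 2.75 CPM in cluster 1 and 164 ± 76.8 CPM in cluster 3, and in cluster 2 its log2 fold change of -2.91 (standard error 0.87, adjusted p = 0.160) did not pass the threshold. *Tcf7l2* (chromosome 19, 55741797 to 55933659) was likewise highest in cluster 3, with 62.3 ± 41.7 CPM against 2.44 ± 3.44 CPM in cluster 2, and cluster 3 is also the p0 cluster with the most *Apoe* and *Fabp7*, genes of satellite cells. At e14.5, *Zfp235* was detected in 0 of 41 cells, which allows a share of up to 7.32%, of cluster 1 and in 31.0% ± 12.1 of cluster 2 neurons, a difference that was called (adjusted p = 0.0128). In the adult, *Zfp235* differed between wells whose barcodes carried a low and a high share of the 137 genes, by -0.94 and -1.26 (low less high, log2 scale) in replicates 1 and 2.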

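At e14.5, 130 genes were called between clusters 1 and 2, 2 higher in cluster 1 (*Zfp287* and *Gys1*) and 128 lower. DESeq2, the alternative that moved the count most, called 62, and gave no adjusted p for *Zfp287*, *Zfp235*, *Casz1* and *Spry4*. *Cux2* (chromosome 5, 121857962 to 122050415) averaged 164 ± 27.3 CPM in cluster 1 and 799.9 ± 21.5 CPM in cluster 2 (SD, n = 2 plates), a log2 fold change of -2.36 (standard error 0.24, adjusted p = 4.52e-06). *Spry2* (chromosome 14, 105891947 to 105896819) averaged 93.8 ± 48.5 and 556 ± 65.9 CPM, a log2 fold change of -2.57 (standard error 0.26, adjusted p = 4.52e-06). *Pou4f1* (chromosome 14, 104461675 to 104468118) averaged 505 ± 103 and 1221 ± 169.6 CPM, a log2 fold change of -1.39 (standard error 0.25, adjusted p = 0.00204) that was not called with DESeq2 (adjusted p = 0.110, range over the alternatives 9.46e-14 to 0.110). *Casz1* (chromosome 4, 148804366 to 148954893) averaged 2.12 ± 3.00 and 45.9 ± 25.0 CPM, a log2 fold change of -3.88 (standard error 0.96, adjusted p = 0.0273), and *Spry4* (chromosome 18, 38586247 to 38601347) 16.0 ± 0.231 and 47.2 ± 8.63 CPM, of -1.38 (standard error 0.50, adjusted p = 0.265), which did not pass the threshold. At p0, the mean CPM in clusters 1, 2 and 3 was 45.0, 71.2 and 29.8 for *Cux2*, 58.0, 51.0 and 50.1 for *Spry2*, and 84.3, 80.2 and 55.3 for *Pou4f1*. *Casz1* had 20.3, 14.2 and 13.6 CPM and *Spry4* 3.10, 3.14 and 4.14 CPM. Of the 128 genes lower in e14.5 cluster 1, 124 were tested between the adult plate sets, and 123 of these (99.2%) were higher in adult replicates 1 and 2, against 48.8% of all genes tested in both. In adult neurons, 94.5% of the same genes were lower in wells of low barcodes than of high barcodes on both replicates 1 and 2, against 20.9% of all genes tested at e14.5. There, the log2 difference in replicates 1 and 2 was -1.90 and -1.79 for *Cux2*, -1.90 and -3.23 for *Spry2* and -1.01 and -0.80 for *Pou4f1*, while that of *Casz1* was -0.38 and 0.64.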

## Discussion

Proprioceptive muscle feedback is relayed though muscle spindle and GTO sensory afferents, yet little is known about the diversity among these afferents beyond the broad distinctions between their receptor and central targets. Here, we used single cell RNA sequencing and transcriptome analysis of genetically identified adult, adolescent, neonatal, and embryonic muscle proprioceptors to provide long overdue insights into the molecular differences between these afferent neurons. While previous transcriptome studies have revealed general proprioceptor markers based on comparisons to other somatosensory modalities, our unbiased analyses selectively focused on proprioceptive muscle afferents. This enabled us to identify proprioceptor subtype-selective transcripts that otherwise might exhibit more widespread expression in DRG. Apart from uncovering MS and GTO afferent-selective markers, our transcriptome analysis reveals insights into the intrinsic physiological properties of proprioceptors and reinforces the idea that proprioceptor subtype identity may emerge though extrinsic signals.

Using transcriptome analysis of single proprioceptors, we identified molecular markers for the main pSN subclasses, including groups Ia MS afferents and group Ib GTO afferents. Specifically, among many other differentially expressed molecules, we demonstrate that expression of *Calretinin*, *Calbindin 1*, and *vGlut2* marks group Ia MS afferents, while expression of *Pcdh8* and *Pou4f3* is observed in group Ib GTO afferents. By inference, given that two of the molecular clusters we identified account for nearly all group Ia MS afferents and group Ib GTO afferents, respectively, our data also suggests that *Nxph1* may be a general marker for group II MS afferents. Although this assessment requires further verification using additional genetic reagents, these results reveal a larger molecular diversity among MS afferent subtypes than a priori anticipated. The functional significance of this afferent diversity remains unclear. Yet, it is interesting to note that in vivo electrophysiological recordings have revealed classes of MS afferents that do not fully fit the firing behaviors expected for either group Ia or group II afferents, but instead exhibited mixed Ia/II response properties with some group Ia’s lacking vibration sensitivity and some group II’s showing dynamic sensitivity^15^. Our data may suggest that the electrophysiological variability observed in vivo could in part have a molecular basis. We expect that future genetic strategies targeting individual MS afferent subtypes, beyond providing insight into their overall role in motor control, may reveal the biological relevance—if any—of this molecular subtype diversity in the organization of body and limb position sense.

A second surprising element of our studies concerns the identity of the transcripts that we found to define the different adult proprioceptor classes. Several of these molecules have not before been associated with a proprioceptor identity (*Hspe, Colq, Chad*, *Agpta4*), while other markers have typically been observed in sensory neurons other than proprioceptors (e.g. *vGlut2*, *Tac1*)^49,50^. The latter observation, in particular, suggests that identification of sensory neuron subtypes on the basis of one or two molecular markers is an unreliable strategy, and as similarly observed for other neuronal classes, requires ‘multi-transcript authentication’^51,52^. Our data indicate that vGlut2, together with Calretinin and Calbindin, marks group Ia MS afferents. The expression of Calretinin and Calbindin group Ia MS afferents is not surprising given that both molecules are often observed to regulate Ca^2+^-homeostasis in highly active neurons^53^. However, the observation that adult group Ia MS afferents also prominently express vGlut2, in addition to vGlut1, was unexpected, given that vGlut2 (unlike vGlut1) is barely detectable in Ia afferent central terminals^54,55^. Why group Ia afferents would require both vGlut1 and vGlut2 in the sensory ending remains as of yet unresolved. A similarly intriguing observation is the expression of *Tac1* in a subclass of presumed group II afferents. *Tac1* encodes the neuropeptides Neurokinin A and Substance P, and represents one of the hallmarks of a nociceptive sensory identity^40^. The expression of *Tac1* in group II MS afferents may hint at a direct role for muscle afferents in inflammatory muscle pain. Besides these MS afferent markers, the biological role for most MS or GTO afferent molecules here identified remains largely unknown, let alone their relevance to pSN function. Thus, a better understanding of the biological activities of these molecules in general will likely offer further insights into proprioceptor development and/or function.

Aside from molecular markers for proprioceptor subtypes, our transcriptome data offers valuable insights into the molecules that control the intrinsic electrical properties for individual proprioceptor subtypes. In contrast to voltage-gated sodium and calcium channel subunits, we detected a large degree of variability in the expression of voltage-gated potassium channels across the five pSN classes. These include differences between individual proprioceptor subtypes, as well as global differences between group I and presumed group II afferents. Indeed, whole cell patch clamp recordings of pSNs revealed three main firing patterns upon current injection: rapidly-, intermediate-, or slowly adapting. Based on prior observations, we postulate that rapidly-adapting (RA) and intermediate-adapting (IA) neurons may comprise group Ia or Ib afferents, while slowly-adapting (SA) tonic neurons may correspond to group II afferents^11,15,16^. While these afferent firing patterns may result from differences in several types of ion channels, we observed higher levels of Kv1 channel subunit expression in group I (clusters 1 and 5) afferents compared to presumed group II (clusters 2–4) afferents. This is of note because Kv1 subunits previously were implicated in regulating the firing properties of Aβ SA and Aβ RA afferents: afferents with lower Kv1 levels demonstrated tonic firing patterns, while those with higher levels adapted rapidly^45^. Consistent with these observations, we demonstrate that application of alpha-Dendrotoxin (DTXα; an inhibitor of Kv1.1/Kv1.2 channels) consistently reverts the phasic response to a tonic firing pattern in response to current injection. In contrast, tonic responses are largely unaffected by DTXα. These findings not only suggest that the differential expression of these potassium channels contributes to the unique features of proprioceptor firing properties, but also support the idea that group Ia and Ib afferents comprise afferents that exhibit dynamic firing properties. Nevertheless, a definitive link between the observed physiological features and pSN subtype identity will require direct recordings of molecularly identified pSNs.

The tonic firing we observed in some pSNs is consistent with observations that group IIs provide information regarding static muscle length and generally have little dynamic sensitivity^7,11,15^. The phasic (RA and IA) pSN responses we observed are seemingly at odds with in vivo observations that group Ia and group Ib afferents relay both static and dynamic information about muscle length and contraction, respectively, but are reminiscent of the firing patterns described for Merkel cell afferents^11,16,44,56^. Merkel cell afferents exhibit RA and SA firing upon Merkel cell stimulation in vivo, but only show a RA response to current injection in in vitro recordings. Thus, the SA responses observed for groups Ia and Ib afferents in vivo may be due to receptor-based modulation (similar as proposed for Merkel cell afferents), possibly through sustained glutamatergic activation at the sensory terminal^56,57^. Lastly, it is important to note that current injection experiments do not expose the full repertoire of electrical responses and future studies may yet reveal physiological distinctions between pSN afferents that reflect other differences in ion channel expression patterns.

Molecules that distinguish MS afferents from GTO afferents have thus far remained elusive. The inability to uncover such markers in previous studies may possibly be attributed to the long held conception that proprioceptor subtype identity is already established prior to pSN engagement with their peripheral receptors, thus targeting the search for such molecules to early developmental stages. Indeed, expression of Calretinin (CR) was previously noted in group Ia muscle afferents in the chicken and rat^58^. Yet our past studies consistently failed to observe CR in embryonic or neonatal mouse proprioceptors, leading us to conclude that CR presented a species-specific difference between chick, rat and mouse. We now confirm that CR is not expressed in embryonic or early postnatal proprioceptors and only reaches its mature pattern of expression by p12. Similarly, we find that expression of *Tac1*, a presumptive group II marker, only reaches its mature pattern of expression by p12. Both observations are supported by our longitudinal transcriptome analysis of e14.5, p0 and p12 proprioceptors and together imply that distinctions between groups Ia and II MS afferent identities only emerge during postnatal development. 

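In the single cell data, *Calb2* had a UMI in 23.1% ± 6.36 of kept neurons in the adult (SD, n = 5 plates), 33.9% ± 34.3 at p12 (n = 4), 5.31% ± 1.62 at p0 and 0.667% ± 0.943 at e14.5 (n = 2 each). From p12 to p0 it fell by 7.85 on the log2 scale (standard error 1.35, adjusted p = 0.00106), with 3 p0 neurons that had a UMI. On the log2 scale p12 was above the adult by 1.94 (standard error 0.57, adjusted p = 0.0341), a call that was lost under DESeq2 (adjusted p = 0.0508), with thinned neurons (0.0515), with all wells of at least 2000 genes (0.0767) and without adult replicate 1, 2, 3 or 4 or p12 replicate 1 or 2 (range over the alternatives 1.80e-18 to 0.0885). *Tac1* had a UMI in 35.0% ± 14.1 of kept neurons in the adult, 46.0% ± 17.5 at p12, 73.7% ± 9.88 at p0 and 37.7% ± 12.7 at e14.5. After thinning to the same depth these shares were 20.3%, 24.2%, 37.6% and 29.6%. No step between adjacent stages passed the threshold for *Tac1*: the log2 fold change was 0.85 (standard error 0.69, adjusted p = 0.437) from adult to p12, 0.29 (standard error 0.86, adjusted p = 0.855) from p12 to p0 and -0.44 (standard error 1.02, adjusted p = 0.789) from p0 to e14.5. The step from adult to p12 was called without the filter on low counts (adjusted p = 0.00137) and with all wells of at least 2000 genes (0.0193), and the step from p12 to p0 changed sign with thinned neurons (-0.34) and without p0 replicate 1 (-0.06) or p12 replicate 2 (-0.07). At p0, *Tac1* was detected in 90% ± 14.1 of cluster 1 neurons and 27.1% ± 18.2 of cluster 2 neurons.

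**Figure D5:**
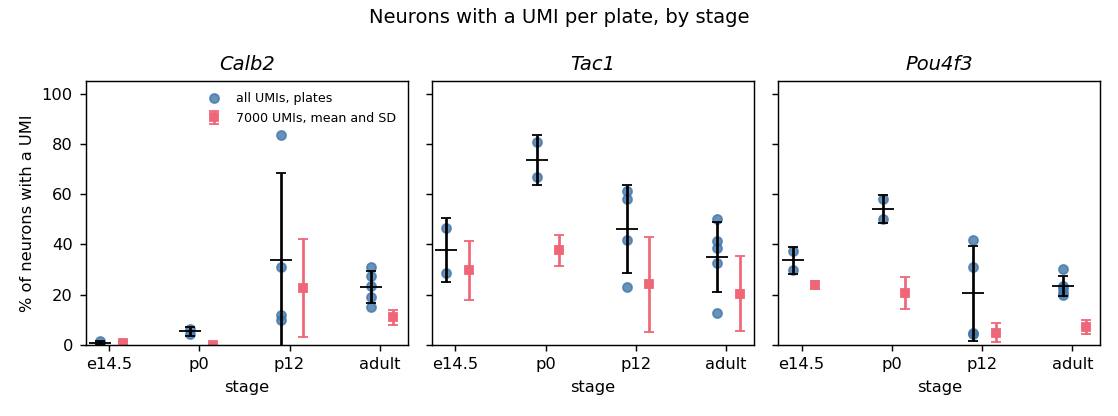
Share of kept neurons with a UMI of *Calb2*, *Tac1* and *Pou4f3* on each plate, by stage (%). Each point is a plate. *Calb2* was detected in few neurons at p0 and e14.5.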

Interestingly, in previous studies we demonstrated that a disruption of normal muscle spindle development results in the failure to induce or maintain expression of *Heg1*^28^, a molecule we now find to be restricted to proprioceptors that innervate muscle spindles. *Nxph1* was unaffected in animals that lack spindles^28^, indicating that spindle-derived signals may inform some but not all aspects of MS afferent identity. This suggests that other qualitative or quantitative differences in mesenchymal, muscle, or tendon signals, and/or differences in activity levels may determine the full complement of muscle spindle afferent phenotypes.

Transcriptional differences between MS and GTO afferents emerge at an earlier developmental stage and can be observed as early as p0. At this stage, expression of the transcription factor Pou4f3 is selectively maintained in prospective group Ib GTO afferents. However, we find no evidence that *Pou4f3*^*+*^ neurons derive from a specific subset of e14.5 progenitors, indicating that the Pou4f3-group Ib lineage relationship first appears during the e14.5/p0 interval after the afferents reach their nascent receptor targets. The absence of a clear lineage relationship between mature and early embryonic proprioceptors is observed for a broad panel of pSN subtype-selective molecules and parallels a recent study indicating that the transcriptomes that define adult somatosensory neuron subclasses bear little to no resemblance to the transcriptomes of early embryonic (e11.5) somatosensory neurons^26^. The notion that proprioceptor subtypes may emerge relatively late in development reinforces the idea that MS or GTO afferent subtype selection is influenced by extrinsic signals^26,28^. The initial broad and overlapping expression patterns of many transcription factors within embryonic somatic sensory neurons, and their apparent regulation by extrinsic signals, may confer additional flexibly to respond to subtle changes in peripheral target tissues.; differences in transcription factor expression levels can be rapidly amplified through a multitude of transcriptional targets. The role of peripheral signals in the regulation of neuronal identity may be a general feature of sensory systems given that they interface between the external environment and the brain. Within the context of the proprioceptive sensory system such a mechanism may facilitate adaptations to specific functional demands on the motor system. As such, a better understanding of the molecular mechanism by which Pou4f3 expression is selectively maintained in GTO afferents but not MS afferents should provide general insights into the developmental logic of sensory neuron subtype selection.

Taken altogether, these findings provide important insights into the organization, molecular basis, and development of MS and GTO afferent proprioceptor subtype identities, and should form an important foundation for genetic studies aimed at further understanding the role of these afferents in coordinated motor control.

## Methods

### Animal husbandry and mouse strains

*Runx3:FlpO* animals were generated through homologous recombination of a *Runx3:FlpO* targeting vector in MM13 ES cells. Successful recombinants were identified through Southern blot analysis. *Rx3:FlpO* transgenic animals (heterozygous and homozygous) were identified through genotyping PCR analysis. Primers amplifying the *FlpO* allele are *FlpO-For*: 5′-GCATCTGGGAGATCACCGAG-3′ and *FlpO-Rev*: 5′- GCCGTTCCAGGCGGGGTATCTG-3′, which result in an 850 bp product. Primers used to distinguish homozygous from heterozygous or wild type animals: *Rx3ex6 (F)*: 5′-GCGCCCTACCACCTCTT-3′ and *Rx3ex6(R2)*: 5′-TGGGAGCCACTGCCAGCTCTG-3′. These primers result in a 400 pb product in heterozygous and wild-type animals, but no product in homozygous mutant animals. Other mouse strains used were *PV:Cre*^30^, *Ai65D*^32^, *RCE:FRT*^31^, *Ai14*^42^, *Mapt:eGFP-nLZ*^30^, *TrkC:tdTomato*^48^, *Calb2-IRES-Cre*^38^, *Tac1-IRES2-Cre-D*^41^, and *Pou4f3KOAP*^39^. Animals of both sexes were used for all experiments. Age of animals at time of analysis is indicated per experiment. Animals were given ad lib access to water and food. All experiments were performed according to National Institutes of Health guidelines and approved by the Institutional Animal Care and Use Committee of Columbia University.

### Fluorescence activated cell sorting (FACS) of dissociated pSNs

DRG from adult (*p* > 56), adolescent (p12), neonatal (p0), and embryonic mice (e14.5) of either sex were dissected (1 h maximum) in ice-cold Hank’s balanced salt solution (HBSS) and collected, on ice, in HBSS supplemented with 0.75% horse serum (HS). The total number of animals (of either sex) used for experiments was six for adult samples, four for p12, six for p0, and two for e14.5. Following dissection, DRGs were centrifuged at low speed and washed once with ice cold HBSS prior to dissociation though enzymatic digestion using Papain followed by Collagenase/Dispase^35,59^. Papain digestion step consisted of 3 ml HBSS with ~16 units/ml Papain (Worthington), 0.83 mM L-Cysteine, 0.42 mM EDTA, and 20 units DNAse I/ml (Roche). Collagenase/Dispase digestion was with 3 ml HBSS containing 1,066 units/ml Collagenase IV (Worthington), 4 units/ml Dispase (Worthington), and 20 units/ml DNase I (Roche). Duration of digestion incubation times was 16 min for adult, 12 min for p12, 10 min for p0 and e14.5 (for both enzyme digestion steps). Solutions were exchanged by a low speed centrifuge step (4′ at 100 rcf in table top Eppendorf centrifuge) and aspiration. After Collagenase/Dispase digestion, enzyme solution was replaced with 500 μl HBSS supplemented with 20% HS and 20 units DNAse I, and DRG/cell suspension was dissociated by slow mechanical trituration using a 200 ul pipetman (~50 times). Following dissociation, cell suspension was incubated with 2 μM Calcein Blue (CellTrace™ Calcein Blue, AM; Invitrogen) for 15 min at room temperature. After Calcein Blue labeling, cells were spun down (4′ at 100 rcf) and resuspended in 500 μl sorting solution (HBBS, 1% HS, 20 units/ml DNAse I) supplemented with 0.01 μM Sytox red (SYTOX™ Red Dead Cell Stain; Invitrogen). Just prior to FACS, dissociated cells were passed through 40–70 μm gauze filters to clear remaining cellular aggregates. FACS of fluorescently-labeled (tdTomato^+^) neurons was performed at 12 psi, using a Becton Dickinson FACSAria (SORP model, 5-laser, 20 parameter), equipped with a 130 μm (p0, p12, p56) or 100 μm (e14.5) nozzle, and using 586/15 (tdTomato), 450/50 (Calcein Blue), and 670/30 (Sytox red) filter sets and a gating strategy as described in Supplementary Fig. 15). Fluorescent neurons were directly deposited in 96-well LoBind plates (Eppendorf) prefilled with 7.5 μl lysis buffer/well. Lysis buffer contained 0.2% Triton X-100 (Sigma), SUPERaseIN (1 U/μl) (ThermoFisher), 2 mM deoxyribonucleotides (dNTPs) (ThermoFisher), and 2 μM reverse transcriptase (RT) primer (Integrated DNA Technologies)^60^. Plates were stored at −80 °C until processed for cDNA generation, library preparation and RNA sequencing.

### Single cell cDNA generation, library preparation, and RNA sequencing

Single cell cDNA and library preparation was performed by the Columbia JP Sulzberger genome center as described previously^60^. In brief, after primer annealing (72 °C for 3 min), reverse transcription (RT) was performed by adding 7.5 μl of RT mix to each well. RT mix contained 2 M betaine (Affymetrix), 2× Protoscript Buffer (New England Biolabs), 12 mM MgCl_2_ (ThermoFisher), 10 mM dithiothreitol (ThermoFisher), 5.3 U of Protoscript II Reverse Transcriptase (New England Biolabs), 0.53 U of SUPERaseIN (ThermoFisher), and 2 μM Template Switching Oligo (Integrated DNA Technologies). Reverse transcription was performed at 42 °C for 90 min, followed by 10 cycles of 50 °C for 2 min, 42 °C for 2 min, 70 °C for 10 min, followed by a 4 °C hold. Excess primers were removed by adding 2 μl of Exonuclease I (ThermoFisher) mix to each well (1.875 U of ExoI in water) and incubating at 37 °C for 30 min, 85 °C for 15 min, 75 °C for 30 s, and 4 °C hold. Following RT reactions, all wells were pooled into a single 15-ml falcon tube, and complementary DNA (cDNA) was purified and concentrated using Dynabeads MyOne Silane beads (ThermoFisher) according to the manufacturer’s instructions. The cDNA was split into duplicate reactions containing 25 μl of cDNA, 25 μl of 2× HIFI HotStart Ready Mix (Kapa Biosystems), and 0.2 M SMART PCR Primer and polymerase chain reaction (PCR) mix. cDNA was amplified as above, and duplicate reactions were combined and purified using 0.7 volume of AMPure XP beads (Beckman Coulter). The amplified cDNA was visualized on an Agilent TapeStation and quantified using a Qubit II fluorometer (ThermoFisher).

Sequencing libraries were constructed using Nextera XT (Illumina) as described in ref. ^60^. A custom i5 primer was used (Nextera PCR) with 0.6 ng of input cDNA, and 10 cycles of amplification were performed. Unique i7 indexes were used for each plate. After amplification, the library was purified with two rounds of AMPure XP beads, visualized on the TapeStation, and quantified using the Qubit II fluorometer. Libraries were sequenced on an Illumina NextSeq 500 using the 75-cycle High Output Kit [read lengths 26(R1) × 8(i) × 58(R2)]. Custom sequencing primers were used for Read 1 (SMART_R1seq and ILMN_R1seq; see ref. ^60^). With each plate, we targeted ~70 million reads. Library pools were loaded at 1.8 pM with 30% PhiX (Illumina). All sequencing data is available through the NCBI GEO database (accession # GSE162263).

### Single cell transcriptome analysis

Analysis of single cell RNA sequencing datasets was performed as described previously^61,62^.

#### Alignment of sequencing reads

Raw sequence reads were aligned to the mm10 mouse reference genome with transcriptome annotation derived from NCBI. Alignment was performed using the STAR aligner, and reads were demultiplexed by Plate-seq barcode and collapsed by Unique Molecular Identifiers to obtain final transcript counts for each cell. For visualization of gene expression and calculation of gene-gene correlations, we normalized UMI counts to CPM (counts per million). For each cell, the number of UMIs for each gene is divided by the total UMI count for the cell and then multiplied by 10^6 to obtain CPM values. For differential gene expression among clusters we used the raw UMI count values, since edgeR performs its own distribution-specific normalization.

#### Filtering of satellite cell contaminants

To avoid clustering cells with significant oligodendrocyte and glial gene contamination, we set the following thresholds, based on the distributions of transcripts over the entire data set: Mbp Transcripts per million (CPM) < 10,000; Apoe Transcripts per million (CPM) < 20.

#### Cluster analysis

After alignment and initial filtering of cells for non-neuronal signatures, we performed a bootstrapped, iterative clustering approach, using the hicat R package as outlined in Tasic et al.^52^. This clustering algorithm proceeds as follows: (1) Select all cells. (2) Select top 6,000 genes with the highest variance/mean (Fano Factor) ratio. (3) Perform a modified Weighted Gene Network co-expression Analysis to identify modules of genes using a cutheight of 0.995 and soft-threshold power = 1. (4) When no gene modules with co-expression beyond chance are identified, terminate the iteration of clustering. Otherwise, cluster cells in the reduced dimensions corresponding to the eigengenes of the gene modules, using hierarchical clustering with Ward’s Method and a distance metric defined by cell-cell correlation in eigengene space. (5) Test robustness of clusters by summing the negative log10 *p* value of differentially expressed genes (defined by the R limma package) among each pair of clusters. (6) Merge clusters for pairs of clusters with a sum of negative log10 *p* values < 100. We repeated steps 2–5 for each additional cluster identified until no further subclusters were identified. We next repeated steps 1–6 100 times using randomly selected subsets comprising 80% of all cells to generate a co-clustering matrix, where each entry represents the proportion of times a given pair of cells was found in the same cluster across 100 iterations. For each pair of clusters, we determined the mean co-clustering value over all cells belonging to both of the clusters. Clusters with mean co-clustering values >0.25 were merged.

#### Differential gene expression and marker identification

We used edgeR on the UMI count values to perform differential gene expression and marker identification^63,64^. We calculated differential expression across all pairs of clusters. A subset of combinatorial marker genes was selected for display (in Fig. 2) based on identification across multiple pairwise comparisons.

#### t-SNE visualization

Cells were visualized in t-SNE space using all differentially expressed genes across clusters (FDR-adjusted *p* value <0.05). After subsetting on these genes, we calculated the top 20 principal components on the log10(CPM + 1) transformed data. These PC values were input into the Rtsne package to calculate t-SNE coordinates for visualization. Cells were not clustered in t-SNE space.

#### GO analysis

Go analysis was performed for differentially expressed genes between each pair of clusters from the P56 cells. For each pair of clusters, we use edgeR to find differentially expressed genes, up in cluster 1 and down in cluster 2. The opposite comparison (down in cluster 1, up in cluster 2) was run as a separate gene list. Differentially expressed genes were filtered to those with log-Fold Change >1. The differential gene list was run through topGO with the following parameters: nodeSize = 5, annot = annFUN.org. Output of GO categories was filtered using the following criteria: (1) At least five overlapping genes between the differential gene list and the GO category, (2) Fisher.elim and Fisher.classic adjusted *p* values < 0.01, and (3) Category is related to neurons and neuronal processes (manual filtering). The final output consisted of a list of significant GO categories for each cluster (genes upregulated relative to each other cluster, in pairwise fashion).

#### Longitudinal expression analysis

For the cells obtained from the e14, p0, and p12 time points, the clustering was carried out as with the p56 data, and marker genes identified in the same way. For the gene-correlation analysis, we selected a subset of differential genes from p56 and calculated the Pearson correlation coefficient of the log(CPM + 1) value for each pair of genes from this gene subset over all the cells from a given time point. The plots in Fig. 7 reflect these correlation values, arranged according to the hierarchical clustering of these genes (average linkage) in the p56 data. A web-based searchable database is available at https://vmenon.shinyapps.io/proprioceptors_scrnaseq.

### Immunohistochemistry

Immunohistochemistry was performed on cryostat sections (15–30 μm) or whole-mount muscle tissue as described previously^27^. For p8 and older tissues, animals were anesthetized using Avertin (1.25%) and perfused by transcardial perfusion with PBS (~20 ml, adjusted based on age of animal) and 4% PFA (in PBS; ~20 ml). Tissues were dissected in PBS and post-fixed for 2 h (<p12 and muscle tissue) to o/n (p12 and older tissues) in 4% PFA in PBS at 4 °C. (Please note: for staining with Pou4f3 antibody, tissues were perfused with 2% PFA in PBS and post-fixed for 30 min at RT.) Following fixation, tissues were washed in PBS (3 exchanges of 10 min each) and, for cryostat sections, equilibrated in 30% sucrose (in 0.1 M PO4 buffer), embedded in Tissue-Tek O.C.T. (Sakura Finetek), and stored at −80 °C until use. Sections were cut on a Leica CM3050S cryostat and collected on Superfrost plus slides (Fisherbrand) and stored air tight at −80 °C. When proceeding directly with immunostaining, slides/sections were air dried for ~15 min and rinsed once with PBS (5′) before o/n incubation (at 4 °C) with primary antibody in PBS, 1% BSA, 0.1% Triton X-100. Following primary antibody incubation, slides were washed twice in PBS (6–8 min/wash) and subsequently incubated with secondary antibody for 2 h at RT. Following incubation with secondary abs, slides were washed with two exchanges of PBS (6–8 min each) and cover slipped with fluoromount-G (Southern Biotech) or Vectashield (Vector labs). For whole mount muscle tissue, following PFA fixation and wash with PBS (in 24-well plates), muscles were dissected free (and teased into smaller segments depending on muscle size) and incubated in ice cold methanol (100%) for 5–10 min. After methanol permeation, muscle tissues were washed in PBS (4 exchanges of 5, 10, 15, and 15 min; at RT) before incubation in blocking solution (PBS, 1% BSA, 0.3% Triton X-100) for at least one hour under gentile agitation at RT or o/n at 4 °C. Incubation of primary antibodies was performed in 24 well plates (250 μl antibody soln./well) for 2–3 days at 4 °C under gentile agitation. After primaries, muscles were washed at RT for 3 × 5 min and 5 × 1 h in blocking solution and subsequently incubated with secondary antibody (for 1–2 days at 4 °C). After staining with secondary antibodies, muscle were washed as before with the final two washes performed in PBS without BSA/Triton X-100. Muscles were kept in PBS at 4 °C until mounted in Vectashied (Vector labs). Primary antibodies used in immunohistochemistry experiments were: Rb anti-Calbindin D-28k (1:2,000) (Swant), Rb anti-Calretinin (Calb2; 1:2000) (Swant), Gp anti-tdTomato (1:32,000)^28^, Rb anti-dsRED (1:1000) (Clontech), Rb anti-GFP (1:1000) (ThermoFisher), Shp anti-GFP (1:500) (AbD Serotec), Rt anti-Troma1 (1:100) (DSHB), Rt anti-Substance P (1:200) (Santa Cruz Biotechnology), Rb anti-Rx3 (1:50,000)^65^, Gp anti-Rx3 (1:16,000)^66^, Ck anti-PV (1:30,000)^27^, Gp anti-Islet 1 (1:20,000)^67^, Rb anti-vGlut1 (1:16,000)^68^, Rb anti-VGlut2 (1:500) (Synaptic Systems), Rb S-100 (1:400) (Agilent), Ck anti-Brn3c (Pou4f3) (1:50)^69^, Ck anti-b-galactosidase (1:5,000) (Abcam), Rb anti-PCDH8 (1:250) (Millipore). Fluorophore-conjugated secondary antibodies generated in donkey (Jackson Immuno Research Laboratories) were used at 1:1000 (FITC) or 1:500 (Cy3, Cy5) in PBS, 1% BSA, 0.1% Triton X-100. Images were acquired on LSM510 or LSM700 confocal microscopes (Carl Zeiss).

### Alkaline phosphatase labeling

Alkaline phosphatase staining was performed as described previously^70^. In brief, tissues were fixed as described above and incubated at 68 °C for 90 min to inactivate endogenous alkaline phosphatase activity. Subsequently, tissues were washed twice (10 min each in AP prestaining buffer (0.1 M Tris, 0.1 M NaCl, 50 mM MgCl2, pH 9.5) prior to incubation with AP staining buffer (prestaining buffer supplemented with 0.34 g/ml nitroblue tetrazolium (NBT) and 0.175 g/ml 5-bromo-4-chloro-3-indolyl-phosphate (BCIP) (Invitrogen). Alkaline phosphatase staining reaction proceeded o/n at RT. After staining, tissues were washed three times for 20 min in PBS, 0.1% Tween 20 and postfixed in PBS with 4% paraformaldehyde o/n. After washes with PBS, samples were dehydrated through an ethanol series and then cleared with 2:1 benzyl benzoate (BB)/benzyl alcohol (BA). Images were acquired using a Zeiss Axioscope 2.

### RNAscope

RNAscope analysis was performed using the ACDbio RNAscope kit for nonfixed tissue (ACD #320851) based on ref. ^71^. In short, DRG extracted from adult mice were fixed for 15 min in 4% PFA, washed in PBS, and allowed to equilibrate in 30% sucrose for 2 h before embedding in OCT (Tissue Tek; Sakura Finetek). DRG were stored at 80 °C until use. On day of experiment, DRG were sectioned at 20 μm, dried for 1 h at 30 °C, washed in PBS, dehydrated in a series of 50%, 70%, and 100% EtOH steps, and pretreated with protease IV digestion for 30 min (at RT). Hybridization was performed in a humidified oven (ACDbio) at 40 °C for 2 h. Following hybridization, tissues were washed and processed for probe amplification and detection using Amp1 (30 min), Amp2 (15 min), Amp3 (30 min), and Alt4 (A, B, or C; 15 min). All wash steps were performed at 40 °C in the same humidified hybridization oven. Probes used in experiments were: Mn-Agpat4 (cat# 489901-C2), Mn-Cdh13 (cat# 443251-C3), Mn-Chad (cat# 484881-C1), Mn-Colq (cat# 296211-C2), Mn-Fam196a (cat# 505471-C2), Mn-Gabra1 (cat# 435351-C1), Mn-Gabra3 (cat# 435021-C3), Mn-Gabra5 (cat# 319481-C1), Mn-Grin3a (cat# 551371-C1), Mn-Heg1 (cat# 510581-C2), Mn-Hpse(cat# 412251-C1), Mn-Npy1r (cat# 427021-C1), Mn-Nxph1 (cat# 463401-C1), Mn-Pcdh8 (cat# 558101-C3), Mn-Pcdh17 (cat# 489901-C2), and Mn-Pvalb (cat# 421931-C3) (all Advanced Cell Diagnostics, INC). When combined with immunostaining, following Alt4 incubation step, slides were rinsed with PBS once and processed as described above (*Immunohistochemistry*). Images were acquired on a Zeiss LSM700 confocal microscope.

### Electrophysiology

Electrophysiological experiments were performed at ~37 °C on dissociated DRG cultures. Dissociated neurons were obtained from adult mice (age range 6–9 weeks old) and cultured 24 h prior to the recording session. In most experiments, dissociated neurons were prepared as described above (*Fluorescence activated cell sorting (FACS) of dissociated pSNs)* and cultured o/n on Poly-Ornithine/Laminin-coated glass coverslips in DMEM/F12 supplemented with 10% horse serum and 1x penicillin/streptomycin. In few experiments, mice were perfused with oxygenated ice-cold ACSF/choline solution as in ref. ^72^, supplemented with Tetrodotoxine (TTX; 1μM), prior to dissection of ganglia in oxygenated dissection solution, including Kynurenic acid and TTX, as described^72^. In these experiments, enzymatic digestions were extended to 30 min each for Papain and Collagenase/Dispase (both performed under constant oxygenation), and dissociated neurons were cultured in MEM, 10% horse serum, 10 mM HEPES, 0.45% Glucose, 1x penicillin/streptomycin. Post-hoc analysis showed no difference in neuronal recordings for the neurons obtained from the different preparations and when appropriate data were combined.

Whole cell patch clamp current recordings were performed using a Multiclamp 700B amplifier (Molecular Devices, Sunnyvale, CA, USA). Signals were acquired at frequency of 100 KHz and filtered at 10 KHz. Borosilicate electrodes were pulled using a puller P-1000 (Sutter instrument) with resistance ranging between 4 to 8 MΩ and filled with an intracellular solution containing (in mM): 130 K-gluconate, 10 NaCl, 10 HEPES, 1 EGTA, 1 MgCl_2_, 0.1 CaCl_2_, and 1 Na-GTP. pH was adjusted to 7.2 with KOH. Osmolarity was adjusted to 290 – 295 mOsmol Kg^−1^ with sucrose. The extracellular solution contained (in mM): 145 NaCl, 3 KCl, 1.5 CaCl_2_, 1 MgCl_2_, 10 D-glucose and 10 HEPES. pH was adjusted to 7.4 with NaOH. Osmolarity ranged between 310 – 315 mOsmol Kg^−1^. The junction potential was corrected and taken into account for subsequent analysis. Only tdTomato positive cells were recorded, identified by epifluorescence using a Leica (DM 6000FS) upright fix-stage microscope. The diameter of the cells was measured with the Leica Application Suite X software (Leica Microsystems). After whole cell access was established, seal parameters were recorded and only cells with input resistance (R_in_) over 75 MΩ were analyzed, based on the value for R_in_ reported in other reports for large DRG neurons and specifically for PV^+^ neurons^44,73^. The input resistance for each cell was obtained from the slope of a steady-state (linear) current-voltage plot in response to a series of negative current injections. After establishing the resting membrane potential in current clamp mode, cells were held at −60 mV and a series of current steps of 50 pA (duration of 250 ms) was injected to induce action potentials (APs), in order to reveal the firing pattern (assigned as: single AP, burst or phasic). Signals were acquired using a Digidata 1440 A (Molecular Devices, Sunnyvale, CA, USA) controller by pClamp 10.3 v software. To ensure supramaximal stimulation, the current injection was increased to 200 pA over the rheobase. The parameters measured were: (1) capacitance, (2) resting membrane potential (V_m_), (3) rheobase, (4) voltage threshold for AP induction, (5) AP amplitude, and (6) AP half-width (see Fig. 6 and Supplementary Fig. 11). Additionally, we performed two protocols to identify the maximum firing frequency and to determine the ability of neurons to induce action potentials at different frequencies of stimulation following a small current step injection. For the first protocol, cells were stimulated at supra-threshold values using 200 to 400 pA over rheobase with a continuous current for 2.5 s (Fig. 6c). The number of APs per second was calculated. For the latter, a series of current injections with a short duration (5 ms) at different frequencies were performed using currents over 200 to 300 pA of rheobase for a total duration of 2.5 s in each series. The frequencies analyzed ranged from 4 Hz to 160 Hz. The total number of APs was quantified. Experiments using pharmacological blocking for Kv channels were performed stimulating the cells with the same current-clamp protocol of 50 pA steps as described above. After the identification of their firing pattern, neurons were exposed to 20 nM of DTXα (Alomone D-350) in extracellular solution for 3–5 min, and firing responses were recorded during and after washout. Analysis of rheobase, AP amplitude, AP half-width (see Supplementary Fig. 11), and firing frequencies versus current injection up to +300 pA rheobase, were done in order to compare DTXα effects. All recordings were analyzed off-line with the software Clampex 10.1 (Molecular Devices Corp., Sunnyvale, CA, USA).

### Quantification and statistical analysis

For whole DRG neuronal counts, analyses were performed on serial cryostat sections (30 μm) of individual ganglia, with each section counted. Counted cell bodies and nuclei only included those with near full-size diameter to avoid double counting of cells or nuclei at the edge of sections. Except where stated otherwise, a minimum of three DRG, obtained from three experimental or WT animals, were counted per segmental level and per experimental condition. Average counts/DRG and SEM were calculated through Sigmaplot (Systat Software). For neuronal counts on tissue sections obtained at rostral or caudal lumbar DRG (e.g. RNAscope, immunohistological analysis), individual sections (20 μm) from cervical, thoracic, or lumbar DRG were analyzed. The average number of neurons/section was calculated by dividing the sum of all counted cells by the total number of counted sections. To estimate the proportion of pSNs expressing a given transcript, marker expressing neurons were counted across multiple tissue sections (at least 6 per probe combination) and gated to PVRx3 (tdT^+^) neurons. Percentage of *PVRx3:tdT*^*+*^ neurons expressing a certain marker combination was calculated by dividing the number of marker neurons for each section with the number of PV^+^ neurons for the same section. Average percentages and SEM were calculated through Sigmaplot (Systat Software). Statistical analysis, as assessed by Student’s *t* test or Mann–Whitney *U* test, on all counted neuronal populations or cell diameters was performed using Sigmaplot (Systat Software). Significance was accepted for *p* < 0.05. Statistical analysis for electrophysiological recording experiments was performed using the software GraphPad Prism 6 (GraphPad, Inc.) and data are reported as mean ± standard error of the mean (S.E.M.) or as mean ± standard deviation (S.D.). *Kolmogorov-Smirnov* test was used to test normal distribution. Significance was set as *p < 0.05, **p < 0.01 and ***p < 0.001 as assessed by Paired *t*-test or One-way ANOVA; Tukey’s post hoc test.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All sequencing data are available through the NCBI GEO database (accession number GSE162263). A web-based searchable database on proprioceptor subtype transcriptomes is also available at https://vmenon.shinyapps.io/proprioceptors_scrnaseq. Requests for (information on) resources and reagents should be directed to J.C.N. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Molecular correlates of muscle spindle and Golgi tendon organ afferents
**Source:** Nat Commun. 2021 Mar 1;12:1451. doi: 10.1038/s41467-021-21880-3
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figure 1

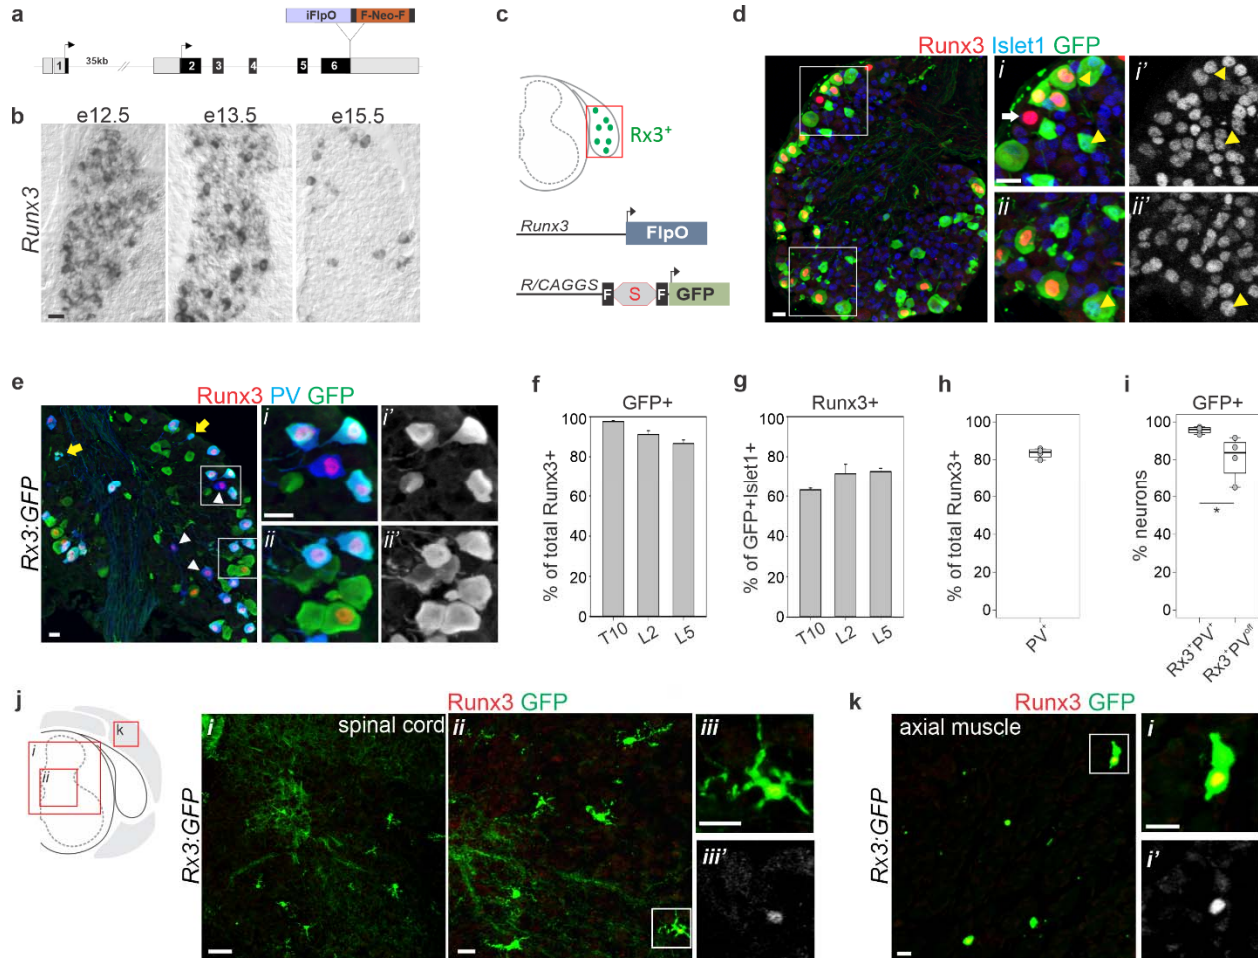

**Figure S1. Phenotypic analysis of *Rx3:FlpO* mice.**

a. Diagram depicting the localization of the FlpO recombinase coding sequence within the *Runx3* genomic locus. Boxed areas indicate *Runx3* coding (in black) and non-coding (in gray) exons; the two *Runx3* start sites are indicated (black arrows). An IRES-FlpO-neo cassette was inserted just after the *Runx3* stop codon through homologous recombination in mouse embryonic stem cells. See Methods for details.

b. Expression of *Runx3* (as assessed by RNA *in situ* hybridization) during early developmental stages indicates the gradual restriction of *Runx3* transcript to proprioceptive sensory neurons.

c. Illustration of genetic strategy to label *Runx3*<sup>+</sup> DRG sensory neurons in *Rx3:FlpO*;RCE mice (*Rx3:GFP*).

d. Expression of *Runx3*, *Islet1*, and GFP in p2 lumbar DRG of *Rx3:GFP* mice. Boxed areas are enlarged in (i, ii). Corresponding images (i', ii') show expression of *Islet1* (*Isl1*). Few *Rx3*<sup>+</sup> neurons do not label with GFP (arrow), while GFP is observed in a substantial number of *Rx3*<sup>off</sup>*Islet*<sup>+</sup> neurons (arrowheads).

- e. Expression of Rx3, PV, and GFP in p2 L2 DRG of *Rx3:GFP* mice. Boxed areas are enlarged in (i, ii). Corresponding images (i', ii') show expression of GFP. Few Rx3<sup>+</sup>PV<sup>+</sup> neurons do not label with GFP (arrowheads). While fragments of GFP<sup>+</sup>PV<sup>+</sup> neurons (lacking a nucleus) can be detected (arrows), 'full size' (nucleated) GFP<sup>+</sup>PV<sup>+</sup> neurons that lack Rx3 are not observed.
- f. Percentage of Rx3<sup>+</sup> neurons co-expressing GFP (of all Rx3<sup>+</sup> neurons) in T10, L2 and L5 ganglia of p2 *Rx3:GFP* animals. Mean percentage ( $\pm$  S.E.M.) for T10:  $97.6 \pm 0.5\%$ , n = 2 DRG (DRG<sub>1</sub>: 15 sections, DRG<sub>2</sub>: 13 sections); L2:  $91.2 \pm 1.9\%$ , n = 6 DRG (DRG<sub>1</sub>: 12 sections, DRG<sub>2</sub>: 12 sections, DRG<sub>3</sub>: 15 sections, DRG<sub>4</sub>: 11 sections, DRG<sub>5</sub>: 11 sections, DRG<sub>6</sub>: 13 sections); L5:  $86.6 \pm 1.8\%$ , n = 2 DRG (DRG<sub>1</sub>: 20 sections, DRG<sub>2</sub>: 21 sections).
- g. Percentage of Islet1<sup>+</sup>GFP<sup>+</sup> neurons co-expressing Runx3 in T10, L2 and L5 ganglia of p2 *Rx3:GFP* animals. Mean percentage ( $\pm$  S.E.M.) for T10:  $63.1 \pm 0.6\%$ , n = 2 DRG; L2:  $71.6 \pm 3.4\%$ , n = 2 DRG; L5:  $72.6 \pm 1.2\%$ , n = 2 DRG. (Number of sections/DRG as in 1f, minus DRG<sub>1-4</sub> for L2). (When combined,  $30.9 \pm 2.1\%$  of Islet1<sup>+</sup>GFP<sup>+</sup> neurons lack expression of Rx3; n=6 DRG.)
- h. Percentage of Rx3<sup>+</sup>PV<sup>+</sup> and Rx3<sup>+</sup>PV<sup>off</sup> neurons (of all Rx3<sup>+</sup> neurons) in L2 DRG of p2 *Rx3:GFP* animals. Mean percentage for Rx3<sup>+</sup>PV<sup>+</sup>:  $83.4 \pm 1.3\%$ , n = 4 DRG (DRG<sub>1</sub>: 12 sections, DRG<sub>2</sub>: 12 sections, DRG<sub>3</sub>: 15 sections, DRG<sub>4</sub>: 11 sections). Boxes show the median, 25<sup>th</sup>, and 75<sup>th</sup> percentile, and whiskers extend to the most extreme data point less than 1.5 times the interquartile range.
- i. Percentage of GFP<sup>+</sup> neurons of all Rx3<sup>+</sup>PV<sup>+</sup> or Rx3<sup>+</sup>PV<sup>off</sup> neurons in L2 DRG of p2 *Rx3:GFP* animals. Mean percentage for GFP<sup>+</sup>Rx3<sup>+</sup>PV<sup>+</sup>:  $95.7 \pm 0.9\%$ , n = 4 DRG; GFP<sup>+</sup>Rx3<sup>+</sup>PV<sup>off</sup>:  $81.0 \pm 5.8\%$ , n = 4 DRG. (Number of sections/DRG as in 1h). Rx3<sup>+</sup>PV<sup>+</sup> neurons are slightly more likely to induce GFP expression than Rx3<sup>+</sup>PV<sup>off</sup> neurons (p=0.046, two-tailed t-test). Boxes show the median, 25<sup>th</sup>, and 75<sup>th</sup> percentile, and whiskers extend to the most extreme data point less than 1.5 times the interquartile range.
- j. Expression of Runx3 and GFP in p12 spinal cord of *Rx3:GFP* animals. GFP is observed in central collaterals of pSNs as well as in a small number of cells that resemble microglia. No Rx3 or GFP expression was detected in spinal inter- or motor neurons. Images i, and ii are taken from corresponding spinal areas indicated in schematic. Boxed area in ii is shown at higher magnification in iii and iii'.
- k. Expression of Runx3 and GFP in p12 axial muscles of *Rx3:GFP* animals. GFP (and Rx3) is observed in small numbers of cells that resemble muscle satellite cells. Image taken from corresponding muscle area indicated in schematic of j. Boxed area is shown at higher magnification in i and i'.
- Data obtained from at least three (a, d, e) and two (j, k) biological replicates. Scale 10  $\mu$ m (b) and 20  $\mu$ m (d, e, j, k).

## Supplementary Figure 2

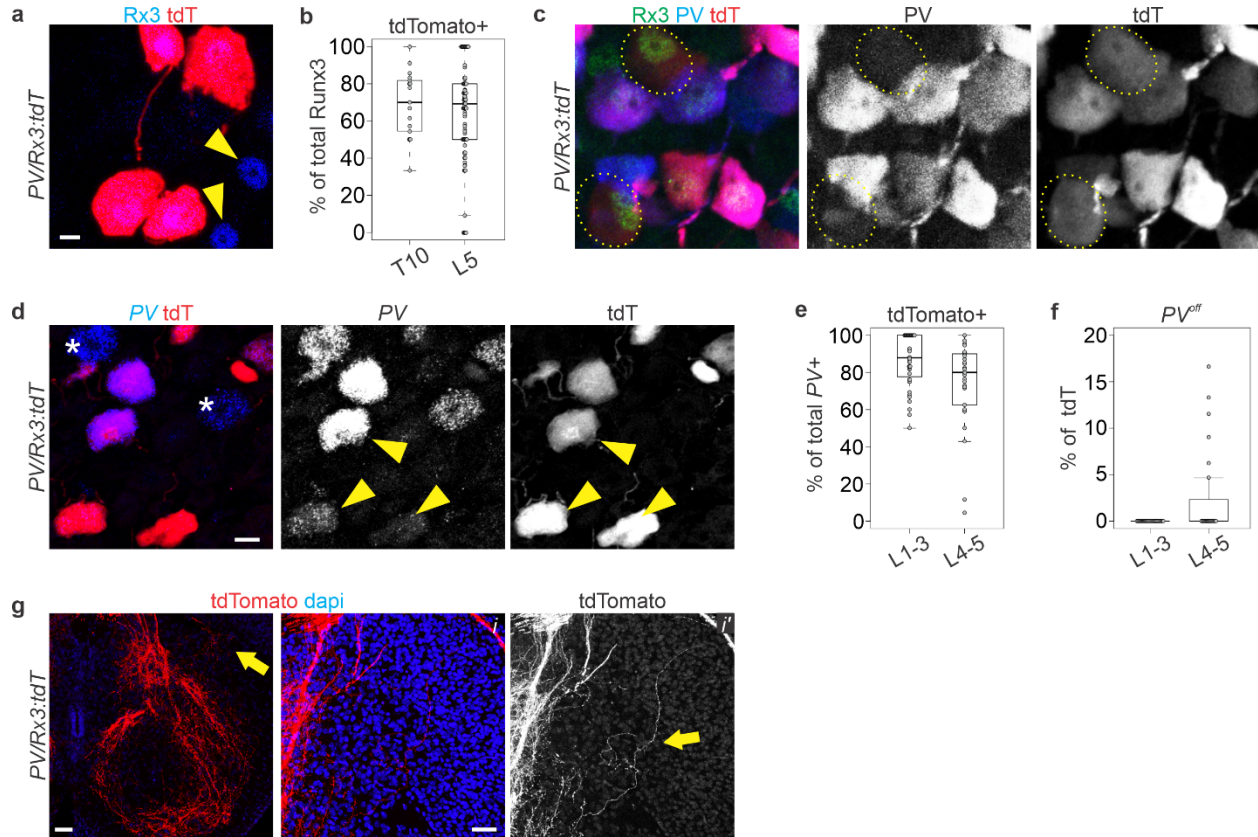

**Figure S2. Phenotypic analysis of *PVRx3:tdT* mice.**

a. Expression of Runx3 and tdT in lumbar DRG of *PVRx3:tdT* animals. tdT<sup>+</sup> neurons invariably express Rx3. Rx3<sup>+</sup>tdT<sup>off</sup> neurons (arrowheads) correspond to PV<sup>+</sup>Rx3<sup>+</sup> neurons in which Cre/Flp recombination failed, or to Rx3<sup>+</sup>PV<sup>off</sup> neurons.

b. Percentage of tdT<sup>+</sup>Rx3<sup>+</sup> neurons (of all Rx3<sup>+</sup> neurons) in T10 and L5 ganglia of p28 *PVRx3:tdT* animals. Mean percentage for T10:  $69.0 \pm 4.4\%$ ,  $n = 17$  sections; L5:  $64.2 \pm 2.9\%$ ,  $n = 83$  sections. Boxes show the median, 25<sup>th</sup>, and 75<sup>th</sup> percentile, and whiskers extend to the most extreme data point less than 1.5 times the interquartile range.

c. Expression of PV, Rx3, and tdT in lumbar DRG of p12 *PVRx3:tdT* mice. Some Rx3<sup>+</sup>tdT<sup>+</sup> neurons express barely detectable levels of PV (dotted circles), consistent with observations in (d).

d. Expression of PV and tdT in lumbar DRG of adult ( $\geq p56$ ) *PVRx3:tdT* animals. Nearly all tdT<sup>+</sup> neurons express PV, but the level of PV transcript is highly variable (compare neurons indicated by arrowheads). PV<sup>+</sup>tdT<sup>off</sup> neurons (asterisk) correspond to PV<sup>+</sup>Rx3<sup>+</sup> neurons in which Cre/Flp recombination failed, or to

PV<sup>+</sup>Rx3<sup>off</sup> rapidly- adapting (RA) cutaneous mechanoreceptive neurons (e.g. Meissner, Pacinian, or Lanceolate afferents).

e. Percentage of tdT<sup>+</sup>PV<sup>+</sup> neurons (of all PV<sup>+</sup> neurons) in rostral (L1-3) and caudal (L4-5) lumbar DRG of adult ( $\geq$ p56) *PVRx3:tdT* animals. Mean percentage for L1-3:  $86.9 \pm 2.1\%$ , n = 44 sections; L4-5:  $73.9 \pm 4.2\%$ , n = 30 sections. Consistent with observations that RA mechanoreceptors are more prevalent at caudal lumbar levels, the percentage of tdT<sup>+</sup>PV<sup>+</sup> neurons is higher at the L1-3 segmental level compared to L4-5 levels (p=0.004; two-sided Mann-Whitney rank sum test). Boxes show the median, 25<sup>th</sup>, and 75<sup>th</sup> percentile, and whiskers extend to the most extreme data point less than 1.5 times the interquartile range.

f. Percentage of tdT<sup>+</sup>PV<sup>off</sup> neurons (of all tdT neurons) in rostral (L1-3) and caudal (L4-5) lumbar DRG of adult ( $\geq$ p56) *PVRx3:tdT* animals. Mean percentage for L1-3:  $0.8 \pm 0.8\%$ , n = 31 sections; L4-5:  $2.7 \pm 1.1\%$ , n = 23 sections. Boxes show the median, 25<sup>th</sup>, and 75<sup>th</sup> percentile, and whiskers extend to the most extreme data point less than 1.5 times the interquartile range.

g. Expression of tdT in MS and GTO afferent collaterals in spinal cord of p12 *PVRx3:tdT* mice. Higher magnification of the dorsal horn in (*i*, *i'*) suggest that some tdT<sup>+</sup> axons (arrow in *i'*) enter the spinal cord laterally.

Similar data obtained from at least three (a, c, d) and two (g) biological replicates. Scale 10  $\mu$ m (a,c,d) and 50  $\mu$ m (g).

### Supplementary Figure 3

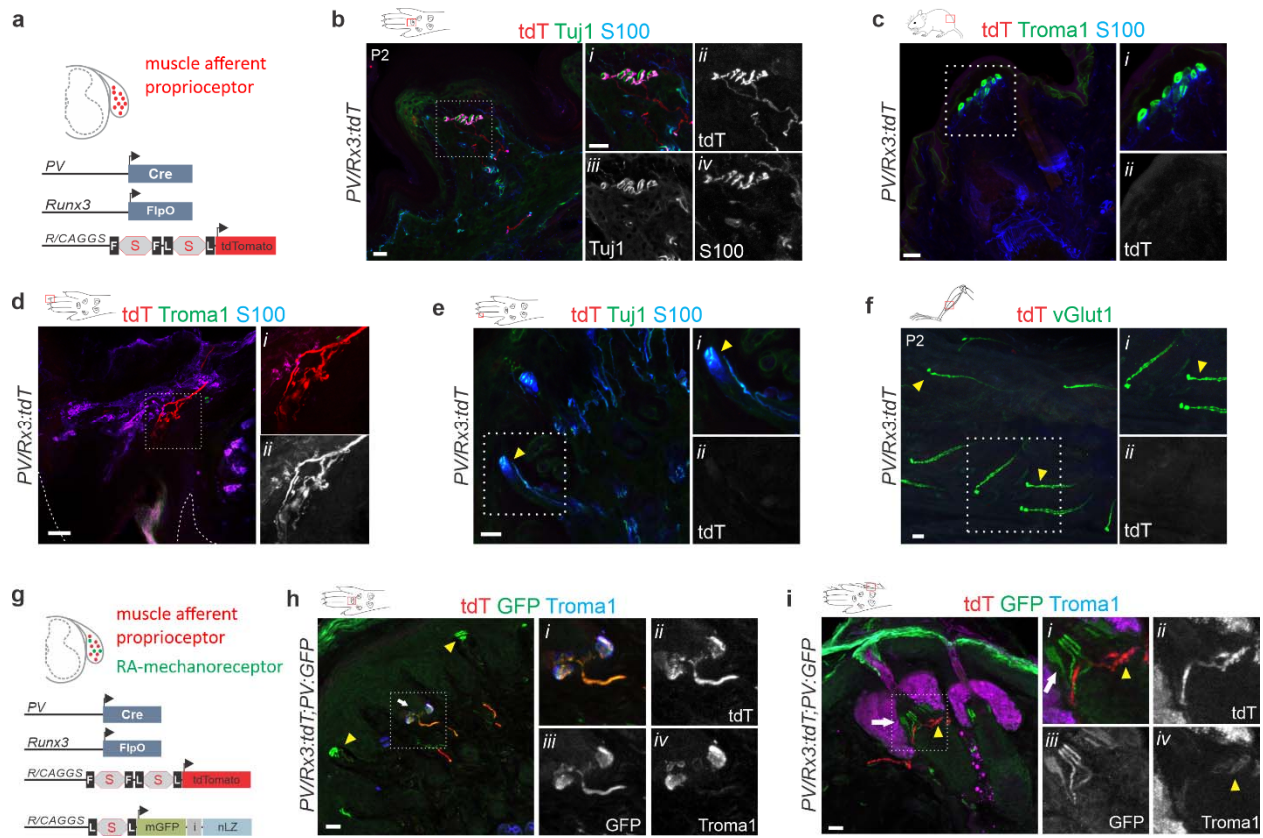

**Figure S3. Analysis of cutaneous afferents in *PVRx3:tdT* mice.**

a. Illustration of genetic alleles enabling the selective labeling of PV<sup>+</sup>Rx3<sup>+</sup> proprioceptive muscle afferents in DRG.

b. Expression of tdT, Tuj1 and S100 in forelimb glabrous skin of p2 *PVRx3:tdT* mice indicates association of tdT<sup>+</sup> axons with Tuj1 labelled Merkel cells. Boxed area is shown at higher magnification in (i-iv).

c. Expression of tdT, Troma1 and S100 in (hairy) back skin of adult ( $\geq$ p56) *PVRx3:tdT* mice. In contrast to glabrous fore paw skin, innervation of Troma1 Merkel cells in back (hairy) skin was never observed. Boxed area is shown at higher magnification in (i-ii). Schematic obtained from kindpng.com.

d. Expression of tdT, Troma1, and S100 in forelimb digit nail of  $\geq$ p56 *PVRx3:tdT* mice. Boxed area is shown at higher magnification in (i-ii).

e. Expression of tdT, Tuj1 and S100 in forelimb glabrous skin of p2 *PVRx3:tdT* mice indicates absence of tdT<sup>+</sup> axons from Meissner corpuscles (arrowheads). Boxed area is shown at higher magnification in (i-ii).

f. Expression of tdT and vGlut1 in the interosseous membrane of p2 *PVRx3:tdT* mice indicates absence of tdT<sup>+</sup> axons from Pacinian corpuscles (arrowheads). Boxed area is shown at higher magnification in (i-ii).

Schematic from “The anatomy of the Laboratory Mouse” (by M. J. Cook, Elsevier, 1965) and obtained through the web implementation of the book at <http://www.informatics.jax.org/cookbook/>.

g. Illustration of genomic alleles enabling the selective labeling of PV<sup>+</sup>Rx3<sup>+</sup> muscle proprioceptor and PV<sup>+</sup>Rx3<sup>off</sup> low threshold cutaneous mechanoreceptors in DRG.

h. Expression of tdT, GFP and Troma1 in forelimb skin of  $\geq p28$  *PVRx3:tdT; PV:GFP* mice showing tdT<sup>+</sup>GFP<sup>+</sup> axons associated with Troma1<sup>+</sup> Merkel cells (arrow). No tdT<sup>+</sup> axons associate with GFP<sup>+</sup> Meisner corpuscles (arrowhead). Boxed area is shown at higher magnification in (i-iv).

i. Expression of tdT, GFP and Troma1 in forelimb skin of  $\geq p28$  *PVRx3:tdT; PV:GFP* mice simultaneously showing tdT<sup>+</sup>GFP<sup>off</sup> axons associated with Troma1<sup>+</sup> Merkel cells around a hair follicle (arrowhead), and tdT<sup>off</sup>GFP<sup>+</sup> longitudinal Lanceolate endings (arrow). Boxed area is shown at higher magnification in (i-iv). We postulate that the mosaic activation of GFP in Merkel cell afferents may result from a) low *PV* transcript levels in these afferents, and from b) a higher Cre-mediated *loxP* recombination efficiency in the *Ai65:tdTomato* reporter when compared to the *PV:GFP* reporter.

Similar data obtained from at least three (a, c, d) and one (h, i) biological replicates. Scale 20  $\mu$ m.

## Supplementary Figure 4

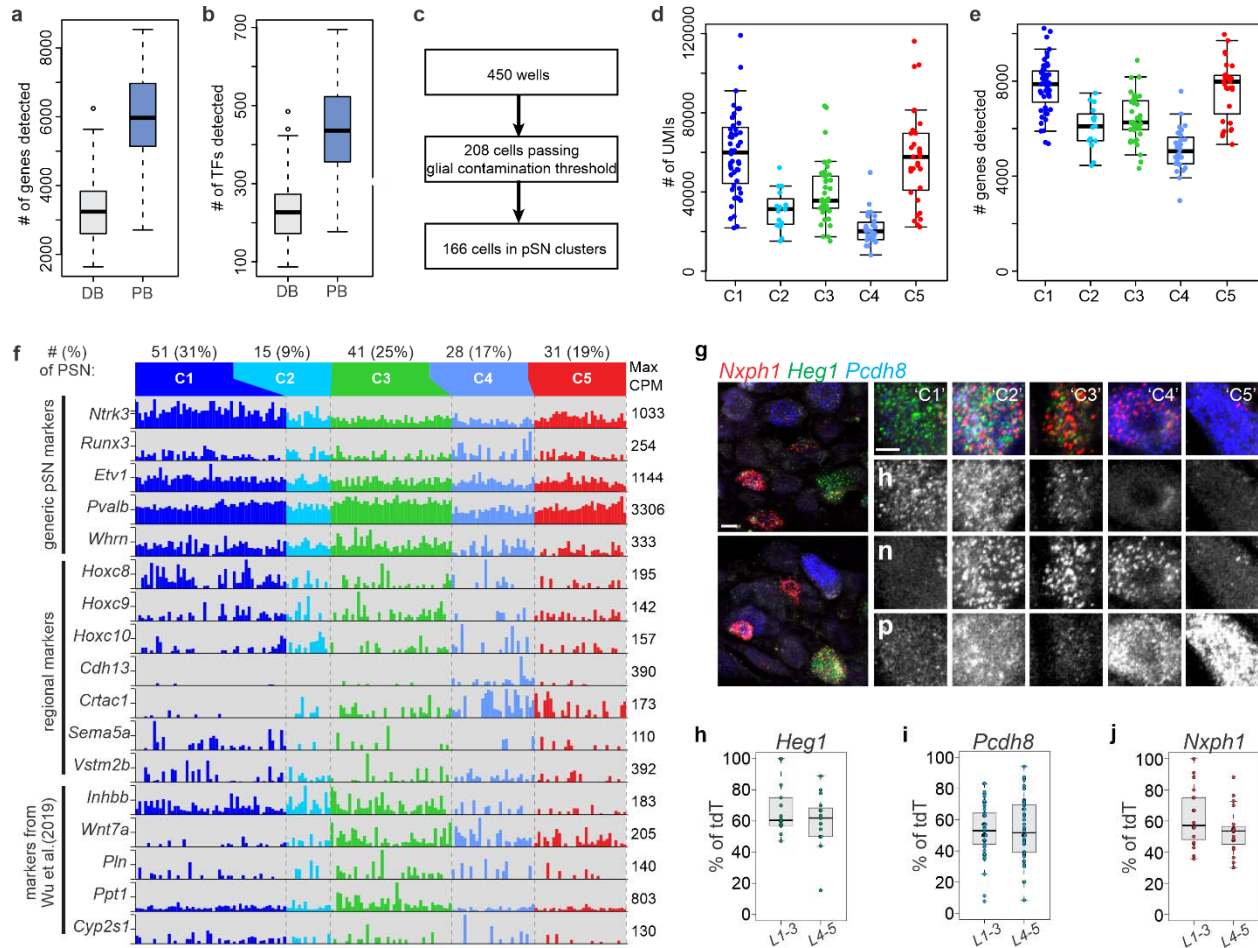

**Figure S4. Analysis of pSN single cell RNA sequencing data.**

a, b. Number of detected genes (all) (a) and number of detected transcription factors (TFs) (b) obtained for adult proprioceptors using either droplet-based (DB) or plate-based (PB) single cell sequencing platforms, using only the common genes in both data set transcriptome versions (to account for differences in total genes based on version differences). Detection was defined as a count value > 0. The number of detected genes (a) and transcription factors (b) per neuron is significantly higher for the plate-based sequencing method. (Ratio of mean genes detected in plate-seq vs. droplet (all genes): 1.81, DB mean (median) number of detected genes: 3304 (3240), PB mean (median) number of detected genes: 5989 (5968);  $p = 4.15 \times 10^{-55}$ , two-sided Mann-Whitney test.) (Ratio of mean TFs detected in plate-seq vs. droplet (TFs only): 1.90, DB mean (median) number of detected TFs: 231 (227), PB mean (median) number of detected TFs: 439 (436);  $p = 9.25 \times 10^{-52}$ , two-sided Mann-Whitney test.) DB-seq. data obtained from Sharma et al., 2020; PB-seq. data obtained from this study. Boxes show the median, 25<sup>th</sup>, and 75<sup>th</sup> percentile, and whiskers extend to the most extreme data point less than 1.5 times the interquartile range.

c. Overview of the number of starting and filtered cells profiled using the plate-seq method (see Methods). Of the 450 initial plate wells, 208 cells passed the threshold for minimal cross-talk with non-neuronal transcripts, chiefly satellite cell genes such as *Mbp* (see Methods). Of these 208 cells, 166 were determined to be in the five clusters described in the main text, whereas the remainder fell into non-proprioceptor classes, or were in clusters with fewer than 10 cells.

d, e. Boxplots showing the number of (d) Unique Molecular Identifiers (UMIs) and (e) genes detected per cell (n=51 for C1; 15 for C2; 41 for C3; 28 for C4; 31 for C5), organized by cluster. Points for each individual cell are overlaid on the boxplots. Boxes indicate medians and 25<sup>th</sup>/75<sup>th</sup> percentiles, and whiskers extend to the furthest point less than 1.5 standard deviations from the mean.

f. Barplots showing expression (counts per million, CPM) of previously reported pSN and regional markers, with individual cells arranged by cluster. The maximum CPM for each gene is reported on the right hand side.

g. Expression of previously identified pSN subset markers, *Heg1* (h), *Nxph1* (n), and *Pcdh8* (p), in lumbar DRG of adult ( $\geq$ p56) *PVRx3:tdT* mice. Individual neurons ('C1'-C5'; not part of larger images) serve as putative examples for the different classes of neurons uncovered through single cell RNAseq analysis. Similar data obtained from at least three biological replicates.

h-j. Percentage of *Heg1*<sup>+</sup>tdT<sup>+</sup> (h), *Pcdh8*<sup>+</sup>tdT<sup>+</sup> (i), and *Nxph1*<sup>+</sup>tdT<sup>+</sup> (j) neurons (of all tdT<sup>+</sup> neurons) in rostral (L1-3) and caudal (L4-5) lumbar DRG of adult ( $\geq$ p56) *PVRx3:tdT* animals. Mean percentage for *Heg1* (L1-3):  $67.4 \pm 4.4\%$ , n = 14 sections; *Heg1* (L4-5):  $59.8 \pm 4.5\%$ , n = 15 sections; *Pcdh8* (L1-3):  $53.5 \pm 2.3\%$ , n = 50 sections; *Pcdh8* (L4-5):  $54.4 \pm 3.0\%$ , n = 44 sections; *Nxph1* (L1-3):  $62.3 \pm 4.5\%$ , n = 19 sections; *Nxph1* (L4-5):  $53.5 \pm 3.3\%$ , n = 20 sections. Boxes show the median, 25<sup>th</sup>, and 75<sup>th</sup> percentile, and whiskers extend to the most extreme data point less than 1.5 times the interquartile range.

Scale 10  $\mu$ m.

# Supplementary Figure 5

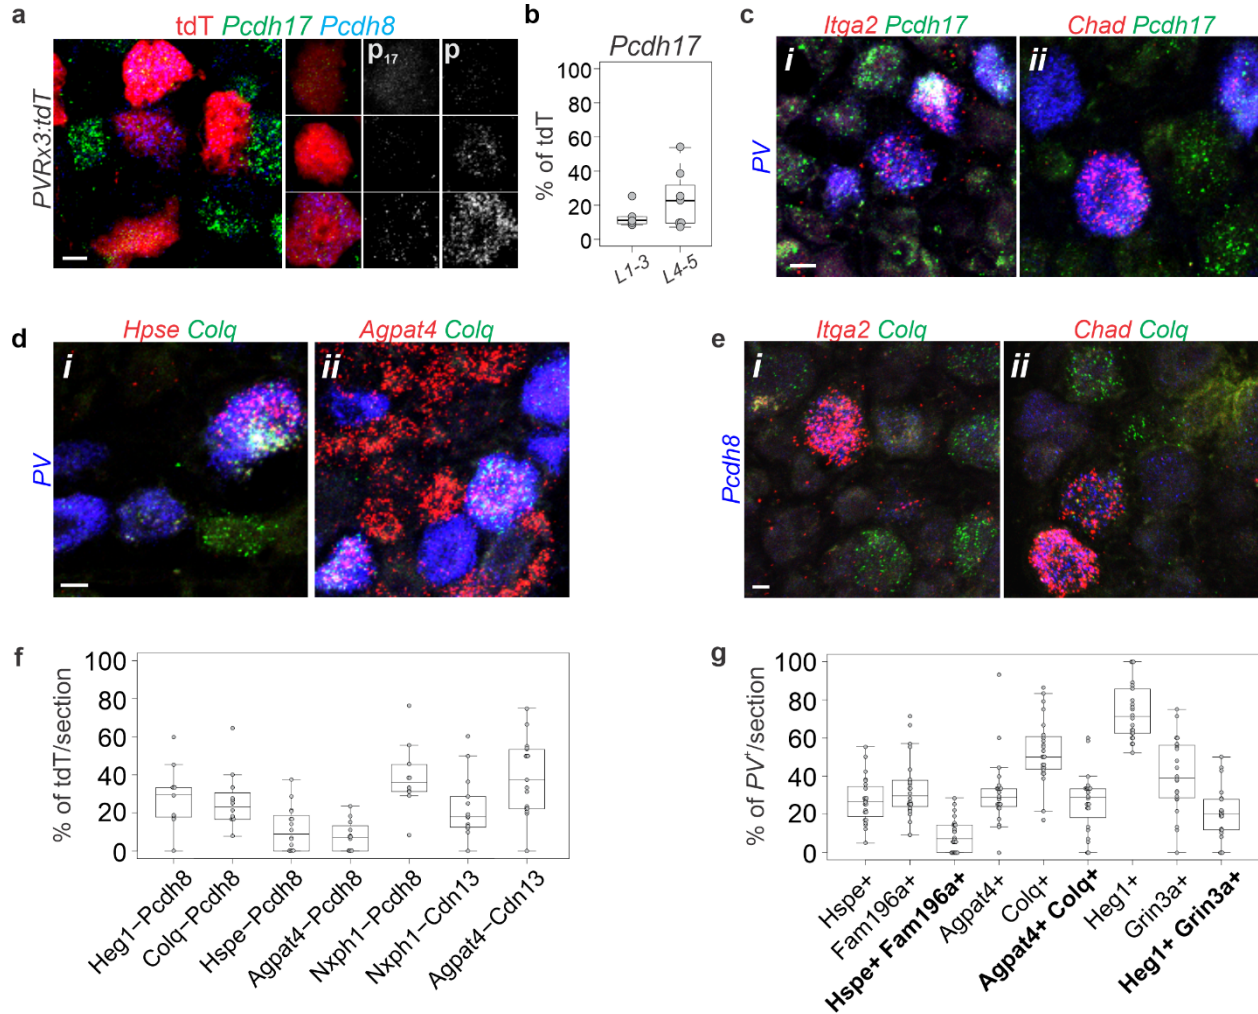

**Figure S5. Validation of transcriptionally distinct pSN clusters.**

a, b. Expression of the cluster 5 transcripts *Pcdh17* and *Pcdh8* in  $\geq$  p56 lumbar DRG of PVRx3:tdT mice. Images of individual neurons represent examples of observed transcript combinations other than those observed in the main image. (a) *Pcdh17* (P<sub>17</sub>) transcript is generally only observed in tdT<sup>+</sup> neurons with high levels of *Pcdh8* (p) transcript expression. (b) Percentage of *Pcdh17*<sup>+</sup>tdT<sup>+</sup> neurons (of total tdT<sup>+</sup>) in  $\geq$ p56 rostral (L1-3) or caudal (L4-5) lumbar DRG of PVRx3:tdT animals. Median percentage  $\pm$  S.E.M. at L1-3:  $13.4 \pm 3.0\%$ , n=5 sections; L4-5:  $23.8 \pm 6.6\%$ , n=7 sections. Boxes show the median, 25<sup>th</sup>, and 75<sup>th</sup> percentile, and whiskers extend to the most extreme data point less than 1.5 times the interquartile range.

c. Expression of cluster 5 transcripts *Itga2*, *Pcdh17*, and *Chad* in *PV*<sup>+</sup> neurons in ≥ p56 lumbar DRG of wild type mice. Expression of *Pcdh17* is observed in many neurons in DRG, but within *PV*<sup>+</sup> neurons localizes to *Itga2*<sup>+</sup> (i) or *Chad*<sup>+</sup> (ii) *PV* neurons.

d. Expression of cluster 1 transcripts *Hspse*, *Colq*, and *Agpat4* in *PV*<sup>+</sup> neurons in ≥ p56 lumbar DRG of wild type mice. In (i) *Hspse* and *Colq* transcripts overlap and are largely restricted to *PV*<sup>+</sup> neurons. In (ii) expression of *Agpat4* is observed in many neurons in DRG, but within *PV*<sup>+</sup> neurons its expression typically overlaps with expression of *Colq*.

e. Expression of cluster 1 transcript *Colq*, in relation to the cluster 5 transcripts *Itga2*, *Chad*, and *Pcdh8*<sup>+</sup> in ≥ p56 lumbar DRG of wild type mice.

f, g. Co-expression analysis of various cluster markers within tdT<sup>+</sup> pSNs (f), or *PV* expressing neurons (g) per section at lumbar levels (L1-5). In (f) median percentage ± S.E.M. for *Heg1/Pcdh8*: 29.4 ± 4.9%, n=11 sections; for *Colq/Pcdh8*: 23.2 ± 4.3%, n=12 sections; for *Hspe/Pcdh8*: 8.9 ± 2.9%, n=16 sections; for *Agpat4/Pcdh8*: 7.1 ± 2.3%, n=12 sections; for *Nxph1/Pcdh8*: 35.9 ± 5.7%, n=10 sections; for *Nxph1/Cdh13*: 18.0 ± 4.4%, n=15 sections; for *Agpat4/Cdh13*: 37.5 ± 4.8%, n=17 sections. In (g) median percentage ± S.E.M. for *Hspe/PV*: 26.5 ± 2.4%, n=24 sections; for *Fam196a/PV*: 29.7 ± 3.2%, n=24 sections; for *Hspe/Fam196a/PV*: 7.2 ± 1.7%, n=24 sections; for *Agpat4/PV*: 28.9 ± 3.6%, n=24 sections; for *Colq/PV*: 50.0 ± 3.5%, n=24 sections; for *Agpat4/Colq/PV*: 28.9 ± 3.1%, n=24 sections; for *Heg1/PV*: 71.3 ± 3.2%, n=22 sections; for *Grin3a/PV*: 39.0 ± 4.2%, n=22 sections; for *Heg1/Grin3a/PV*: 20.0 ± 2.9%, n=22 sections. Boxes show the median, 25<sup>th</sup>, and 75<sup>th</sup> percentile, and whiskers extend to the most extreme data point less than 1.5 times the interquartile range.

Similar data obtained from at least three (a) and two (c-e) biological replicates. Scale 10 μm.

## Supplementary Figure 6

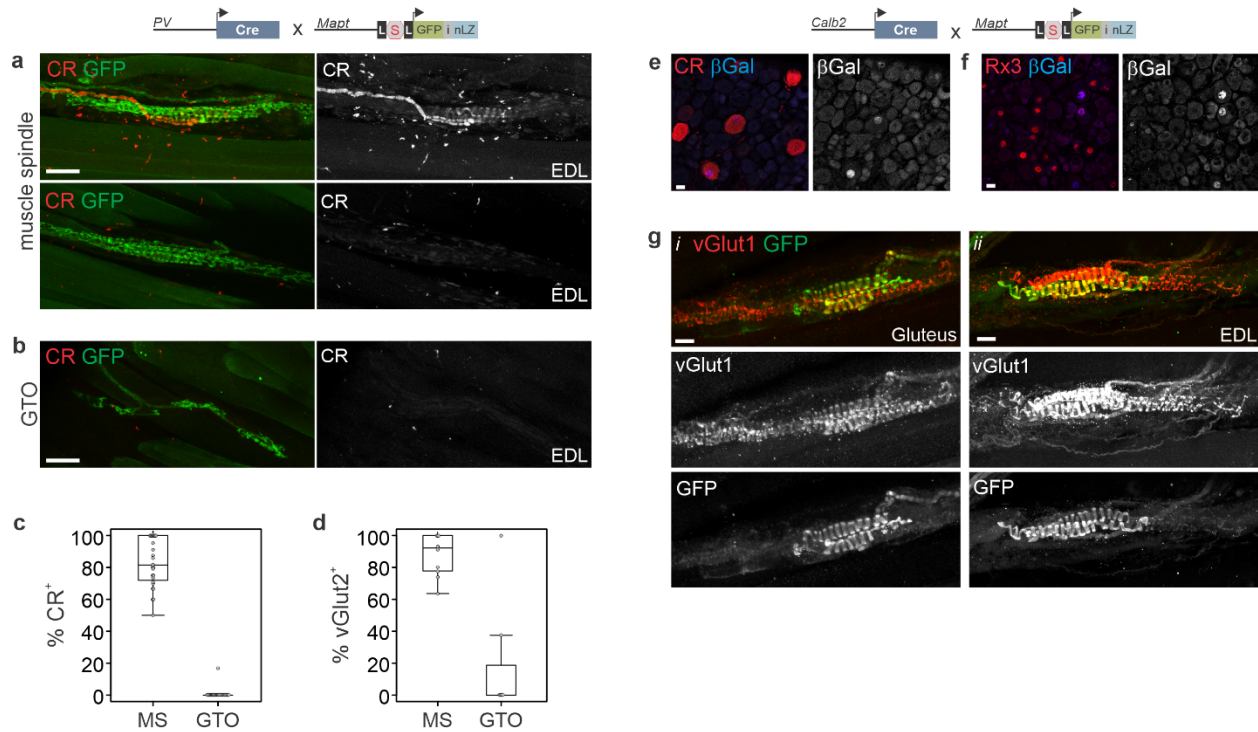

**Figure S6. Expression of Calretinin marks group Ia muscle spindle afferents.**

a. Colocalization of Calretinin (CR) with GFP in group Ia MS afferents in EDL muscle of p12 *PV:GFP* mice (top panels). In some MS afferents, expression of CR is not observed (bottom panels).

b. CR is not observed in GFP<sup>+</sup> GTO afferents in EDL muscle in p12 *PV:GFP* mice.

c. Percentage of MSs and GTOs containing a CR<sup>+</sup> sensory terminal across various different muscle targets (see Supplementary Table 1 for details). Median percentage of MSs with a CR<sup>+</sup> afferents/muscle  $81.5 \pm 2.9\%$ ,  $n=28$  muscles; median percentage of CR<sup>+</sup> GTO afferents/muscle  $0.0 \pm 0.6\%$ ,  $n=28$  muscles. Boxes show the median, 25<sup>th</sup>, and 75<sup>th</sup> percentile, and whiskers extend to the most extreme data point less than 1.5 times the interquartile range.

d. Percentage of MSs and GTOs containing a vGlut2<sup>+</sup> sensory terminal across various different muscle targets (see Supplementary Table 2 for details). Median percentage of MS with vGlut2<sup>+</sup> afferents/muscle  $92.1 \pm 4.6\%$ ,  $n=10$  muscles; median percentage of vGlut2<sup>+</sup> GTO afferents/muscle  $0.0 \pm 14.4\%$ ,  $n=7$  muscles. Boxes show the median, 25<sup>th</sup>, and 75<sup>th</sup> percentile, and whiskers extend to the most extreme data point less than 1.5 times the interquartile range.

e, f. Genetic labeling of CR positive neurons in DRG using *Calb2:Cre* and *Mapt:loxP-STOP-loxP-GFP-iresNLZ* alleles (hereafter *Calb2:GFP* or *Calb2:NLZ*). In (e) CR protein colocalizes with the nuclear localized  $\beta$ galactosidase reporter. Consistent with the notion that CR labels a subset of proprioceptors, the *Calb2:NLZ* reporter is detected in only a small number of Rx3<sup>+</sup> neurons (f).

g. Expression of GFP and vGlut1 in MS afferents in hindlimb muscle in p28 *Calb2:GFP* mice. In many muscles, GFP expression is localized to the vGlut1<sup>+</sup> MS afferents that occupy the equatorial region of the spindle (*i*), but in some spindles GFP<sup>+</sup> axons are not flanked by non-GFP<sup>+</sup>vGlut1<sup>+</sup> afferents (*ii*; a reflection of the heterogeneity with respect to muscle spindle anatomy/innervation patterns).

Similar data obtained from at least three (a, b, e, f) and two (g) biological replicates. Scale 20  $\mu\text{m}$  (e-g) and 50  $\mu\text{m}$  (a, b).

## Supplementary Figure 7

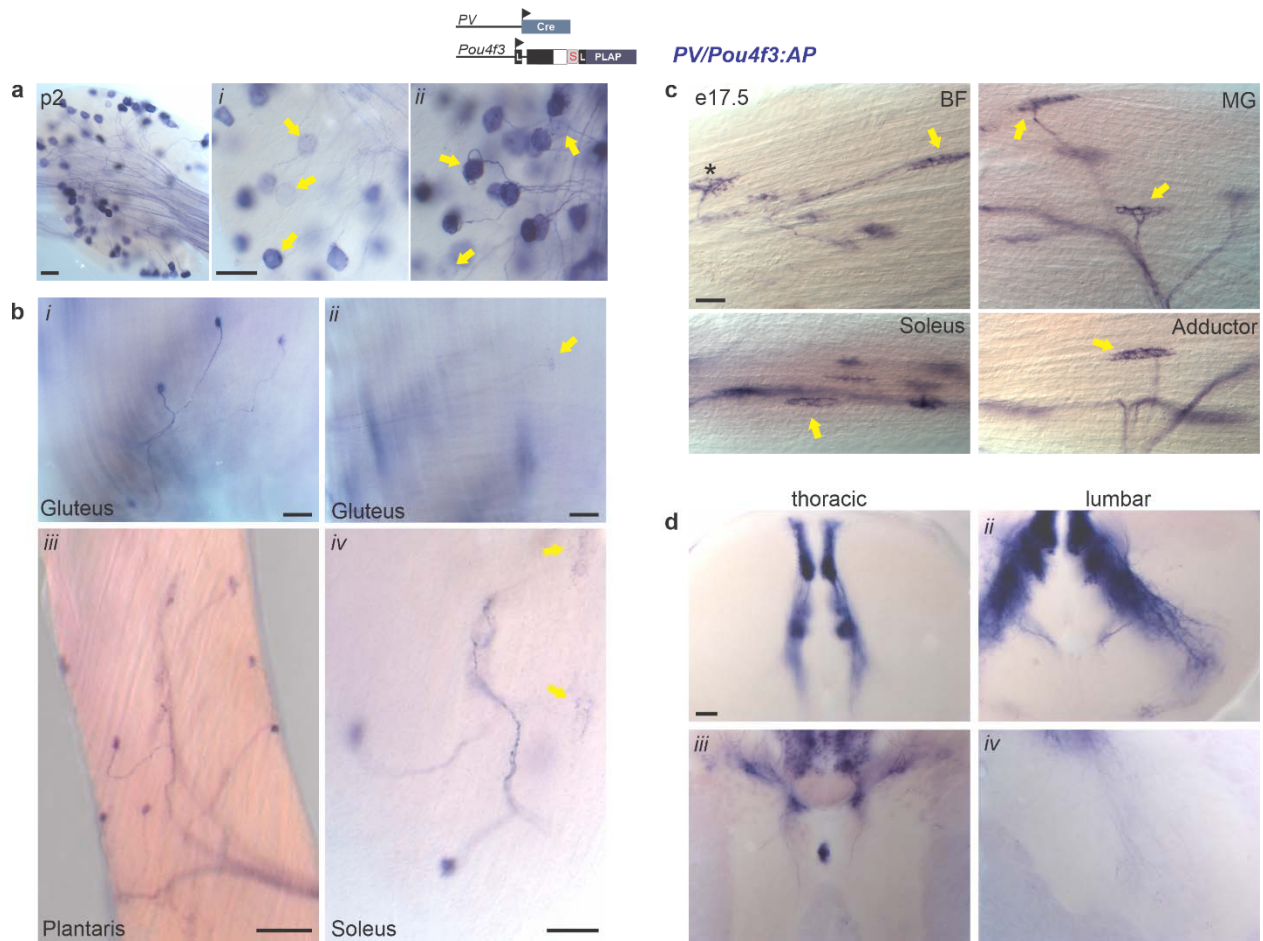

**Figure S7. Expression of Pou4f3 in group Ib GTO afferents.**

(a-c) Genetic labeling of Pou4f3<sup>+</sup> sensory neurons in *PV:Cre; Pou4f3:loxP-STOP-loxP:AP* (*PV/Pou4f3:AP*) animals.

(a) PV<sup>+</sup> and Alkaline Phosphatase<sup>+</sup> (PV<sup>+</sup>AP<sup>+</sup>) sensory neurons in p2 lumbar DRG. Higher magnifications in (i, ii) indicate different levels of AP labeling and may suggest a failure to maintain AP expression in some PV neurons.

(b) PV<sup>+</sup>AP<sup>+</sup> sensory afferents in p2 Gluteus, Plantaris, and Soleus muscle. In (i) AP<sup>+</sup> GTO afferents and afferent terminals are readily observed, but AP<sup>+</sup> MS afferents are no longer or just barely visible (arrows in ii and iv) at this stage.

(c) PV<sup>+</sup>AP<sup>+</sup> sensory afferents in e17.5 Biceps Femoris (BF), Gluteus, Medial Gastrocnemius (MG), Soleus, and Adductor muscle. In BF, the distinct sensory ending morphologies of MSs (arrow) and GTOs (asterisk) afferents can be overved.

(d) Spinal axon collaterals of PV<sup>+</sup>AP<sup>+</sup> sensory afferents in p2 (*i, ii*) and  $\geq$ p56 (*iii, iv*) spinal cord at thoracic (*i, iii*) and lumbar (*ii, iv*) segmental levels. At p2, AP labeling is relatively abundant in all PV<sup>+</sup> neurons and their spinal collaterals (*i, ii*). Consistent with the idea that group Ib GTO afferents primarily terminate on spinal interneurons located within intermediate spinal lamina, by p56, only traces of AP expression can be detected in ventrally projecting neurons (*iii, iv*).

Similar data obtained from at least three (a-c) and two (d) biological replicates. Scale 100  $\mu$ m (a, *bi, ii, iv, c, d*) and 200  $\mu$ m (*biii*).

# Supplementary Figure 8

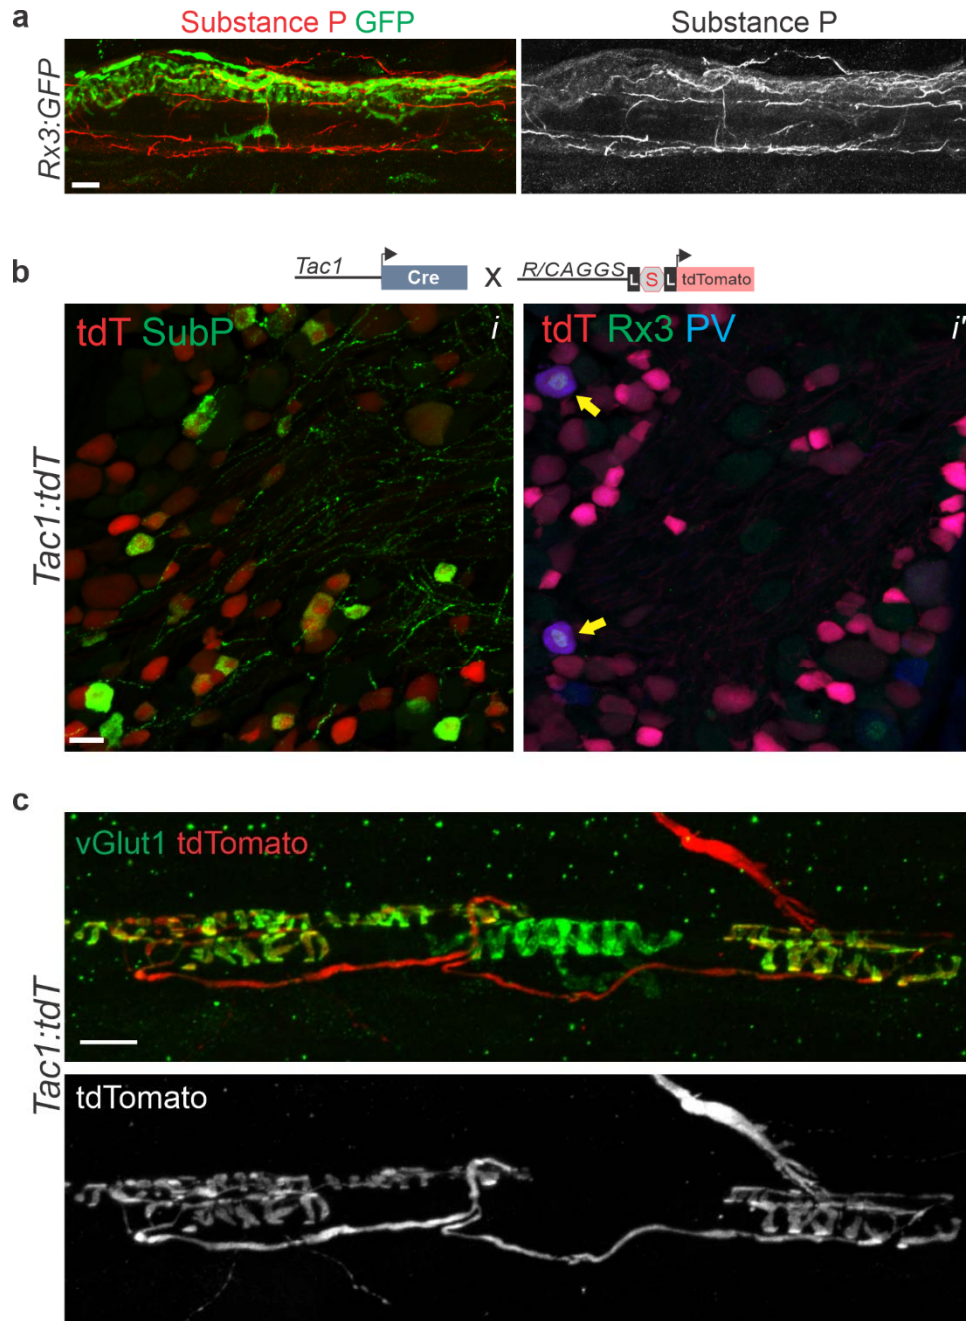

**Figure S8. Expression of Substance P in MS afferents.**

a. Expression of Substance P and GFP in p12 muscle in *Rx3:GFP* mice. An abundance of Substance P<sup>+</sup> (*Tac1*<sup>+</sup>) sensory terminals in muscle and MS sensory end organs appears to mask low Substance P expression levels in MS.

b. Expression of Substance P and tdT (*i*) and Rx3, PV, and tdT (*ii*) in p21 lumbar DRG of *Tac1:Cre; Ai14:tdTomato* (*Tac1:tdT*) mice. In (*i*) the discrepancy in tdT and Substance P expression provides evidence for a transient activation of *Tac1* in many DRG neurons at earlier developmental stages. Transiently expressing *Tac1* neurons include PV<sup>+</sup>Rx3<sup>+</sup> proprioceptors (*ii*), providing a challenge to discern spindle afferents that temporally activated *Tac1* from those that maintain *Tac1* expression.

c. Expression of tdT and vGlut1 in >p28 muscle of *Tac1:Cre; Ai14:tdTomato* (*Tac1:tdT*) mice.

Similar data obtained from one (a) and two (b, c) biological replicates. Scale 20 (a,b) and 50 (c)  $\mu\text{m}$ .

Supplementary Figure 9

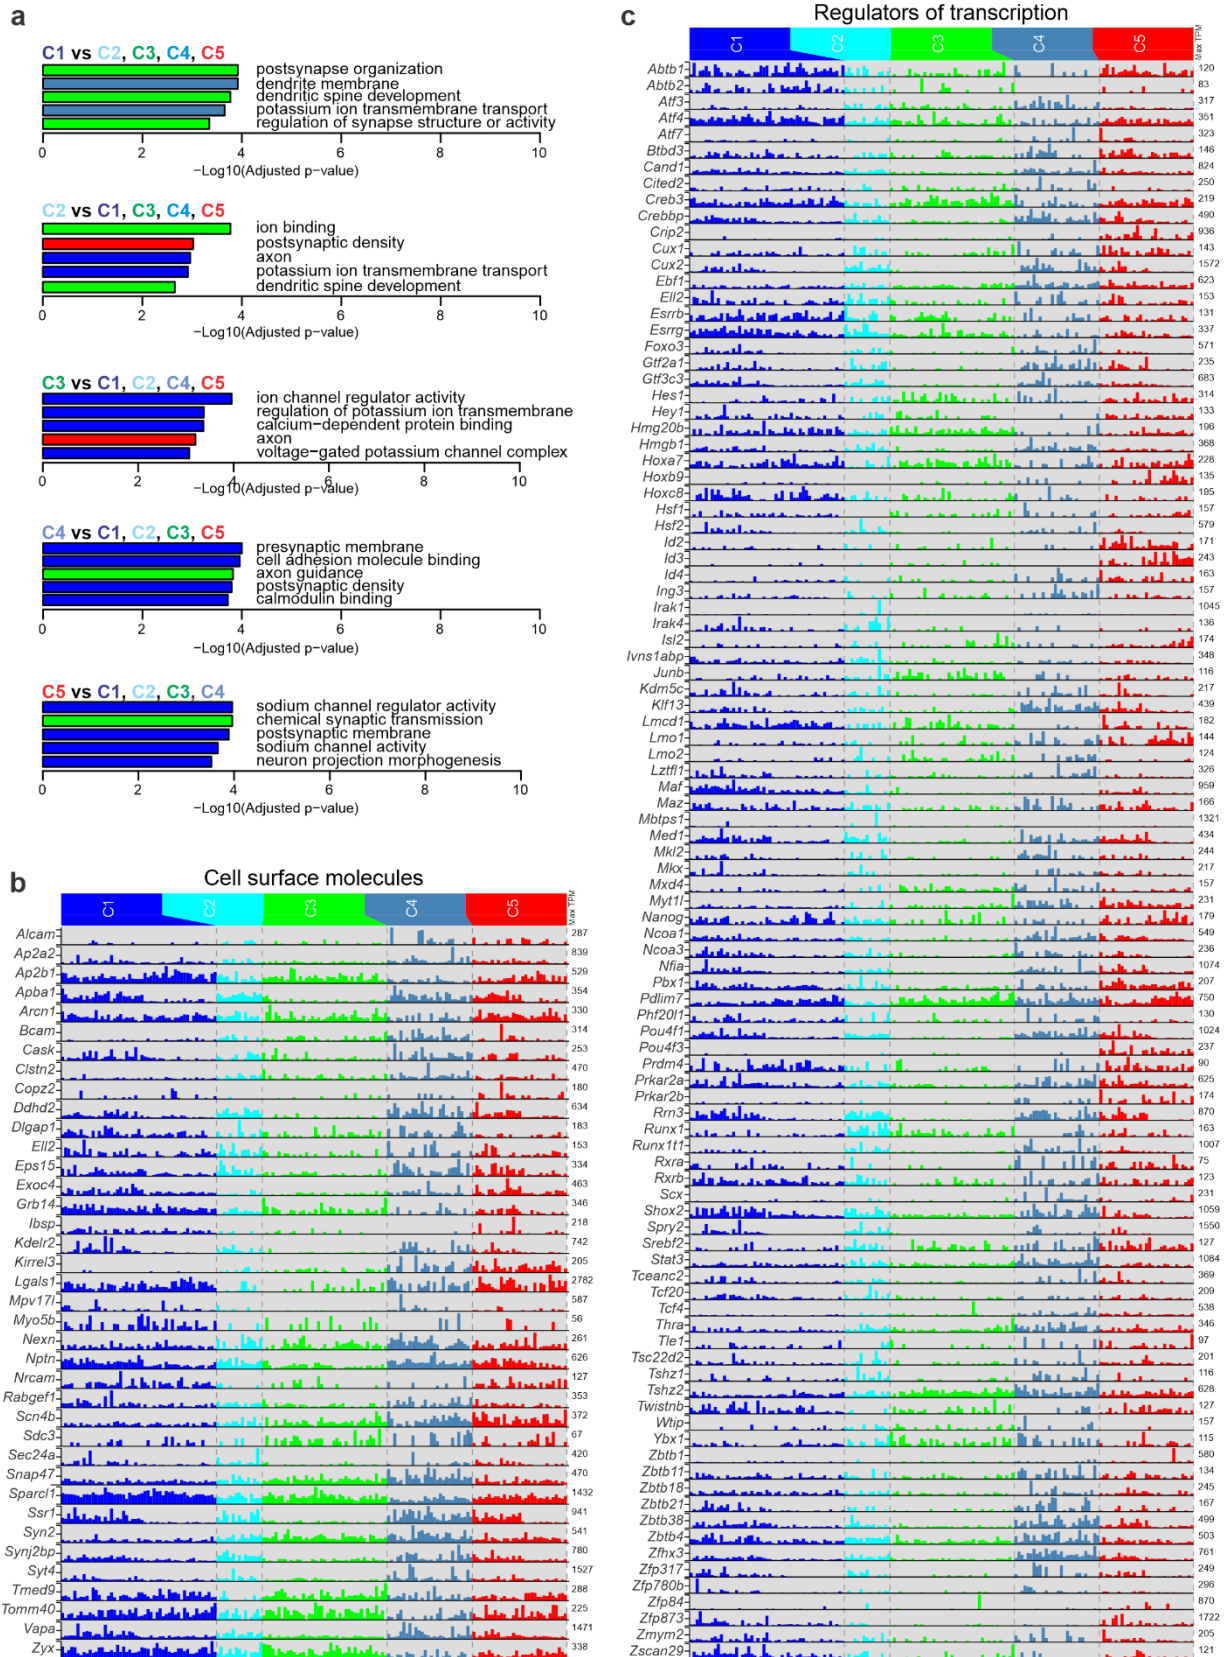

**Figure S9. Differential expression of biologically relevant transcripts across molecularly identified pSN subclasses.**

a. Go analyses of transcripts differentially expressed between molecularly defined proprioceptor subtypes (one-sided hypergeometric test for statistical enrichment in Gene Ontology Analysis, adjusted for multiple comparisons using Benjamini-Hochberg FDR). Top-5 categories are shown only.

b, c. Barplots showing expression (counts per million, CPM) of cell surface molecules (b) and of transcriptional regulators (c). Genes belonging to each category were obtained from the Panther database, and filtered to include only those with significant differential expression between at least one pair of clusters (FDR p-value < 0.05) and expression in  $\geq 50\%$  of cells within at least one cluster.

Supplementary Figure 10

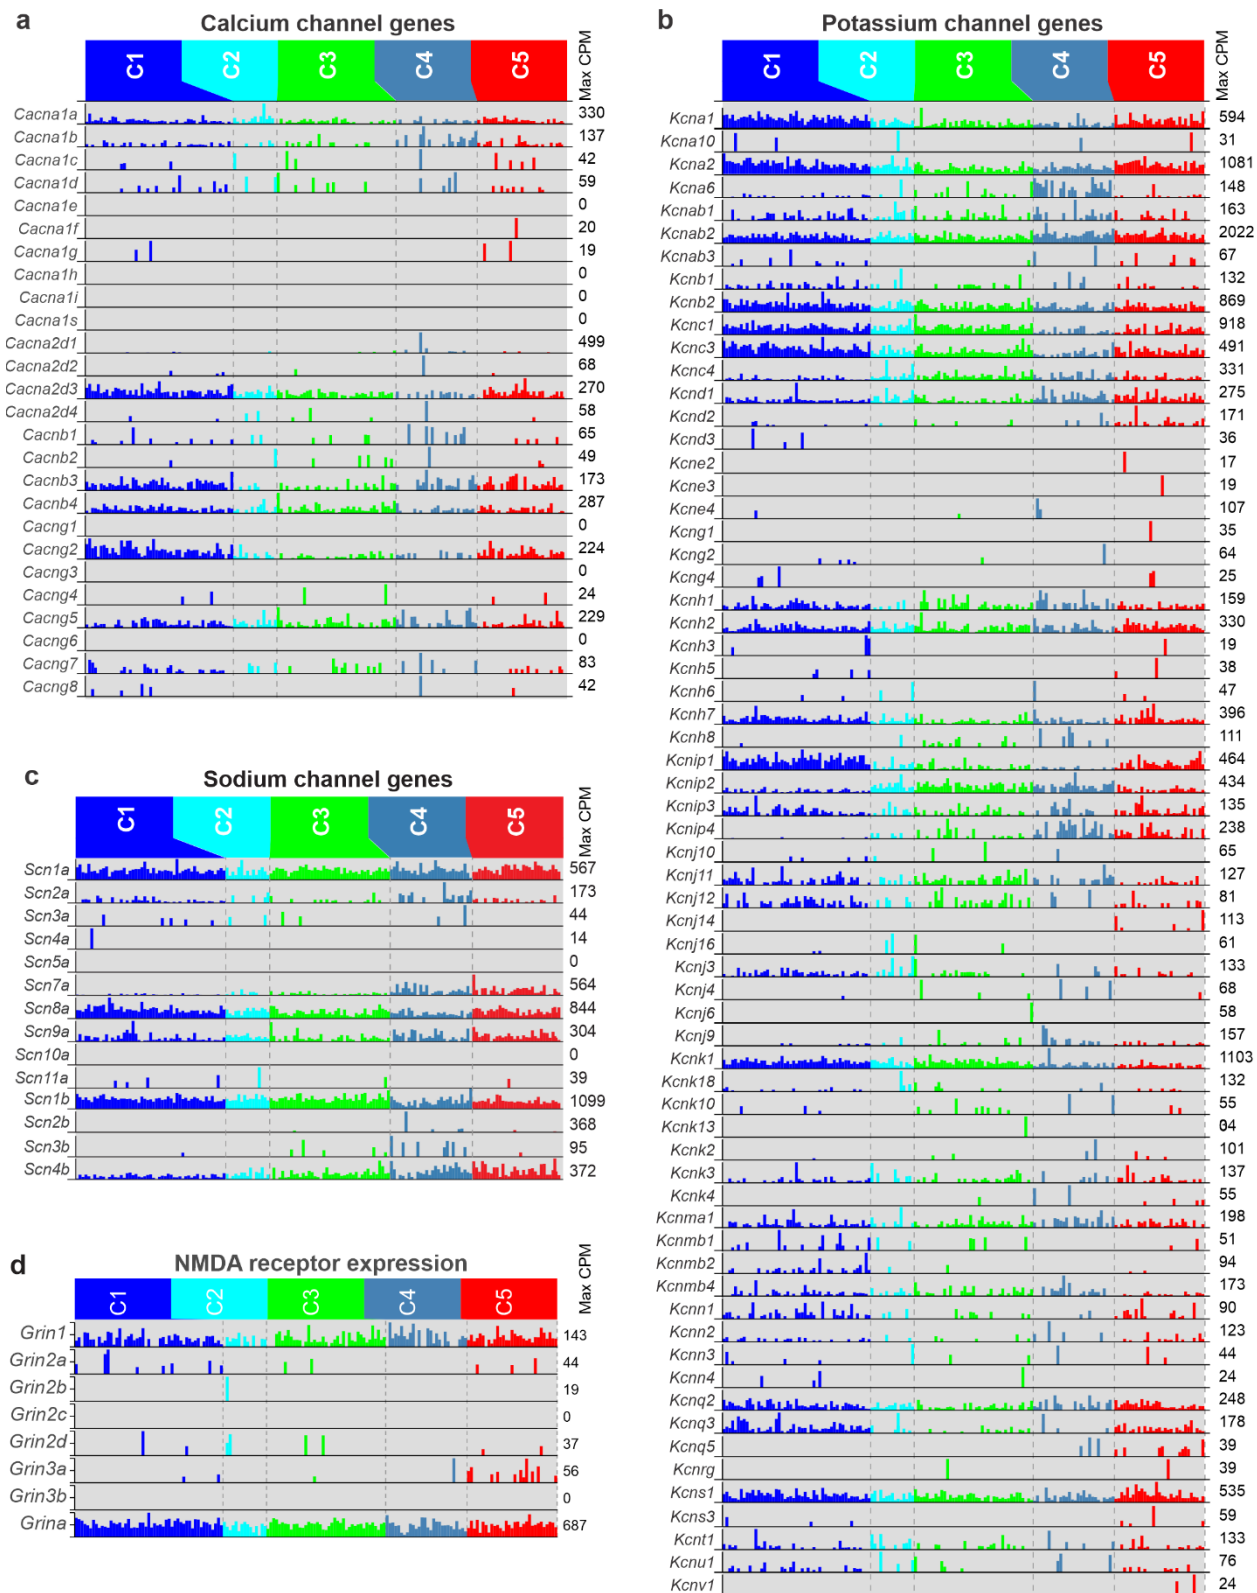

**Figure S10. Distribution of ion-channels within muscle pSN subtypes.**

a-d. Barplots showing expression (counts per million, CPM) of annotated calcium channel (a), potassium channel (b), sodium channel (c), and NMDA receptor subunit (d) genes across the five putative cell types identified from the clustering of single-cell RNAseq data. Genes belonging to each category were obtained from the Panther database. Potassium channel genes were filtered to include only those genes with expression in at least one cell. Omitted  $K_v$  channels (with no appreciable expression in any pSN cluster) are *Kcna3*, *Kcna4*, *Kcna5*, *Kcna7*, *Kcnc2*, *Kcne1*, *Kcne1l*, *Kcnf1*, *Kcng3*, *Kcnh4*, *Kcnj1*, *Kcnj5*, *Kcnj8*, *Kcnj13*, *Kcnj15*, *Kcnk5*, *Kcnk6*, *Kcnk7*, *Kcnk9*, *Kcnk16*, *Kcnmb3*, *Kcnq1*, *Kcnq4*, *Kcns2*, *Kcnt2*, and *Kcnv2*.

Supplementary Figure 11

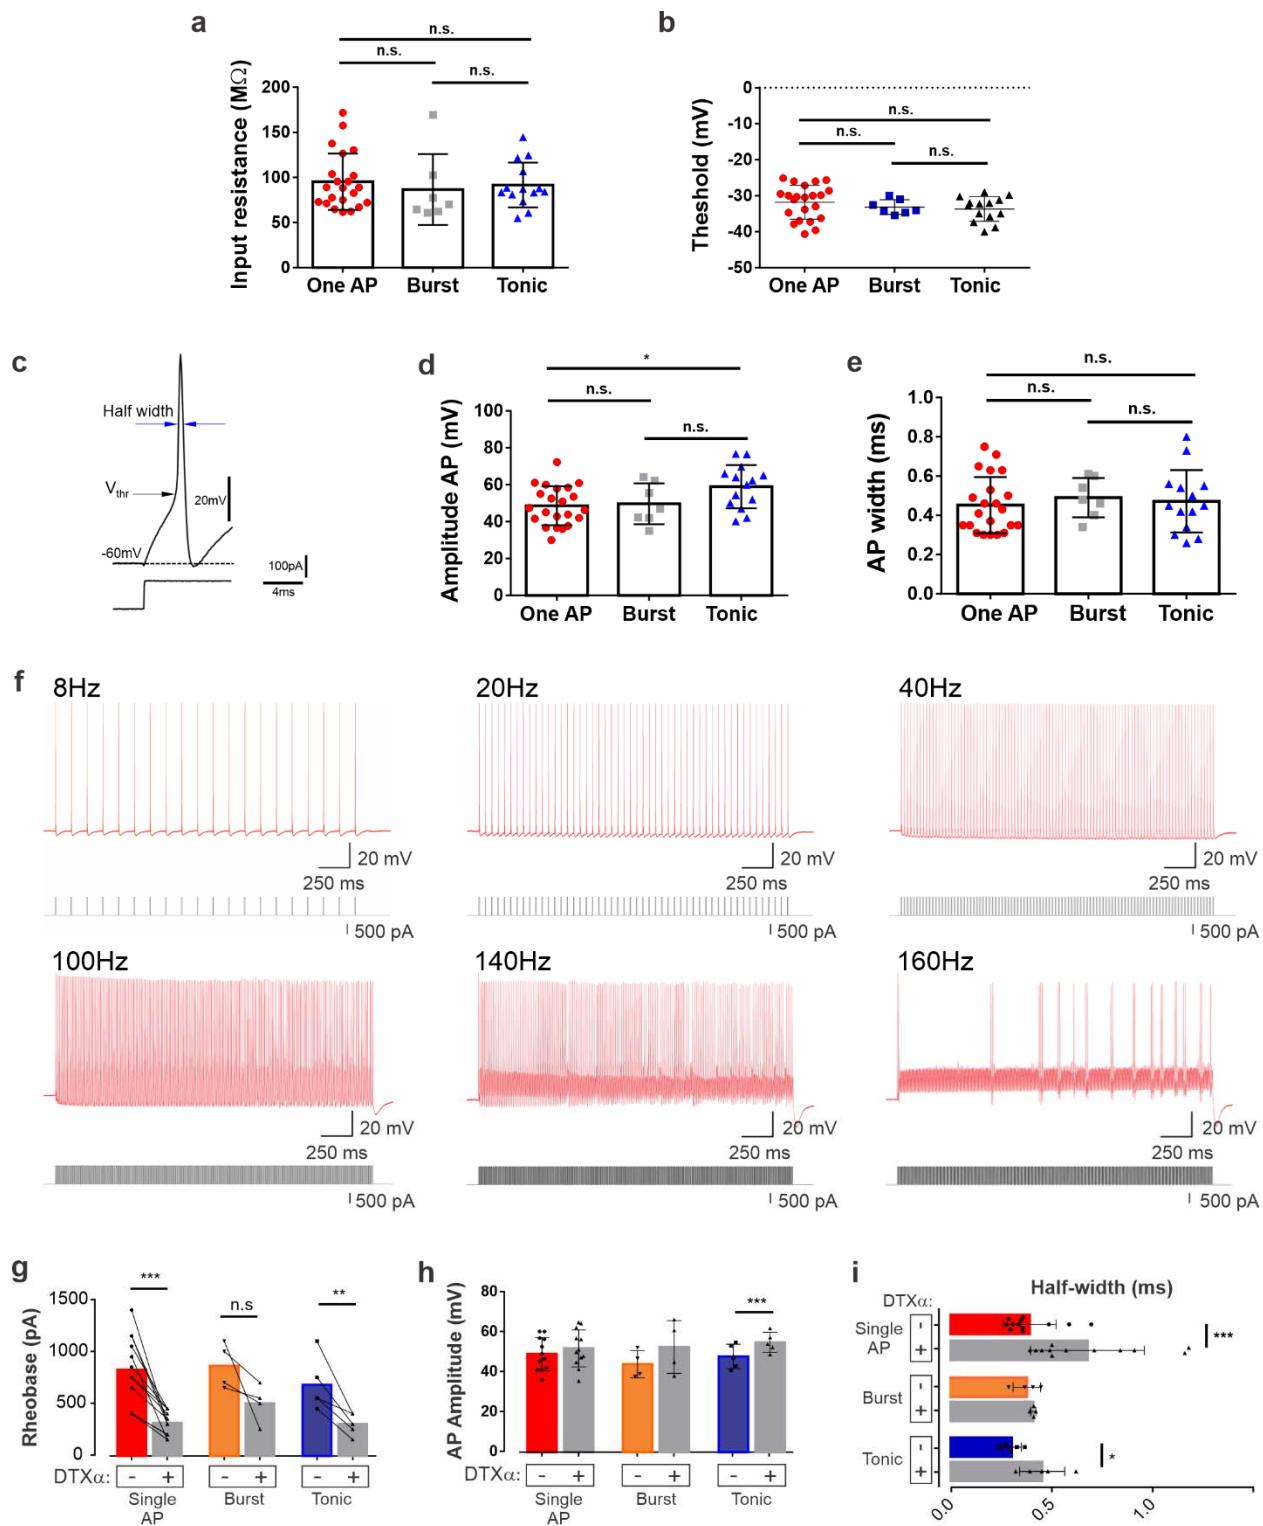

**Figure S11. Action potential characteristics, passive membrane properties and ability of proprioceptive neurons to induce action potential firing at different frequencies of stimulation.**

a, b. Bar graphs showing Input resistance (a), and Threshold (b), across proprioceptor neurons (One AP, n=22; Burst, n=7; Tonic, n=14). Data expressed as mean  $\pm$  S.D.; p=0.8053. (One-way ANOVA; Tukey's posthoc test). n.s.: not significant.

c. Measurements of the voltage threshold ( $V_{thr}$ , black arrow in top trace) and half width of an action potential (blue arrows in top trace) evoked on a proprioceptive neuron following current injection (bottom trace). Dotted line represents holding membrane potential at -60 mV.

d, e. Measurements of amplitude of the action potential (d) and half width of the AP (e) for the three different types of proprioceptors observed in recordings (One AP, n=22; Burst, n=7; Tonic, n=14). Data expressed as mean  $\pm$  S.D.; Amplitude AP p=0.0262; AP width p=0.8079 (One-way ANOVA; Tukey's *posthoc* test). n.s.: not significant.

(f) Representative voltage responses (red traces on top) following different frequencies of a small step of current injection (black traces on bottom) in the same neuron. Frequencies range from 8 Hz to 160 Hz.

(g-i) Bar graphs showing changes in Rheobase (g), amplitude of AP (h) and half-width of AP (i), before (in color) and during 20nM DTX $\alpha$  (grey) for the three different physiological types of proprioceptors (One AP, n=12; Burst, n=5; Tonic, n=4). Each dot represents a single neuron. P values for rheobase (Single AP, p<0.001. Burst p=0.0596. Tonic, p=0.0075); AP amplitude (Single AP, p=0.112. Burst p=0.1720. Tonic, p=0.0006); Half-width (Single AP, p<0.001. Burst p=0.2616. Tonic, p=0.0150) (Paired-t-test, one tail). n.s.: not significant.

## Supplementary Figure 12

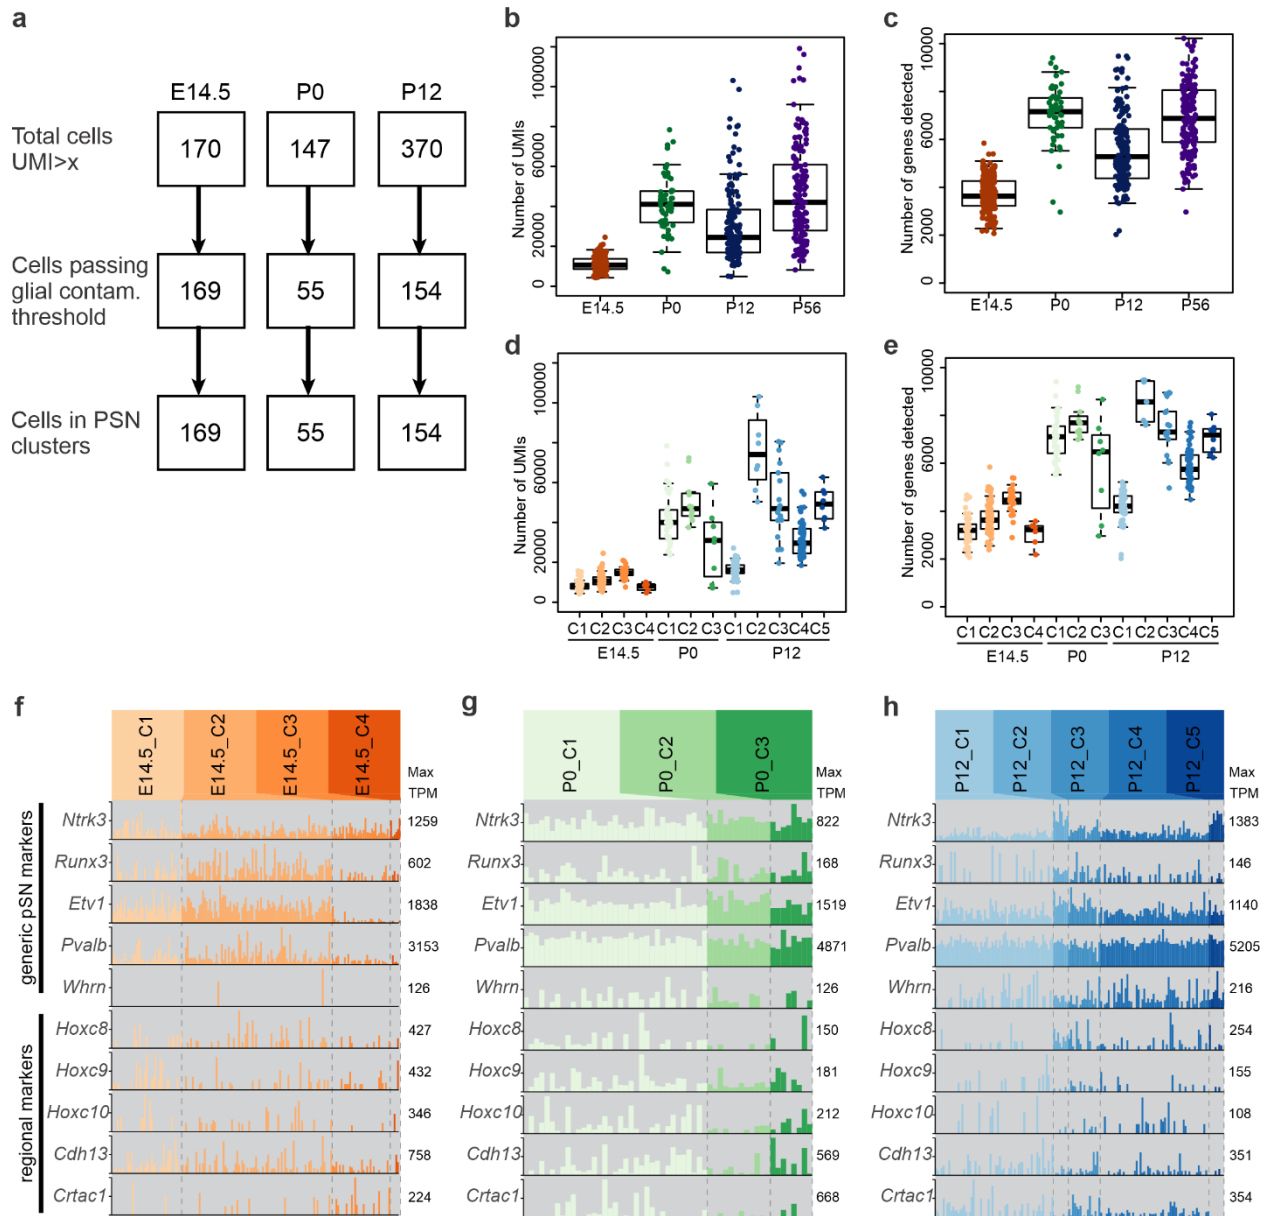

**Figure S12. Analysis of developmental scRNAseq data sets.**

a. Overview of the number of starting and filtered cells profiled using the Plate-Seq method (see Methods) for three developmental time points. From the initial plate wells, cells were assessed for minimal cross-talk with non-neuronal transcripts, chiefly satellite cell genes such as *Mbp* (see Methods). Of the cells passing the contamination threshold, only those that ultimately belonged to clusters with  $\geq 5$  cells were retained in the final step.

b, c. Boxplots showing the number of (b) Unique Molecular Identifiers (UMIs) and (c) genes detected per cell at each time point (number of cells: e14.5, n=169; p0, n=55; p12, n=154; p56, n=166). Points for

each individual cell are overlaid on the boxplots. Boxes indicate medians and 25<sup>th</sup>/75<sup>th</sup> percentiles, and whiskers extend to the furthest point less than 1.5 standard deviations from the mean.

d, e. Boxplots showing the number of (d) Unique Molecular Identifiers (UMIs) and (e) genes detected per cell, subdivided by cluster (number of cells at e14.5, C1: 41, C2: 88, C3: 34, C4: 6; p0, C1: 35, C2: 12, C3: 8; p12, C1: 63, C2: 8, C3: 17, C4: 58, C5: 8). Points for each individual cell are overlaid on the boxplots. Boxes indicate medians and 25<sup>th</sup>/75<sup>th</sup> percentiles, and whiskers extend to the furthest point less than 1.5 standard deviations from the mean.

f, h. Barplots showing expression (counts per million, CPM) of previously reported pSN and regional markers in the adult mouse, with individual cells arranged by cluster at each time point. The maximum CPM for each gene is reported on the right hand side.

### Supplementary Figure 13

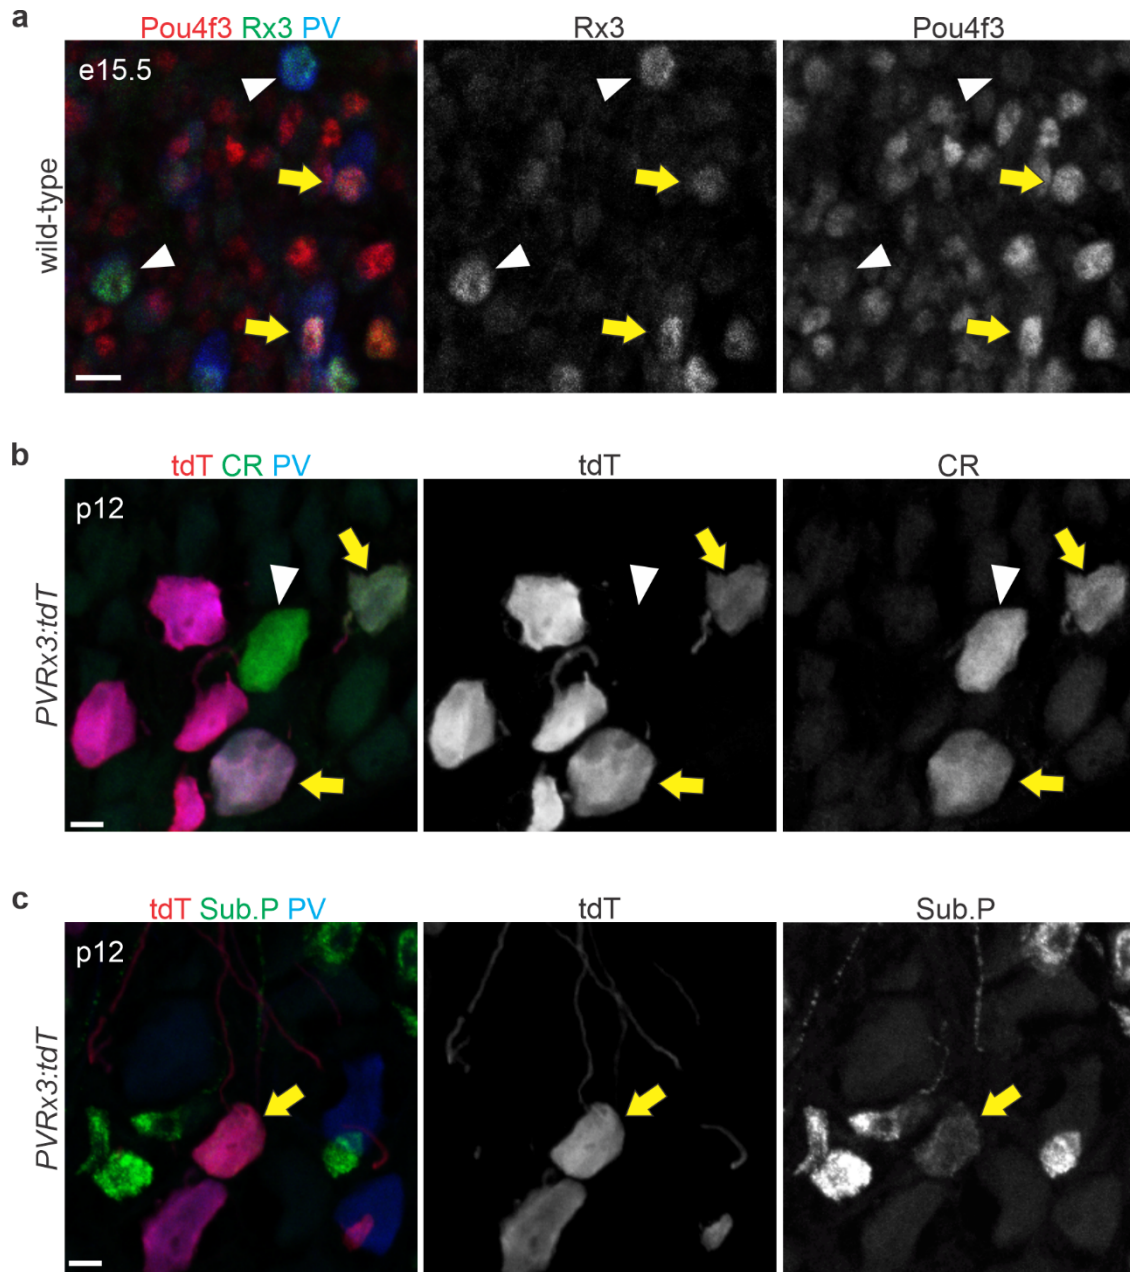

**Figure S13. Expression pattern of newly identified MS and GTO afferent molecular markers in DRG.**

a. Expression of Pou4f3, Rx3, and PV in e15.5 lumbar DRG in wild type mice. Arrows indicate Pou4f3<sup>+</sup>PV<sup>+</sup>Rx3<sup>+</sup> pSNs; arrowheads indicate PV<sup>+</sup>Rx3<sup>+</sup> pSNs with little or no Pou4f3 expression.

b. Expression of CR, PV and tdT in p12 lumbar DRG in *PVRx3:tdT* mice. Arrows indicate CR<sup>+</sup>, PV<sup>+</sup>tdT<sup>+</sup> pSNs; arrowheads indicate Calretinin<sup>+</sup>tdT<sup>off</sup> non-pSNs.

c. Expression of Sub. P, PV and tdT in p12 lumbar DRG in *PVRx3:tdT* mice. Arrow indicates SubP<sup>+</sup>PV<sup>+</sup>tdT<sup>+</sup> pSN.

Similar data obtained from at least three biological replicates. Scale 10  $\mu$ m.

Supplementary Figure 14

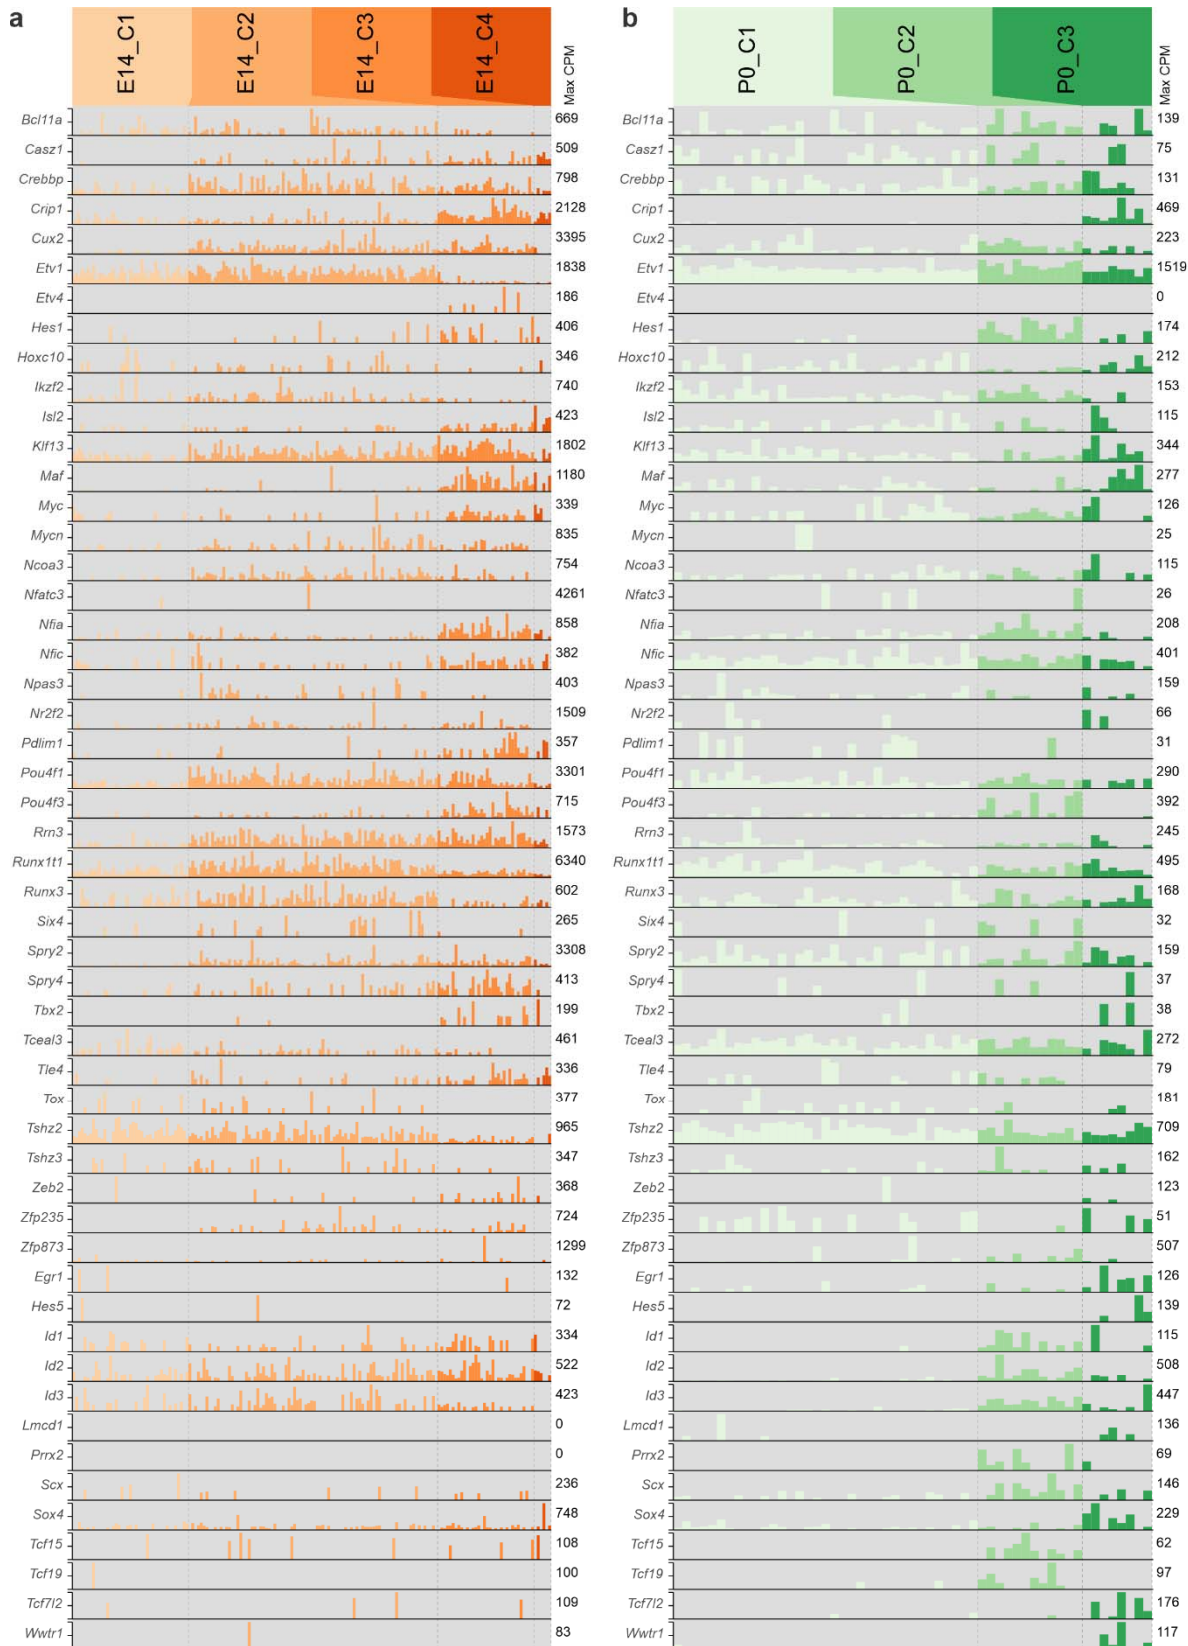

**Figure S14. Transcription factor expression across e14.5 and p0 pSN molecular subtypes.**

a, b. Barplots showing expression (transcripts per million, CPM) of transcriptional regulators in cells from e14 (a) and P0 (b). Genes were obtained from the Panther database, and filtered to include only those with significant differential expression between at least one pair of clusters within a time point (FDR p-value < 0.05; two-sided test using EdgeR) and expression in at least 3 cells in one cluster.

## Supplementary Figure 15

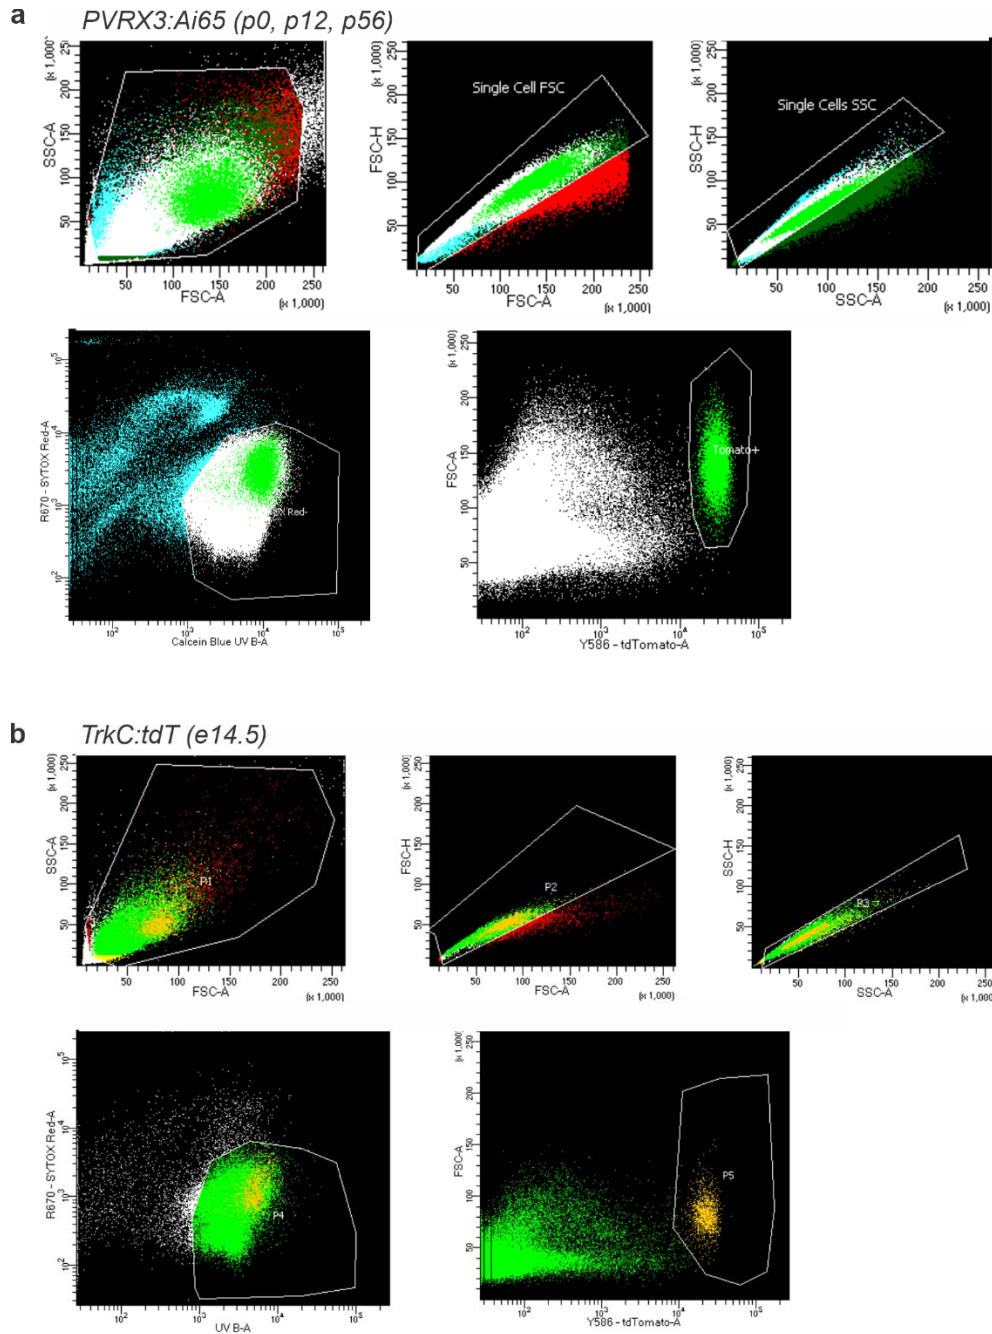

**Figure S15. FACS gating strategy using in experiments.**

a, b. Gating strategy for *PVRx3: Ai65*<sup>+</sup> (p0, p12, p56) (a) and *TrkC: tdT*<sup>+</sup> (e14.5) (b) proprioceptors (in sequence). Cells were selected from cellular debris using Forward Scatter (FSC) and Side Scatter (SSC), as customary. Single cells were selected from doublets using FSC-Area and FSC-Height, and SSC-Area and SSC-Height. Healthy cells (~90% of the single cell population) were defined by bright Calcein Blue stain

and negativity for Sytox Red. tdTomato cells (~2-3% of healthy cells for *PVRx3:Ai65*; 2.5-3.5% of healthy cells for *TrkC:tdT*) were defined by plotting tdTomato against the FSC, which typically yielded a clearly discernible cell population at high tdT fluorescent intensity.

**Supplementary Table 1.** Prevalence of Calretinin<sup>+</sup> afferents associated with MS and GTO sensory endings across various muscle targets.

| Muscle                | I.D. <sup>1</sup> | #MS <sup>2</sup> | CR <sup>+</sup> | %CR <sup>+</sup> | tdT <sup>+</sup> MS <sup>3</sup> | #GTO <sup>2</sup> | CR <sup>+</sup> | % CR <sup>+</sup> |
|-----------------------|-------------------|------------------|-----------------|------------------|----------------------------------|-------------------|-----------------|-------------------|
| <i>Adductor</i>       | 2                 | 15               | 9               | 60.0             | 0                                | 4                 | 0               | 0.0               |
|                       | 3                 | 10               | 8               | 80.0             |                                  | 1                 | 0               | 0.0               |
| <i>Biceps Femoris</i> |                   | nd               | nd              | nd               | 3                                |                   |                 |                   |
| <i>Gluteus</i>        | 1                 | 15               | 11              | 73.3             | 2                                | 4                 | 0               | 0.0               |
|                       | 2                 | 16               | 13              | 81.3             |                                  | 18                | 0               | 0.0               |
|                       | 3                 | 15               | 12              | 80.0             |                                  | 9                 | 0               | 0.0               |
|                       | 5                 | 18               | 18              | 100.0            |                                  | 1                 | 0               | 0.0               |
| <i>EDL</i>            | 1                 | 10               | 10              | 100.0            | 12                               | 2                 | 0               | 0.0               |
|                       | 2                 | 10               | 10              | 100.0            | 12                               | 2                 | 0               | 0.0               |
|                       | 3                 | 11               | 10              | 90.9             |                                  | 0                 | 0               | 0.0               |
|                       | 4                 | 8                | 7               | 87.5             |                                  | 2                 | 0               | 0.0               |
| <i>Soleus</i>         | 1                 | 10               | 7               | 70.0             | 0                                | 5                 | 0               | 0.0               |
|                       | 2                 | 4                | 2               | 50.0             | 0                                | 3                 | 0               | 0.0               |
|                       | 4                 | 5                | 3               | 60.0             |                                  | 3                 | 0               | 0.0               |
| <i>Plantaris</i>      | 2                 | 4                | 3               | 75.0             | 0                                | 6                 | 0               | 0.0               |
|                       | 3                 | 4                | 3               | 75.0             | 0                                | 6                 | 0               | 0.0               |
|                       | 4                 | 5                | 5               | 100.0            |                                  | 6                 | 1               | 16.7              |
| <i>ECR</i>            | 2                 | 15               | 15              | 100.0            | 11                               | 3                 | 0               | 0.0               |
|                       | 3                 | 14               | 14              | 100.0            | 10                               | 1                 | 0               | 0.0               |
|                       | 4                 | 7                | 6               | 85.7             |                                  | 4                 | 0               | 0.0               |
| <i>dFL flexors</i>    | 1                 | 17               | 12              | 70.6             | 3                                | 3                 | 0               | 0.0               |
|                       | 2                 | 21               | 20              | 95.2             |                                  | 8                 | 0               | 0.0               |
|                       | 3                 | 16               | 16              | 100.0            |                                  | 1                 | 0               | 0.0               |
| <i>dFL extensors</i>  | 2                 | 19               | 20              | 105.3            | 5                                | 7                 | 0               | 0.0               |
|                       | 3                 | 8                | 8               | 100.0            | 9                                | 1                 | 0               | 0.0               |
| <i>Bodywall</i>       | 1                 | 3                | 2               | 66.7             | 0                                | 0                 | 0               | 0.0               |
|                       | 2                 | 19               | 15              | 78.9             | 0                                | 1                 | 0               | 0.0               |
|                       | 3                 | 11               | 9               | 81.8             |                                  | 1                 | 0               | 0.0               |
| <i>Axial</i>          | 2                 | 12               | 8               | 66.7             | 0                                | 0                 | 0               | 0.0               |
| <b>TOTAL</b>          | 28                | 322              | 276             | 85.7             |                                  | 102               | 1               | 1.0               |

**Notes:** **1)** Number indicates animal identity in which MS and GTO innervation was examined; identical numbers indicate analyzed muscle was derived from the same animal (excluding all tdT<sup>+</sup> data). **2)** Number of MSs and GTOs based on tdT expression in *PVRx3:tdT* animals; MSs or GTOs too deep in the tissue to clearly delineate were not included in counts. **3)** total number of tdT<sup>+</sup> spindles observed in muscles obtained from *Calb2:Cre;Tau:mGFP* or *Calb2:Cre;Rx3:FlpO;Ai65:tdT* animals. For typical numbers of MS in these muscles see column 2. tdT<sup>+</sup> GTO sensory endings were not observed in any of the muscles examined. Abbreviations: Extensor Digitorum Longus (EDL), Extensor Carpi Radialis (ECR), distal forelimb (dFL).

**Supplementary Table 2.** Prevalence of vGlut2<sup>+</sup> afferents associated with MS and GTO sensory endings across various muscle targets.

| Muscle                       | I.D. <sup>1</sup> | #MS <sup>2</sup> | "Ia" vGlut2 <sup>+</sup> | %vGlut2 <sup>+</sup> | #GTO <sup>2</sup> | vGlut2 <sup>+</sup> | %vGlut2 <sup>+</sup> |
|------------------------------|-------------------|------------------|--------------------------|----------------------|-------------------|---------------------|----------------------|
| <i>EDL</i>                   | 1                 | 7                | 7                        | 100.0                | 3                 | 0                   | 0.0                  |
| <i>Gluteus</i>               | 1                 | 15               | 14                       | 93.3                 | 10                | 0                   | 0.0                  |
| <i>Soleus</i>                | 1                 | 11               | 7                        | 63.6                 | 1                 | 0                   | 0.0                  |
| <i>Plantaris</i>             | 1                 | 2                | 2                        | 100.0                | 5                 | 0                   | 0.0                  |
| <i>Adductor</i>              | 1                 | 9                | 7                        | 77.8                 | nd                | nd                  | nd                   |
| <i>Axial</i>                 | 1                 | 3                | 3                        | 100.0                | 2                 | 0                   | 0.0                  |
| <i>Bodywall</i> <sup>4</sup> | 1                 | 10               | 8                        | 80.0                 | nd                | nd                  | nd                   |
| <i>ECR</i>                   | 1                 | 11               | 10                       | 90.9                 | 1                 | 1 <sup>3</sup>      | 100.0                |
| <i>dFL extensors</i>         | 1                 | 10               | 11                       | 110.0                | nd                | nd                  | nd                   |
| <i>dFL flexors</i>           | 1                 | 19               | 14                       | 73.7                 | 8                 | 3 <sup>3</sup>      | 37.5                 |
| <b>TOTAL</b>                 |                   | 97               | 83                       | 85.6                 | 30                | 4                   | 13.3                 |

**Notes:** **1)** Number indicates animal identity in which MS and GTO innervation was examined; identical numbers indicate analyzed muscle was derived from the same animal. **2)** Number of MSs and GTOs based on tdT expression in *PVRx3:tdT* animals; spindles too deep in the tissue to clearly delineate were not included in counts. **3)** Unclear if expression localized to myelinating Schwann cells or afferent fiber. **4)** Also contained 4 vGlut2<sup>+</sup> endings with a group II appearance. Abbreviations: Extensor Digitorum Longus (EDL), Extensor Carpi Radialis (ECR), distal forelimb (dFL), not determined (nd).

**Supplementary Table 3.** Prevalence of tdT<sup>+</sup> afferents associated with MS and GTO sensory endings across muscle targets in *Tac1:Cre;Ai14:tdT* animals.

| muscle             | #MS <sup>1</sup> | #MS afferents <sup>2</sup> | #Ia | #II | #tdT <sup>+</sup> Ia | % tdT <sup>+</sup> Ia | #tdT <sup>+</sup> II | % tdT <sup>+</sup> II | ratio tdT <sup>+</sup> II/Ia | #GTO <sup>1</sup> | #tdT <sup>+</sup> | % tdT <sup>+</sup> GTO |
|--------------------|------------------|----------------------------|-----|-----|----------------------|-----------------------|----------------------|-----------------------|------------------------------|-------------------|-------------------|------------------------|
| <i>Gluteus</i>     | 22               | 52                         | 22  | 30  | 14                   | 63.6                  | 27                   | 90                    | 1.4                          | 7                 | 0                 | 0                      |
| <i>EDL</i>         | 7                | 17                         | 7   | 10  | 6                    | 85.7                  | 10                   | 100                   | 1.2                          | 5                 | 5                 | 100                    |
| <i>Bodywall</i>    | 6                | 10                         | 6   | 4   | 6                    | 100.0                 | 4                    | 100                   | 1.0                          | 1                 | 0                 | 0                      |
| <i>Intercostal</i> | 14               | 30                         | 14  | 16  | 1                    | 7.1                   | 6                    | 37.5                  | 5.3                          | 0                 | 0                 | 0                      |

**Notes:** **1)** Number of MSs and GTOs based on vGlut1 expression; spindles too deep in the tissue to clearly delineate were not included in counts. **2)** Exact number of afferents difficult to assess due to terminal branching. Abbreviations: Extensor Digitorum Longus (EDL).

# Supplementary material for: Molecular correlates of muscle spindle and Golgi tendon organ afferents
**Source:** Nat Commun. 2021 Mar 1;12:1451. doi: 10.1038/s41467-021-21880-3
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Software/Code used for data acquisition: Zen 3.0 (black-edition), Zeiss ( <a href="https://www.zeiss.com">https://www.zeiss.com</a> ); Leica Application Suite X, Leica Microsystems ( <a href="https://www.leica-microsystems.com">https://www.leica-microsystems.com</a> ); Clampex 10.1 (Multicomp 700B commander), Molecular Devices ( <a href="https://www.moleculardevices.com">https://www.moleculardevices.com</a> ); FACSDiva v8.0.2, BD Biosciences ( <a href="https://www.bdbiosciences.com">https://www.bdbiosciences.com</a> ).                                                                                                                                           |
| Data analysis   | Software/Code used for data analysis: Photoshop CC2017 (count tool), Adobe ( <a href="https://www.adobe.com">https://www.adobe.com</a> ); Sigmaplot v14, Systat systems ( <a href="https://systatsoftware.com">https://systatsoftware.com</a> ); R v3.5.0. (Edge R, hcat R, and limma R), R-project ( <a href="https://www.r-project.org">https://www.r-project.org</a> ); GraphPad Prism 6, GraphPad Inc. ( <a href="https://www.graphpad.com">https://www.graphpad.com</a> ); Clampfit 11.1, Molecular Devices ( <a href="https://www.moleculardevices.com">https://www.moleculardevices.com</a> ); Origin8, Origin lab ( <a href="http://www.originlab.com">www.originlab.com</a> ) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All sequencing data is available through the NCBI GEO database (accession #GSE162263); A web based searchable database is also available at [https://vmenon.shinyapps.io/proprioceptors\\_scrnaseq](https://vmenon.shinyapps.io/proprioceptors_scrnaseq).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Number of neurons for single cell RNAseq analysis were set on the basis of obtaining at least 200 proprioceptors from adult mouse, which results in a >99% probability of obtaining at least 10 cells of a cell type present at 10% or more in the proprioceptor population.<br>For validation of single cell RNAseq data, sample sizes were chosen to allow validation of reproducibility of the results and were based on the assumption that three independent samples customary suffice to test reproducibility in wild type conditions. Total counts of neurons were based on the number of image sections processed for each experiment (at least 6/exp). |
| Data exclusions | For downstream analysis, only cells that did not pass QC (sufficient transcripts detected, minimal contamination with satellite cell genes) were excluded, as noted in the manuscript. These QC metrics for sufficient transcript detection (number of transcripts detected) and contamination (percent of reads coming from non-neuronal cell types) were based on prior single-cell RNA-seq studies in the field that have established benchmarks for usable single-cell data.                                                                                                                                                                                |
| Replication     | As with most single-cell RNA-seq studies, no replication of the single-cell data was performed. The single-cell RNA-seq studies are meant to generate hypothesis, as opposed to validate one. As a result, the replication/validation aspect of this study was done through an orthogonal method (multiplexed FISH and immunohistochemistry), which was replicated.                                                                                                                                                                                                                                                                                             |
| Randomization   | Randomization was not relevant because there was no comparison between experimental and control groups (all data is from wild type animals), and none of the data generated is ordinal in any way. The single-cell RNA-seq protocol, because it relies on sorting from a cell suspension, already randomizes the selection of cells from the population.                                                                                                                                                                                                                                                                                                        |
| Blinding        | There was no comparison between experimental and control groups in these studies; Blinding was not relevant to these studies.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Rabbit anti-Calbindin D-28k (1:2,000) Swant cat# CB-38a; RRID: AB\_10000347  
 Rabbit anti Calretinin (Calb2; 1:2,000) Swant cat# 7699/4; RRID:AB\_2313763  
 Guinee pig anti-tdTomato Wu et al., 2019 N/A  
 Rabbit anti-dsRED (1:1,000) Clontech cat# 632496; RRID:AB\_10013483  
 Rabbit anti-GFP (1:1000) ThermoFisher A-11122; RRID:AB\_221569  
 Sheep anti-GFP (1:500) AbD Serotec cat# 4745-1051  
 Rat anti-Troma1 (1:100) DSHB cat# TROMA-1; RRID:AB\_531826  
 Rat anti-Substance P (1:200) Santa Cruz Biotechnology cat# sc-21715; RRID:AB\_628299  
 Rabbit anti-Runx3 (1:50,000) Kramer et al., 2006 N/A  
 Guinee pig anti-Runx3 (1:16,000) Chen et al., 2006 N/A  
 Chicken anti-Parvalbumin (1:30,000) de Nooij et al., 2013 N/A  
 Guinee pig anti-Islet 1 (1:20,000) Dasen et al., 2005 N/A

Rabbit anti-vGlut1 (1:16,000) Demireva et al., 2011 N/A  
 Rabbit anti-VGlut2 (1:500) Synaptic Systems cat#135403; RRID:AB\_887883  
 Rabbit S-100 (1:400) Agilent cat# Z0311; RRID:AB\_10013383  
 Chicken anti-Brn3c (1:50) Goel et al., 2019 N/A  
 chicken anti- $\beta$ -galactosidase (1:5,000) Abcam cat#AB9361; RRID:AB\_307210  
 rabbit anti-PCDH8 (1:250) Millipore cat# ABT153

Fluorophore-conjugated secondary antibodies generated in donkey (Jackson Immuno Research Laboratories) were used at 1:1000 (FITC) or 1:500 (Cy3, Cy5)

#### Validation

Validation of antibodies was based on 2) examination of expression (absence in mutant animals, or positive correlation with known cellular markers), 2) comparison with RNA-in situ data, or 3) prior evidence in the literature. Specific information for each antibody is described in the product information as listed on the suppliers website or in the references listed with individual antibodies.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

#### Laboratory animals

Mouse: Runx3:FlpO this paper; experimental animals using this allele included both sexes and were used from p0-p56  
 Mouse: PV:Cre Hippenmeyer et al., 2005; Jackson labs # 017320; experimental animals using this allele included both sexes and were used from p0-p56  
 Mouse: Ai65D Madison et al., 2015; Jackson labs # 021875; experimental animals using this allele included both sexes and were used from p0-p56  
 Mouse: RCE:FRT Sousa et al., 2009 Jackson labs # 32038-JAX; adult animals of both sex were used for experiments  
 Mouse: Ai14 Madison et al., 2010 Jackson labs # 007914; adult animals of both sex were used for experiments  
 Mouse: Mapt:eGFP-nLZ Hippenmeyer et al., 2005 N/A; adult animals of both sex were used for experiments  
 Mouse: TrkC:tdTomato Bai et al., 2015; Jackson labs # 030292; embryonic animals (e14.5) of unspecified sex were used in experiments  
 Mouse: Calb2-IRES-Cre Taniguchi et al., 2011; Jackson labs # 010774; adult animals of both sex were used for experiments  
 Mouse: Tac1-IRES2-Cre-D Harris et al., 2014 Jackson labs # 021877; adult animals of both sex were used for experiments  
 Mouse: Pou4f3tm1.1Nat Badea et al., 2011 Jackson labs # 010560; experimental animals using this allele included both sexes and were used from p0-p56

All animals were housed under ambient temperature conditions, ranging between 69-74°F, with 40-60% humidity, and were kept on a 12:12 light:dark cycle. Animals were given ad lib access to water and food.

#### Wild animals

Study did not involve wild animals

#### Field-collected samples

Study did not involve field collected samples

#### Ethics oversight

All experiments were performed according to National Institutes of Health guidelines and approved by the Institutional Animal Care and Use Committee of Columbia University

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

DRG from adult (p>56), adolescent (p12), neonatal (p0), and embryos (e14.5) of either sex were dissected (1 hour maximum) in ice-cold Hank's balanced salt solution (HBSS) and collected, on ice, in HBSS supplemented with 0.75% horse serum (HS). The total number of animals (of either sex) used for experiments was six for adult samples, four for p12, six for p0, and two for e14.5. Following dissection, DRGs were centrifuged at low speed and washed once with ice cold HBSS prior to dissociation through enzymatic digestion using Papain followed by Collagenase/Dispase<sup>35,59</sup>. Papain digestion step consisted of 3 ml HBSS with ~16 units/ml Papain (Worthington), 0.83 mM L-Cysteine, 0.42 mM EDTA, and 20 units DNase I/ml (Roche). Collagenase/Dispase digestion was with 3 ml HBSS containing 1,066 units/ml Collagenase IV (Worthington), 4 units/ml Dispase (Worthington), and 20 units/ml DNase I (Roche). Duration of digestion incubation times was 16 min for adult, 12 min for p12, 10 minutes for p0 and e14.5 (for both enzyme digestion steps). Solutions were exchanged by a low speed centrifuge step (4' at 800 rpm in table top Eppendorf centrifuge) and aspiration. After Collagenase/Dispase digestion, enzyme solution was replaced with 500l HBSS

supplemented with 20% HS and 20 units DNase I, and DRG/cell suspension was dissociated by slow mechanical trituration using a 200  $\mu$ l pipetman (~50 times). Following dissociation, cell suspension was incubated with 2M Calcein Blue (CellTrace™ Calcein Blue, AM; Invitrogen) for 15 minutes at room temperature. After Calcein Blue labeling, cells were spun down (4' at 800 rpm) and resuspended in 500 $\mu$ l sorting solution (HBBS, 1% HS, 20 units/ml DNase I) supplemented with 0.01M Sytox red (SYTOX™ Red Dead Cell Stain; Invitrogen). Just prior to FACS, dissociated cells were passed through 40-70 $\mu$ m gauze filters to clear remaining cellular aggregates.

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Instrument                | Becton Dickinson FACSAria (SORP model, 5-laser, 20 parameter) using 586/15 (tdTomato), 450/50 (Calcein Blue), and 670/30 (Sytox red) filter sets. A 130 $\mu$ m nozzle was used for p0, p10 and adult proprioceptors. For e14.5 embryonic neurons a 100 $\mu$ m nozzle was used.                                                                                                                                                                                                                                 |
| Software                  | FACSDiva v8.0.2                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Cell population abundance | Cells were sorted as single cells in 96-well plates. Viable tdTomato positive sensory neurons were isolated using 586/15 (tdTomato), 450/50 (Calcein Blue), and 670/30 (Sytox red) filter sets. Percentage of viable cells in PV:Cre;Rx3FlpO; Ai65 sorts (p0, p12, p56) was typically ~90%; and percentage of viable tdT neurons ranged between 2-3%. Percentage of viable cells in TrkC:tdTomato sorts (e14.5) was typically ~90%; and percentage of viable tdT neurons ranged between 2.5-3%.                  |
| Gating strategy           | Cells were selected from cellular debris, as customary, using Forward Scatter (FSC) and Side Scatter (SSC). Single cells were selected from doublets using FSC-Area and FSC-Height, and SSC-Area and SSC-Height. Healthy cells (~90% of the single cell population) were defined by bright Calcein Blue stain and negativity for Sytox Red. tdTomato cells were defined by plotting tdTomato against the FSC, which typically yielded a clearly discernible cell population at higher tdT fluorescent intensity. |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

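Single fluorescent neurons of mouse dorsal root ganglia were sorted into plates of 96 wells, 5 plates in the adult, 4 at p12, 2 at p0 and 2 at e14.5, 1248 wells in all, and sequenced by Plate-seq. Each file holds UMI counts per gene and well, as deposited by the authors, who aligned the reads to mm10 with the NCBI annotation using STAR, separated the wells by barcode and collapsed reads by UMI. The counts are whole numbers without normalization, and 19850 of the listed genes had no UMI in any well. The authors' annotation, deposited beside the counts, gives the stage, the plate and the cluster of the neurons they kept, which they had clustered with hicat. Plates were mapped to stages by their labels, and are called replicates.

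CPM was computed from all UMIs of a well. The neurons of the annotation were used, 208 in the adult, 154 at p12, 55 at p0 and 169 at e14.5, with mean depths between 11174 (e14.5) and 44511 UMIs (adult). For comparisons, UMIs were summed over the neurons of a cluster on a plate (at least 2 neurons), or over all kept neurons of a plate between stages. The sums were fitted with edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr, quasi-likelihood F-test, Benjamini-Hochberg adjusted p under 0.05). Contrasts were each adult cluster against the mean of the others, clusters 1 and 5 against clusters 2 to 4, any difference across clusters, p0 cluster 2 against clusters 1 and 3, e14.5 cluster 1 against cluster 2 and clusters 3 and 4 against clusters 1 and 2, and adjacent stages. Adjusted p-values without another test named are from this edgeR fit. The clusters were defined in the same neurons, and a plate with 1 neuron of a cluster gives no sum for it. The adult neurons without a numbered cluster (42) were left out of the cluster comparisons. Tests and tables were also run with DESeq2 1.42.0, limma 3.58.1 (a dependency of edgeR), Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.

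Shares of neurons with a UMI and mean CPM were averaged over plates. Thinning drew 7000 UMIs per neuron at random and left out shallower neurons. Co-expression was the mean Pearson's r of log10(CPM + 1) over pairs of genes with a UMI on the plate, compared between stages by exact permutation of plates. Segregation by stage was measured over the 10 nearest neighbours in 20 principal components of the 2000 genes of highest variance. For adult clusters on both sets of plates, a second fit with a term for each cluster and plate set compared replicates 1 and 2 with replicates 3 to 5, and its estimate within clusters 1 and 5 was subtracted from the difference between clusters 2 and 4 and cluster 3. The genes most raised in replicates 1 and 2 gave a score per well, compared between plates across the 96 well barcodes with 100000 permutations. Low and high barcodes are the lowest and highest 33.3% by this score on the other of adult replicates 1 and 2. The plate-set and barcode comparisons were chosen after seeing the data.

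The other choices, the named genes and their alternatives were set before the data were examined. Named are the genes that the paper names for a claim from these data, the channel genes that pass the test, and the 5 genes with the largest rise and the 5 with the largest fall among the called genes of each contrast, predicted genes skipped. Genes named outside this rule are given as chosen after their values were seen. Alternatives were DESeq2, DESeq2's size factors in edgeR, no filter on low counts, sums of at least 1 or at least 4 neurons, plate as a block, thinned neurons, all wells with at least 2000 genes, Spearman's rho, a pseudocount of 10, at least 2 UMIs, pooled shares, the 6000 genes of highest Fano factor, and each plate left out. Tested on simulated counts, the fits recovered between 57.5% and 91.5% of 200 genes changed at least 2-fold, and between 2.26% and 7.11% of calls were false. The t-SNE, the clustering itself, the gene ontology analysis and the in situ hybridization were not repeated here, and some genes, with the results that need them, are not reported here.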

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

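Of the tests in this part, the one that set the Y-linked UMIs against the depth of the plates was chosen after the result was seen. In 49 groups of plate values (shares, depths, co-expression and means of named genes), 4 had a plate far from the others, and chance gives about 1 in 20 groups. *Calb2* averaged 437 CPM in the cluster 1 neurons of adult replicate 5, against 141, 153, 171 and 170.3 CPM in replicates 1 to 4. *Calb1* averaged 71.6 CPM in the same neurons, against 126, 118, 120.04 and 113 CPM. Replicate 5 holds 3 cluster 1 neurons, the fewest of the 5 plates. *Gabra3* averaged 2.48 CPM in the cluster 5 neurons of replicate 1, where 1 neuron had a UMI, and had no UMI in cluster 5 on the other plates. *Grin3a* averaged 24.1 CPM in the cluster 5 neurons of replicate 3 (4 neurons), and between 5.39 and 9.03 CPM on the other plates. The number of neurons and the animals of the plates stay open for these values, and neither was tested.

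The genes that mark group Ia and group Ib afferents were also expressed together in the adult wells that the annotation leaves out, which the paper does not analyse. Across these wells the mean Pearson's r over pairs of group Ia genes was 0.295 ± 0.113, and over pairs of group Ib genes 0.224 ± 0.129 (SD, n = 5 plates). RNA of satellite and Schwann cells was weighed as a source, since the paper left these wells out for it, and *Apoe* averaged 6349, 5288, 6106, 8331 and 9539 CPM there in replicates 1 to 5. In 9 of 10 plate values, r lay above the 95th percentile of random genes of the same expression level, at percentiles 99.97, 95.34, 100, 100 and 100 for group Ia genes and 53.02, 100, 100, 99.95 and 100 for group Ib genes in replicates 1 to 5. The exception was the group Ib value of replicate 1. Such random genes need not be genes of satellite or Schwann cells, so RNA of satellite and Schwann cells as a source stays open. That these wells may hold neurons of the same types is open as well and was not tested further, and no biological difference between the kept wells and those left out was tested.

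UMIs of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Uty* and *Kdm5d* differed between the adult plates. Over all wells, replicate 5 had 98 of them, in 43 wells, and replicates 1 to 4 had 0, 0, 0 and 2. UMIs of *Xist* were found on every adult plate, with 17, 18, 43, 42 and 11 in replicates 1 to 5. At the share seen on replicate 5, at least 77.0 Y-linked UMIs would have been found on each of replicates 1 to 4, which argues against too few UMIs as the reason. The sex of the animals stays open: the animals of replicates 1 to 4 may have been mostly female, while the paper counts more adult males than females and does not give the sex by plate (Results and Methods were read for it). If all of them were female, some of these plates shared animals, as the paper counts 2 adult females. Plates would then not be independent replicates.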

How the results depend on the processing

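The comparisons within adult replicates 1 and 2 alone and within replicates 3 to 5 alone were chosen after seeing the data. Of 136 counts of called genes under other choices, 71 lay within 1.5 times the count reported. DESeq2's size factors in edgeR left each of 13 counts within it. DESeq2's own test did so for 8 of 13, and called 11 genes for adult cluster 2, 194 for cluster 3, 31 for p0 cluster 2, 62 between e14.5 clusters 1 and 2 and 32 between e14.5 clusters 3 and 4 and clusters 1 and 2. Without the filter on low counts, more genes were tested, and 684, 196, 521, 504 and 479 genes were called for adult clusters 1 to 5, 1543 across the clusters, 161 for p0 cluster 2 and 114 for e14.5 clusters 3 and 4. With plate as a block, the counts were 930, 16, 31, 360 and 547 for adult clusters 1 to 5, 781 between group I and putative group II, 1181 across the clusters and 97 for e14.5 clusters 3 and 4. With sums of at least 1 neuron, 5, 47 and 93 genes were called for adult clusters 2 and 3 and e14.5 clusters 3 and 4, and with at least 4 neurons 4 and 219 for adult clusters 2 and 3. Thinning left 738 genes between p12 and adult, 641 between p0 and p12 and 1508 between e14.5 and p0, with fewer genes tested. Replicates 1 and 2 alone gave 26, 351 and 188 for clusters 2, 4 and 5, and replicates 3 to 5 alone 209 between group I and putative group II. Apart from these constructions (fewer or more genes tested, fewer samples), the cause was not tested.

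With 1 plate left out at a time, the adult counts ran from 223 to 388 for cluster 1, 2 to 4 for cluster 2, 0 to 5 for cluster 3, 35 to 192 for cluster 4, 153 to 253 for cluster 5, 130 to 334 between the groups and 306 to 548 across the clusters. The count for cluster 2 reached 4 without replicate 1. Without replicate 1 or 2, 223 and 230 genes were called for cluster 1, 36 and 35 for cluster 4, 153 and 162 for cluster 5, 130 and 144 between the groups and 306 and 342 across the clusters. Replicates 3 and 4 moved them by over 1.5 times as well, to 279 and 265 for cluster 1, 168 and 181 for cluster 5, 206 and 229 between the groups and 378 and 394 across the clusters. Without replicate 3, 125 genes were called for cluster 4. For cluster 3, edgeR called 0 genes without replicate 1, 2 or 4, with 1152, 1306 and 976 at an unadjusted p under 0.05, and 2 without replicate 5. Between stages the ranges were 787 to 1960 (p12 and adult), 884 to 2191 (p0 and p12) and 1455 to 1964 (e14.5 and p0), where a stage left with 1 plate is assumed to vary like the others. The plates that moved these by over 1.5 times were p12 replicates 3 (787) and 4 (898) against the adult, p0 replicates 1 (888) and 2 (884) against p12, and p0 replicates 1 and 2 (1455 and 1829) and e14.5 replicates 1 and 2 (1964 and 1618) between e14.5 and p0. Within p0 and within e14.5, leaving out 1 of 2 plates gave fold changes only, without a test, and e14.5 clusters 3 and 4 gave no value with sums of at least 4 neurons.

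Of 120 named pairs of gene and comparison, 108 were called, and each kept its direction under every alternative that tests it. Under every such alternative 46 also kept the call. The settings that lost the most calls left out replicate 1 (26 of 72 values) or replicate 2 (28 of 72), and DESeq2 lost 14 of 120. The log2 fold changes that changed sign were of genes not called: *Pou4f3* between p12 and adult with thinned neurons (-0.94; -0.47 to 0.69 with 1 plate left out, negative without p12 replicate 2), *Tac1* between p0 and p12 with thinned neurons (-0.34; -0.07 to 0.76, negative without p0 replicate 1 at -0.06 or p12 replicate 2 at -0.0664), *Pvalb* between p0 and p12 with all wells of at least 2000 genes (-0.0650; -0.06 to 0.10, negative without p12 replicate 1 at -0.0601 or replicate 2 at -0.0475), and *Calb2* between e14.5 and p0 with thinned neurons (1.81). The cause of these changes was not tested.

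The difference in co-expression of group Ia genes between adult and p12 reversed with thinned neurons (-0.0350) and passed the threshold without adult replicate 5 (0.149; 0.0877 to 0.149 with 1 plate left out). That of group Ib genes passed it without p12 replicate 2 (0.216; 0.0335 to 0.216). Of 70 values under other choices, 67 kept direction and call, but with 5 plates against 2 the comparisons with p0 and e14.5 could not pass the threshold under any of them. The 36 cluster shares under other choices moved by less than the spread between plates. Of the shares of neurons with a UMI, 37 of 45 moved by more than it with thinned neurons and 27 of 45 when at least 2 UMIs were asked for, so these shares are limited by depth. The filter stated in the Methods kept 2 adult, 89 p12 and 11 p0 wells. Depth also limits which genes could be tested: *Hpse*, *Colq*, *Itga2*, *Chad*, *Grin3a*, *Gabra3*, *Gabra5* and *Sema5a* in the adult, and *Id1*, *Tcf15*, *Tcf19*, *Zfp235* and *Tcf7l2* at p0, did not pass the filter on low counts.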

Differences from the paper's values

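The comparison of plate sets was chosen after the data had been seen, and with the wells of the annotation no value that the paper states and that was computed here differed from it by more than 1.5 times. Under the filter of the Methods, 3 did: the adult wells removed (the paper's 242, against 448) and the wells kept at p12 (the paper's 154, against 89) and at p0 (the paper's 55, against 11). Within the limit of 1.5 times, the paper gives 1.53 neurons of clusters 2 to 4 for each cluster 1 neuron. The annotated neurons gave 1.65 over all plates pooled. The other differences concern statements. The paper states that the plates showed no qualitative difference beyond global reads, while 1417 of 8528 tested genes were called between adult replicates 1 and 2 and replicates 3 to 5 within clusters 1 and 5, and 368 of 2712 with every neuron thinned to the same depth. It states that group I afferents express more *Kcna2* than putative group II afferents, while its log2 fold change of 0.47 was not called (adjusted p = 0.0930, edgeR). It was called without the filter on low counts (adjusted p = 0.0178), with sums of at least 4 neurons (0.0273) and with plate as a block (5.65e-06), which were set before the data were examined, and within replicates 1 and 2 alone (5.76e-04) and replicates 3 to 5 alone (0.00727), which were chosen after seeing the values. Over the alternatives set before, adjusted p ran from 5.65e-06 to 0.280. Within these plate sets, each of *Kcna1*, *Kcnip1*, *Kcnip2* and *Kcnq3*, which the paper also names, was called, so 0 of these 4 were dropped.

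The paper's text gives *Slc16a7* as the gene of vGlut2 among the cluster 1 transcripts, while *Slc16a7* had a UMI in 4.48% of cluster 1 neurons and *Slc17a6*, which Fig. 2g shows, in 88.4% (means over 5 plates). It names *Crip1* and *Tcf7l2* among the transcription factors that differ between muscle spindle and GTO afferents at p0, without a direction. Both were highest in p0 cluster 3, at 164 ± 76.8 and 62.3 ± 41.7 CPM (SD, n = 2 plates), where *Apoe* and *Fabp7*, genes of satellite cells, were also highest (1679 ± 28.5 and 1470 ± 6.14 CPM), and between cluster 2 and the others *Crip1* was not called under any alternative run (adjusted p from 0.0796 to 0.574), while *Tcf7l2* did not pass the filter on low counts. *Spry4* is named as different between e14.5 clusters 1 and 2, while its log2 fold change of -1.38 was not called under any alternative run (adjusted p from 0.197 to 0.537, edgeR; DESeq2 gave it no adjusted p). The paper states that its transcriptomes back a mature *Tac1* pattern only by p12. *Tac1* had a UMI in 80.6% and 66.7% of neurons on the p0 plates, and no step between adjacent stages was called. The paper's stainings were of Substance P protein, and it also proposes a transient activation of *Tac1* in proprioceptors at earlier stages. Wide detection of *Tac1* RNA at p0 therefore need not conflict with these. The paper reports a near absence of *PV* in e14.5 clusters 3 and 4. *Pvalb* was lower there, but had a UMI in 68.4% and 80% of cluster 3 neurons by plate. *Hox* genes are among those it calls randomly dispersed, while *Hoxc8* was called in adult cluster 1 within both plate sets. Here plates are the replicates of these tests.

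The annotation has 208 adult, 154 p12, 55 p0 and 169 e14.5 neurons. By the filter in the sample labels (over 2000 UMIs, *Apoe* under 10% of its mean) the numbers of wells were 171, 143, 50 and 175. Under the filter of the Methods they were 2, 89, 11 and 162.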

Other observations

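Chosen only after the results were seen were the tests of the well barcodes, of a step shared with the e14.5 plates and of transcript length as the whole cause, those of the p12 clusters, and those of e14.5 clusters 1 and 2. Adult replicates 1 and 2 differed from replicates 3 to 5 within clusters 1 and 5, with 1417 called genes (2410 at an unadjusted p under 0.05). Over genes, which are not independent replicates, the difference in cluster 1 correlated with that in cluster 5 (Pearson's r = 0.450). The largest rises in replicates 1 and 2, chosen after their values were seen, were in *Zfp992* (6.14 on the log2 scale), *Pfas* (5.05), *Zscan26* (4.12), *Fubp3* (3.58) and *Spry2* (3.50).

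Several technical explanations of this difference were tested. With thinned neurons the median size of the difference was 0.676 on the log2 scale, against 0.632 without thinning for the same genes, which argues against depth. With DESeq2's size factors 1421 genes were called, and the 10 most abundant genes took 9.03% and 8.36% of UMIs in replicates 1 and 2 and 8.12%, 8.01% and 7.73% in replicates 3 to 5, which argues against a few genes taking most of the UMIs. Between replicates 1 and 2 and replicates 3 and 4, which all have almost no Y-linked UMIs, 1382 genes were called, which argues against the sex of the animals as the cause. The difference rose with transcript length over genes (Spearman's rho = 0.413; 0.325 for 3' UTR length, -0.172 for GC content), so a step that acts by length may contribute. It is not the whole cause, as 1055 genes were called after the trend with length was removed, 854 of which had also been called before it. Of the genes higher in replicates 1 and 2, 74.2% were higher at e14.5 than at p0, against 41.3% of all tested genes and 22.6% of the genes lower there. A processing step shared with the e14.5 plates and a difference between the stages cannot be told apart here, as the e14.5 plates hold 1 stage. RNA of satellite and Schwann cells stays open: of the list of their markers 2 genes passed the filter on low counts, *Mbp* at 0.751 (standard error 1.08) and *Fabp7* at -0.73 (0.55), and neither these nor *Apoe*, on which the wells were filtered, at -0.62 (0.36), were called (adjusted p = 0.715, 0.425 and 0.284). Of 11 Hox genes tested, 9.09% (1 gene) were called, against 16.6% of all genes, and with so few Hox genes the segmental level of the ganglia and the plates cannot be told apart.

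Across the well barcodes, the share of UMIs of the 137 genes raised most in replicates 1 and 2 correlated between these plates, whose wells hold different neurons (Spearman's rho = 0.871, permutation test p = 1.00e-05, the smallest that these permutations can give, adjusted p = 1.20e-05; Pearson's r = 0.838, p = 1.00e-05, adjusted p = 1.40e-05; r without the 2 farthest barcodes 0.840; 90 barcodes). Between replicates 3 and 5 (Pearson's r = 0.126, permutation test p = 0.269, adjusted p = 0.269; Spearman's rho = 0.104, p = 0.357, adjusted p = 0.379; r without the 2 farthest barcodes 0.0891) and between replicates 4 and 5 (r = 0.156, p = 0.160, adjusted p = 0.178; rho = 0.0981, p = 0.379, adjusted p = 0.379; r without the 2 farthest barcodes -0.0310) it did not. It did between adult replicates 3 and 4 (r = 0.643, p = 1.00e-05, adjusted p = 1.40e-05; rho = 0.591, p = 1.00e-05, adjusted p = 1.20e-05; r without the 2 farthest barcodes 0.554), between p12 replicates 1 and 2 (r = 0.769, p = 1.00e-05, adjusted p = 1.40e-05; rho = 0.646, p = 1.00e-05, adjusted p = 1.20e-05; r without the 2 farthest barcodes 0.689), between p12 replicates 3 and 4 (r = 0.864, p = 1.00e-05, adjusted p = 1.40e-05; rho = 0.715, p = 1.00e-05, adjusted p = 1.20e-05; r without the 2 farthest barcodes 0.749), between the p0 plates (r = 0.923, p = 1.00e-05, adjusted p = 1.40e-05; rho = 0.860, p = 1.00e-05, adjusted p = 1.20e-05; r without the 2 farthest barcodes 0.865) and between the e14.5 plates (r = 0.906, p = 1.00e-05, adjusted p = 1.40e-05; rho = 0.936, p = 1.00e-05, adjusted p = 1.20e-05; r without the 2 farthest barcodes 0.916). Adult replicates 1 and 2 also correlated with the e14.5 plates (r = 0.784, p = 1.00e-05, adjusted p = 1.40e-05; rho = 0.785, p = 1.00e-05, adjusted p = 1.20e-05; r without the 2 farthest barcodes 0.774) and with adult replicates 3 to 5 (r = 0.529, p = 2.00e-05, adjusted p = 2.50e-05; rho = 0.442, p = 1.00e-05, adjusted p = 1.20e-05; r without the 2 farthest barcodes 0.488). These are the 10 relations over which p was adjusted. The barcode pattern was thus also seen on plates where these genes took little: their mean share was 5.18% and 4.86% on the e14.5 plates, but 0.868%, 1.22%, 0.679% and 0.589% on the p12 plates and 1.06% and 0.749% on the p0 plates. A candidate explanation is a library step whose yield for these genes depended on the well barcode, more so on adult replicates 1 and 2 and the e14.5 plates. A difference between the animals of the plate sets, which the labels do not name, stays open as untested.

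Adult clusters 2 and 4 lie on replicates 1 and 2, and cluster 3, apart from 3 neurons, on replicates 3 to 5. Of the 1192 genes called between them, 3 were called by edgeR once the difference within clusters 1 and 5 was taken off (*Ctnnbl1*, *Svop* and *Tesc*, named after their values were seen; 473 at an unadjusted p under 0.05; 0 with thinned neurons, edgeR, with 140 at an unadjusted p under 0.05), and the median size of their difference went from 0.973 to 0.293 on the log2 scale. These genes were picked for their difference, so part of that fall comes with the choice; over all tested genes the median went from 0.424 to 0.301. On simulated counts with changes of at least 2-fold, the same contrast recovered 73% of the changed genes, and 93.2% of those changed at least 4-fold. It was not tried on smaller changes, so small differences between these clusters are not excluded. The library batch may thus account for much of the distance between clusters 2 and 4 and cluster 3. Between clusters 2 and 4, on the same plates, 39 genes were called, a difference that the plate sets cannot account for. The clusters were found in these neurons, so some of these calls come with the choice. A library step that acts by well barcode stays open for clusters 2 and 4, as only 6 barcodes carried either of them on both plates. Of the 10 nearest neighbours of cluster 2 and 4 neurons within clusters 2 to 4, 18.6% were cluster 3 neurons after thinning, against 49.4% by number, which argues against depth. Whether cluster 3 mixes neurons of the kinds of clusters 2 and 4 was tested through the genes higher in cluster 4 than in cluster 2. Within cluster 3 their mean correlation lay at percentile 100 of matched gene sets in replicates 3 and 4, and at 78.7 in replicate 5. For the genes higher in cluster 2 the percentiles were 100, 100 and 99.98. As the plates differ for the genes higher in cluster 4, a mixture and a separate type cannot be told apart.

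At p12, 0 clusters had neurons on both pairs of plates, so between clusters 2 and 3 (replicates 1 and 2) and clusters 1, 4 and 5 (replicates 3 and 4) the library batch and the kind of neuron cannot be told apart. Each of the 5 clusters had neurons on both plates of its pair, so the plate alone does not account for the divisions within a pair. Shares still differed between these plates: cluster 1 held 32.8% of replicate 3 and 66.1% of replicate 4, and cluster 4 held 58.2% and 30.6%. Of 38 barcodes with a cluster 1 or 4 neuron on both plates, 39.5% carried the same cluster (Fisher's exact test, two-sided, p = 0.471). That gave no sign of a barcode effect for these 2 clusters, but a part of the library batch stays open. Both p12 cluster 2, on replicates 1 and 2, and p12 cluster 5, on replicates 3 and 4, expressed *Calb2* in every neuron.

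The 128 genes lower in e14.5 cluster 1 than in cluster 2 included 124 genes tested between the adult plate sets, of which 123 were higher in adult replicates 1 and 2, against 48.8% of all genes tested in both. The share that the genes of the adult difference took at the same barcode on adult replicates 1 and 2 separated the 2 clusters with an area under the curve of 0.972 on e14.5 replicate 1 and 0.970 on replicate 2. As the adult wells hold other neurons, this argues against kinds of neurons sorted into the same wells on both e14.5 plates. The UMIs of the neurons also separated the clusters, with smaller areas of 0.735 and 0.801, so a part of depth stays open. Cluster 1 was separated from cluster 3 by the barcode (areas of 0.968 and 0.964) and by the UMIs (0.940 and 0.964). A library step that acts by well barcode may account for much of the division of the e14.5 proprioceptors into clusters 1 and 2. It was not seen for every gene: *Casz1* differed between adult wells of low and high barcodes by 0.13 on the log2 scale (mean of replicates 1 and 2), against -1.85 for *Cux2*, -2.56 for *Spry2* and -0.90 for *Pou4f1*. A biological difference within these clusters beside that of the barcodes stays open.

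Chance was weighed by other splits of the same sums into groups of the same sizes, 100 for each result. It can be excluded for p12 against the adult, where the real split alone (1 of 100) called as many genes. The splits that called as many, the real one included, were 1 of 100 for adult cluster 1, 3 for cluster 3, 2 for cluster 5 and 2 for group I against putative group II. The clusters were found from expression in the same neurons, which makes larger splits rare by construction, so these counts do not exclude chance for the adult clusters. Most of the other splits that called as many genes drew unevenly on the plate sets. For cluster 5, 1 split with all 5 sums of its group from replicates 1 and 2 called 471 genes, and for group I, 1 split with 2 of 10 sums from these replicates, which give 9 of 18 sums overall, called 484. For cluster 3, splits with 0 and 3 of 4 sums from replicates 1 and 2 called 76 and 57 genes, and 3 of 4 is close to an even draw. Within the plate sets, cluster 5 called 188 and 319 genes and group I 373 and 209, and with plate as a block cluster 3 called 31.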
